# Murine fetal bone marrow does not support functional hematopoietic stem and progenitor cells until birth

**DOI:** 10.1038/s41467-022-33092-4

**Published:** 2022-09-15

**Authors:** Trent D. Hall, Hyunjin Kim, Mahmoud Dabbah, Jacquelyn A. Myers, Jeremy Chase Crawford, Antonio Morales-Hernandez, Claire E. Caprio, Pramika Sriram, Emilia Kooienga, Marta Derecka, Esther A. Obeng, Paul G. Thomas, Shannon McKinney-Freeman

**Keywords:** Haematopoietic stem cells, Haematopoiesis, Stem-cell niche

## Abstract

While adult bone marrow (BM) hematopoietic stem and progenitor cells (HSPCs) and their extrinsic regulation is well studied, little is known about the composition, function, and extrinsic regulation of the first HSPCs to enter the BM during development. Here, we functionally interrogate murine BM HSPCs from E15.5 through P0. Our work reveals that fetal BM HSPCs are present by E15.5, but distinct from the HSPC pool seen in fetal liver, both phenotypically and functionally, until near birth. We also generate a transcriptional atlas of perinatal BM HSPCs and the BM niche in mice across ontogeny, revealing that fetal BM lacks HSPCs with robust intrinsic stem cell programs, as well as niche cells supportive of HSPCs. In contrast, stem cell programs are preserved in neonatal BM HSPCs, which reside in a niche expressing HSC supportive factors distinct from those seen in adults. Collectively, our results provide important insights into the factors shaping hematopoiesis during this understudied window of hematopoietic development.

## Abstract (web summary)

Relatively little is known about the first hematopoietic stem and progenitor cells to arrive in the fetal bone marrow. Here they characterize the frequency, function, and molecular identity of fetal BM HSPCs and their bone marrow niche, and show that most BM HSPCs have little hematopoietic function until birth.

## Introduction

Hematopoietic stem cells (HSCs) support lifelong hematopoiesis and are utilized regularly to treat hematologic disease^1,2^. During ontogeny, HSCs arise from the embryonic vasculature, migrate to the fetal liver (FL), and then expand before moving to bone marrow (BM)^3^. Understanding HSC regulation during ontogeny is key to dissecting the origins of pediatric hematologic disease and engineering populations from pluripotent stem cells^4^. Although much is known about HSC origins and specification, less clear is precisely when these cells, and the downstream hierarchy of hematopoietic stem and progenitor cells (HSPCs), are established in the BM.

Although the femur is vascularized by embryonic day 15 (E15)^5^ and HSC clonogenic potential is detected by E15.5^6^, the first transplantable HSCs are not detected before E16.5^7^. Also, while HSPCs—a heterogeneous pool of HSCs and lineage-biased multipotent progenitors (MPPs)—exist at consistent frequencies in adult murine BM^8,9^, there is little information regarding these populations in murine perinatal BM. Recent reports suggest that MPPs play a key role in steady-state hematopoiesis^10–12^. A better understanding of the stage-specific regulation of HSCs and MPPs during development will help clarify their roles during steady-state hematopoiesis, which may yield insight into the origins of hematopoietic malignancies—especially pediatric disease^10–13^.

Little is known about how or when the BM becomes a supportive environment for HSPCs. Fetal BM (FBM) HSCs may receive homing/maintenance cues from *Nestin*^+^ cells that display reduced expression of *Cxcl12* and other factors relative to adult BM stroma^14^. Similarly, perinatal *Cxcl12*^+^ cells have been identified, but display lower *Cxcl12* expression compared to adult *Cxcl12*^+^ cells^15^. A subpopulation of *Osterix*^+^ cells expressing *Pdgfrb* and *Foxc1*—genes essential for the development of HSC niche cells—can be found in E16.5 FBM^15^ and long-term repopulating HSCs are absent from *Osterix*^-/-^ E17.5 FBM, which also lack osteolineage cells^7^. In contrast, much work has gone into dissecting the regulatory role of the adult BM niche^16,17^. Many adult BM cells contribute to HSC maintenance, including osteolineage cells^18,19^, non-myelinating Schwann cells^20^, adipocytes^21^, macrophages^22^, megakaryocytes^23^, T-regulatory cells^24^ and neutrophils^25^. However, it is the adult BM vasculature and perivascular cells that serve as the primary niche for HSCs^16,17^. Arterioles and sinusoids both contribute to the endothelial HSC niche, with a bevy of perivascular cells contributing to HSC quiescence, BM retention and BM repopulation^26–31^. A similar exploration of the perinatal BM is needed to better understand exogenous HSC regulation during development.

Therefore, to define the hematopoietic and stromal components of murine perinatal BM, we interrogated BM HSPCs in the whole skeleton from colonization until after birth via competitive transplantation, immunophenotyping, functional interrogation of select progenitors, and single-cell RNA-sequencing (scRNA-seq) of murine BM hematopoietic and stromal cells during perinatal development. Here, we show that BM HSPCs do not acquire robust function or molecular identity until near birth, which correlates with a shift in the relative frequencies and numbers of distinct HSPCs and the develop of a supportive niche. We also identify BM niche interactions with HSPCs throughout perinatal development.

## Results

### Rare long-term repopulating activity in FBM as early as E15.5

To interrogate fetal and neonatal BM across ontogeny, BM was isolated from whole skeletons of CD45.2^+^ E15.5, E16.5, E17.5, E18.5 and postnatal day 0 (P0) embryos/neonates and transplanted at 1.5 × 10^6^ cells/mouse into irradiated CD45.1^+^/CD45.2^+^ recipients along with 2 × 10^5^ CD45.1^+^ adult BM competitor cells. Adult BM was used as a positive control (Fig. 1a). As expected, adult BM yielded long-term multi-lineage repopulation of recipients (Fig. 1b, c and Supplementary Fig. 1a). P0 BM recipients also displayed robust CD45.2^+^ contribution and balanced peripheral blood (PB) lineage output in 14/15 recipients (Fig. 1b, c).

**Fig. 1:**
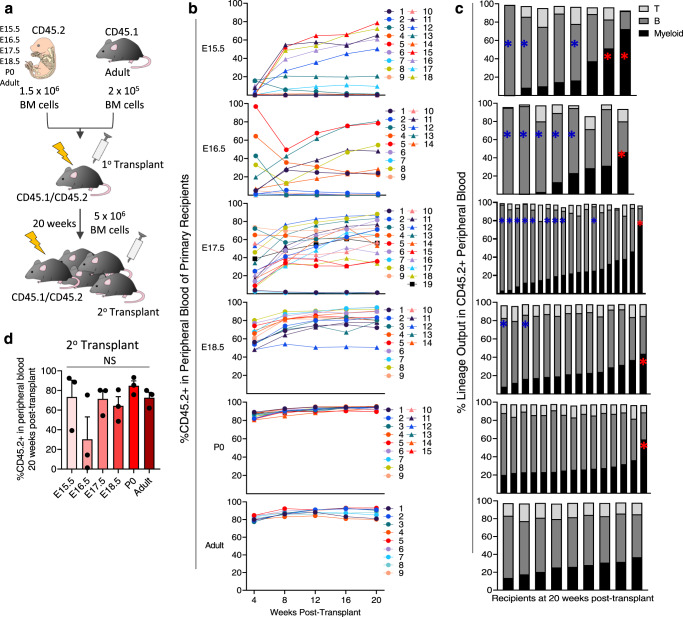
Long-term repopulating cells are detected in FBM at E15.5. **a** FBM primary and secondary transplant. **b** PB reconstitution in FBM primary recipients (*n* = 9–18). **c** Lineage output in individual primary recipients 20 weeks post-transplant (*n* = 8–19); myeloid bias (%myeloid > %B cell), red asterisk; b-lymphoid bias (%B cell >70%), blue asterisk. **d** %CD45.2+ PB in secondary recipients of FBM. Data are means ± SE of three independent transplants (*n* = 5/transplant, Mann–Whitney test, two-tailed). 1^o^, primary; 2^o^, secondary; BM bone marrow, FBM fetal BM; NS not significant. Source data are provided in the Source Data File. See also Supplementary Fig. 1.

However, PB CD45.2^+^ engraftment became heterogeneous and began to significantly decline in E18.5-E15.5 FBM recipients, many of whom also showed evidence of lineage bias (Fig. 1b, c and Supplementary Fig. 1c). For example, although 19/19 E17.5 FBM recipients displayed >1% CD45.2^+^ PB at 20 weeks post-transplant, two of these recipients only reached 1.1% and 1.3% CD45.2^+^ PB (Fig. 1b). E16.5 FBM recipients displayed reduced repopulation, as only 8/14 displayed long-term CD45.2^+^ PB > 1% (Fig. 1b). Here, variable CD45.2^+^ lineage output was seen, with 5/8 recipients engrafted with mostly B cells and 1/8 engrafted with mostly myeloid cells (Fig. 1c). Surprisingly, 8/18 E15.5 FBM recipients displayed long-term CD45.2^+^ PB (Fig. 1b). Many E15.5 FBM recipients displayed low CD45.2^+^ PB 4 weeks post transplant that gradually increased overtime (Fig. 1b), suggesting a lack of functional hematopoietic progenitors compared to later developmental timepoints, as progenitors repopulate transiently and thus contribute disproportionately to early blood production^9^. As 1.5 × 10^6^ cells is about one embryo equivalent of FBM at E15.5 (Supplementary Fig. 1b**)** and only 50% of these recipients displayed CD45.2^+^ PB > 1% long-term (Fig. 1b), E15.5 FBM long-term repopulating cells are extremely rare. Long-term repopulating cells displaying uni- or bipotential lineage output were detected from E15.5-E17.5, revealing the presence of lineage-biased or “lineage-bypassing” HSCs at these timepoints (Fig. 1c**)**^32^. However, as average myeloid and B cell lineage output between recipients of E15.5 and adult BM was not significantly different at 20 weeks post-transplant (Supplementary Fig. 1d, e), and similar trends for myeloid, B, and T cell reconstitution post-transplant were seen in recipients of E15.5 through adult BM (Supplementary Fig. 1f), there is no clear enrichment for lineage-biased HSCs at any specific developmental timepoint.

Secondary transplants confirmed the presence of self-renewing FBM HSCs as early as E15.5, as all secondary recipient cohorts of E15.5 FBM displayed long-term CD45.2^+^ PB and BM (Fig. 1d and Supplementary Fig. 1g). Interestingly, one secondary transplant cohort was reconstituted with 81% donor B cells and <1% myeloid cells (Supplementary Fig. 1h), further suggesting the presence of self-renewing lineage-biased HSCs in E15.5 FBM. In sum, we provide evidence for the presence of long-term, self-renewing HSCs in BM by E15.5 (Fig. 1d and Supplementary Fig. 1h).

### The frequency of FBM HSPCs is distinct from FL and adult BM

We next examined immunophenotypic BM and FL HSPCs from E15.5 through adulthood. Here, liver and BM isolated from whole skeletons were assessed for the frequency of long-term HSCs (LT-HSCs), short-term HSCs (ST-HSCs), MPP2s, MPP3s and MPP4s^9^ (Fig. 2a, b and Supplementary Fig. 2a, b). HSPCs in the early liver were relatively constant overtime, with about equal numbers of MPP3s and MPP4s until P6 when a slight shift towards MPP3s emerged (Fig. 2a and Supplementary Fig. 2a). In contrast, MPP2s were dominant in E15.5–E18.5 FBM (Fig. 2b and Supplementary Fig. 2b). FBM LT-HSCs were ~0.01 of Lineage^-^Sca-1^+^c-Kit^+^ (LSK) cells between E15.5-E17.5 and then shifted to 0.03 ± 0.00 at E18.5, similar to P28 BM (Fig. 2b, Supplementary Fig. 2c).

**Fig. 2:**
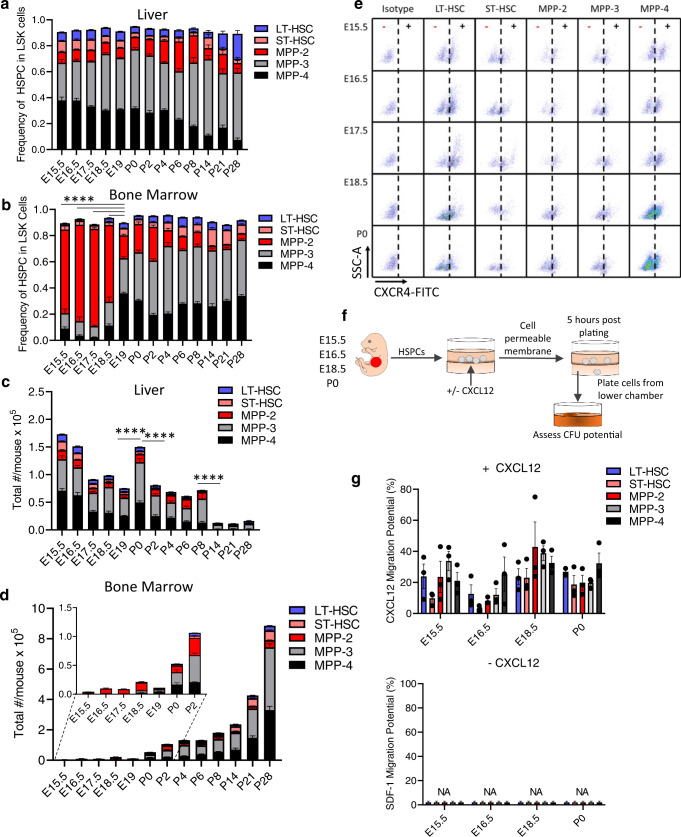
FBM HSPC frequency is distinct from FL and adult BM. Frequency in LSK cells (**a**, **b**) and absolute number (**c**, **d**) of HSPCs in murine liver (**a**, **c**) and BM (**b**, **d**). Data are means ± SE of 10–17 embryos from 2–3 litters. **** in **b**: *P* < 0.0001 comparing MPP2 frequencies; **** in **c**: *P* < 0.0001 comparing total HSPC numbers. **e** Representative flow cytometry of cell-surface CXCR4 on E15.5-P0 FL HSPCs (*n* = 2–3). **f** CXCL12 trans-well migration assay. **g** Migration of fetal and newborn liver HPSCs towards CXCL12. Data are mean ± SE of three distinct experiments. *P* values determined by Mann–Whitney test, two-tailed. CFU colony-forming unit, HSC hematopoietic stem cell, HSPC hematopoietic stem and progenitors, LSK Lineage^-^Sca1^+^c-Kit^+^, LT-HSC long^-^term HSC, MPP multipotent progenitor, ST-HSC short-term HSC. Source data are provided in the Source Data File. See also Supplementary Fig. 2.

We also assessed absolute numbers of HSPCs. As HSPCs migrate from FL to BM from E15.5 until after birth^3,33^, we expected decreasing numbers of FL HSPCs to coincide with an increase in FBM HSPCs starting at E15.5. We observed a steady decline in total FL HSPCs from E15.5 until P0. Surprisingly, we observed a significant burst in FL HSPCs at P0 (Fig. 2c). This was followed by a drop in FL HSPCs at P2, which remained constant until P8 (Fig. 2c**)**. FL HSPC numbers significantly declined from P8 to P14, from ~60,000 to ~11,000 per mouse (Fig. 2c). Thus, aside from a surprising jump in FL HSPCs at P0, FL HSPCs decline from E15.5 to P8 and are nearly exhausted by P14. BM HSPCs displayed the opposite trend. While P28 BM contained ~960,000 HSPCs/mouse (84% MPP3s or MPP4s), E15.5 FBM contained only ~4,800 HSPCs/mouse. FBM HSPCs increased from E15.5 to P28 with a small drop in numbers at E19 (Fig. 2d). LT-HSCs significantly increased from only ~60 at E15.5 to ~4,800 by P2 (Fig. 2d and Supplementary Fig. 2d). As FL HSPCs expressed CXCR4 and responded to CXCL12 in migration assays (Fig. 2e-g)^34^, FBM HSPCs likely represent both itinerant HSPCs and HSPCs arising from recently engrafted progenitors. Additionally, a larger fraction of each FBM HSPC population examined expressed CXCR4 relative to FL HSPCs at P0 except for LT-HSCs, which could result from internalization of CXCR4 in LT-HSCs after migration to the FBM (Supplementary Fig. 2e). P0 BM HSPCs also displayed significantly increased migration toward CXCL12 compared to FL HSPCs (Supplementary Fig. 2f). In sum, the composition of FL and FBM HSPCs are distinct during early ontogeny and FBM HSPCs shift around birth from an MPP2-dominant to an MPP3/MPP4-dominant compartment (Fig. 2a–d).

### FBM HSPCs are functionally distinct from FL and adult HSPCs

The paucity of CD45^+^ cells in the FBM between E15.5 and E17.5, relative to later timepoints, suggests that FBM HSPCs may contribute little to blood production in the early FBM (Supplementary Fig. 3a, b). To explore this, we tested the function of FBM HSPCs, beginning with MPP2s, as they are the most abundant HSPC population in the FBM and display characteristic activity when interrogated functionally (i.e. a bias for megakaryocyte/erythroid output in CFU assays and when transplanted)^9^. Single MPP2s from E16.5, E18.5, P0 and adult BM and liver were sorted into methylcellulose supplemented with cytokines to assess CFU potential (Fig. 3a). E16.5 FBM MPP2s yielded no CFUs, while E18.5 FBM MPP2s displayed a small amount of activity (0.03% of cells) (Fig. 3b**)**. In contrast, P0 and adult BM MPP2s displayed robust CFU potential with the expected lineage output (Fig. 3b). Importantly, liver MPP2s displayed high CFU potential at all timepoints (Fig. 3b). Thus, although FBM MPP2s are immunophenotypically identical to FL MPP2s and presumably seeded from FL (Fig. 2g), their in vitro CFU potential is distinct, and the first robustly functional BM MPP2s appear around birth (Fig. 3b).

**Fig. 3:**
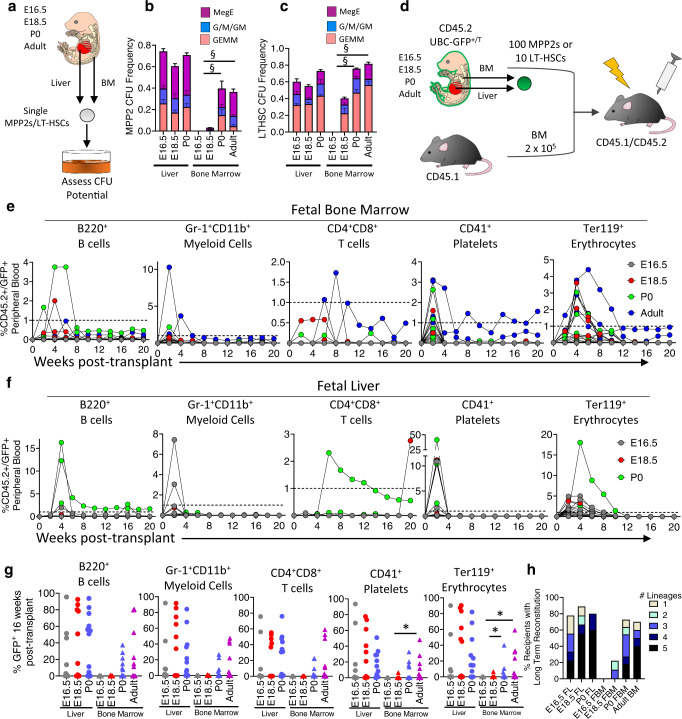
FBM MPP2s are functionally distinct from FL and adult BM MPP2s. **a** CFU assay of single MPP2 and LT-HSC cells. **b** BM and liver MPP2 CFUs frequency. Data are means ± SE of 87–171 single cells from three distinct experiments. **c** Frequency of CFUs among LT-HSCs from BM and liver. Data are means ± SE of 111–175 single cells from three separate experiments. **d** MPP2 and LT-HSC transplant. **e** %CD45.2/GFP PB lineages in BM MPP2 transplant recipients (*n* = 9–10 recipients/timepoint). **f** %CD45.2/GFP PB lineages in liver MPP2 recipients (*n* = 5–9 recipients/timepoint). **g** %CD45.2/GFP PB lineages in LT-HSC recipients at 16 weeks post-transplant (*n* = 9–14 recipients/timepoint). Platelets: *P = 0.0102; Erythrocytes: * top, *P* = 0.0162; * bottom, *P* = 0.0440. **h** %Recipients with long-term PB donor reconstitution in (**g**) (*n* = 9-14 recipients). ^§^*P* = 0.1; *p < 0.05. *P* values determined by Mann–Whitney test, two-tailed. BM bone marrow, CFU colony-forming unit, FBM fetal BM, FL fetal liver, G granulocyte, GEMM granulocyte/erythroid/ monocyte/megakaryocyte, HSC hematopoietic stem cell, LT-HSC long-term HSC, M monocyte, MegE megakaryocyte/erythroid, MPP multipotent progenitor. Source data are provided in the Source Data File. See also Supplementary Fig. 3.

To explore this further, E16.5, E18.5, P0 and adult CD45.2^+^ BM and liver MPP2s were transplanted into irradiated CD45.1^+^/CD45.2^+^ recipients at 100 cells/animal, with 2 × 10^5^ CD45.1^+^ adult supportive cells (Fig. 3d). Here, *UBC-GFP* mice served as donors to facilitate visualization of donor-derived erythrocytes and platelets^35^ (Supplementary Fig. 3c, d). As expected, adult BM MPP2s transiently reconstituted 50% of recipients with myeloid, platelet, and erythroid cells, with one recipient displaying T cell reconstitution (Fig. 3e and Supplementary Fig. 3e). In contrast, E16.5 FBM MPP2s did not reconstitute any recipients. E18.5 FBM MPP2s transiently reconstituted 20% of recipients’ platelets, erythroid, and B cells (Fig. 3e and Supplementary Fig. 3e), while 40% of P0 FBM MPP2 recipients displayed transient reconstitution of all lineages except T cells (Fig. 3e and Supplementary Fig. 3e). Meanwhile, E16.5, E18.5 and P0 FL MPP2s transiently reconstituted multiple lineages in 67%, 83% and 40% of recipients, respectively (Fig. 3f and Supplementary Fig. 3e). Thus, the early FBM MPP2 pool displays little function until around birth, at which point they display robust function, similarly to their liver and adult BM counterparts.

To assess if additional BM HSPCs acquire full functional potential near birth, we next interrogated perinatal LT-HSCs (Fig. 3a, d). As with perinatal MPP2s, and in sharp contrast to FL LT-HSCs, the in vitro CFU potential of single bone marrow LT-HSCs was absent until around birth (Fig. 3c). We next transplanted 10 LT-HSCs into recipients with 2 × 10^5^ supportive cells (Fig. 3d). As expected, E16.5, E18.5, and P0 liver as well as adult BM LT-HSCs displayed robust and multi-lineage long-term PB reconstitution (Fig. 3g, h). In contrast, E16.5 and E18.5 FBM LT-HSCs displayed virtually no long-term reconstitution; robust repopulation of multiple lineages was not apparent until P0 (Fig. 3g, h). Given that we identified hematopoietic repopulating cells as early as E15.5 in the FBM (Fig. 1), these data suggests that *immunophenotypic* HSPCs in the bone marrow display little to no function until near birth.

### Transcriptional signatures of stemness increase at birth in BM HSPCs

To explore why FBM HSPCs display little function relative to FL and adult BM HSPCs, we performed 10X scRNA-Seq on CD45^+^Lineage^−^c-Kit^+^ hematopoietic progenitors (HPs) from E16.5, E18.5, P0, and adult BM (Fig. 4a). As FBM HSPCs are rare, we used Cellular Indexing of Transcriptomes and Epitopes by Sequencing (CITE-Seq) to label HSPCs with oligo-tagged antibodies that could later be combined with mRNA expression to identify immunophenotypic (ph) HSPCs in our scRNA-Seq dataset^36^ (Fig. 4a and Supplementary Fig. 4a–d). 

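The authors deposited the number of UMIs per gene and cell for 5 HP libraries, with 2 libraries from E16.5 and 1 each from E18.5, P0 and adult BM. The antibody counts of the same cells were deposited too, with a table giving each cell's library, cluster and hscScore. The paper's methods give 38 (E16.5), 9 (E18.5), 6 (P0) and 4 (adult) mice per pool, and the Reporting Summary states that the scRNA-Seq experiments were not repeated, so the spread between both E16.5 libraries need not include that between pools of mice. With 1 library at every other stage, differences between stages have no replicate check, and only the E16.5 pair shows how far libraries of one stage lie apart. Values are therefore given per library with 95% intervals in parentheses, which cover counting error only: exact binomial (Clopper-Pearson) intervals for shares of cells and exact Poisson intervals for expression. Expression was computed as CPM after summing the UMIs of a group of cells. The libraries held 13974733 and 95833532 (E16.5), 64849542 (E18.5), 127489333 (P0) and 59206442 (adult) UMIs. The median cell held 23291.5 and 18831 UMIs in the E16.5 libraries, 12364 at E18.5, 19447.5 at P0 and 6747 in the adult. Cells with fewer than 1000 UMIs made up 27.5% of the E18.5 and 17.0% of the adult library, and between 0.400% and 4.14% of the others.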

In total, we constructed and sequenced libraries from 5985 adult BM, 6208 P0 BM, 3477 E18.5 FBM, and 5312 E16.5 FBM HP cells. 

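The deposited E16.5 cells came from a first library of 560 cells and a second library of 4752 cells. The filter stated in the paper's methods removes cells with fewer than 300 UMIs, with 7.5% or more mitochondrial UMIs, or at or above the 98th percentile of genes or UMIs. The deposited cells had at least 358 UMIs and at most 7.50% mitochondrial UMIs, so they were used as deposited. Applied a second time, the filter left 542 and 4629 E16.5, 3367 E18.5, 6020 P0 and 5807 adult cells.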

Unbiased clustering based on variable gene expression identified multiple distinct clusters in each HP library. 

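The deposited table gives each cell a cluster code, and the codes were paired with the paper's cluster names through the marker genes that Supplementary Data 1 lists for every named cluster. For each stage, codes and names were paired one to one so that the mean standardized expression of the first 50 listed markers was highest over all pairs. Of the 140 clusters paired in this way over HPs and stroma, 127 had the highest score for their listed markers. Clusters were compared between stages under the paper's class names, such as HSPC or Mono/DC, with their leading genes checked against 26 fixed lists of markers. The 10 genes with the highest fold in the P0 cluster named HSPC-3 held 4 myeloid progenitor markers and none of HSPCs, those of the E18.5 cluster named HSPC and of P0 HSPC-2 held none of HSPCs either, and neither P0 HSPC-3 nor the E16.5 cluster named HSPC had the highest score for its markers, so shares of clusters named HSPC compare names, not one measured cell type.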

We annotated each cluster based on the expression of cell type-specific markers from public datasets^37–51^ (Fig. 4b, Supplementary Fig. 4e–v, and Supplementary Data 1), and Uniform Manifold Approximation and Projection (UMAP) was used for visualization of transcriptional variation (Fig. 4b, Supplementary Fig. 4g, l, q, v).

**Fig. 4:**
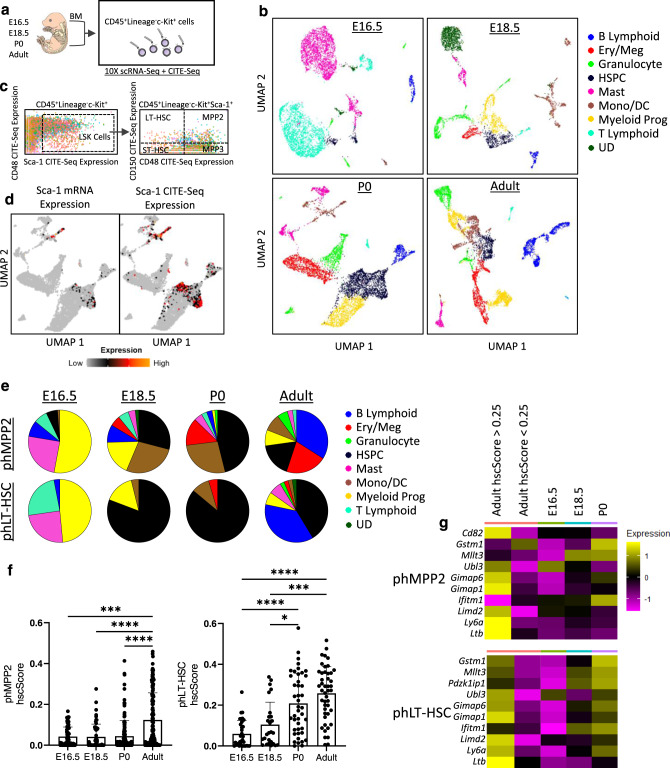
Remodeling of perinatal BM HP and HSPCs during late gestation. **a** ScRNA-seq of HPs of perinatal and adult BM. **b** UMAP projections of cell clusters of HPs from adult, P0, E18.5, and E16.5 BM. **c** CITE-Seq dot plots for identification of phHSPCs. **d** UMAP projection of P0 BM depicting Sca-1 mRNA and CITE-Seq. **e** Distribution of phMPP2s or phLT-HSCs in each cell cluster of adult, P0, E18.5, or E16.5 HPs. **f** hscScore among phMPP2s (left, *n* = 55–147 single cells; ***P = 0.0008; ****P < 0.0001) or phLT-HSCs (right, *n* = 26–46 single cells; *P = 0.0254; ***P = 0.0001; ****P < 0.0001) across development. Data are presented as means ± SD. **g** Expression level of hscScore-related genes within phMPP2s and phLT-HSCs across development. *P* values determined by Mann–Whitney test, two-tailed. BM bone marrow, CITE-Seq cellular indexing of transcriptomes and epitopes by sequencing, Ery/Meg erythroid/megakaryocyte, HP hematopoietic progenitors, HSPCs hematopoietic stem and progenitors, LT-HSC long-term hematopoietic stem cell, Mono/DC monocyte/dendritic cells, MPP multipotent progenitor, ph immunophenotypic, Prog progenitors, scRNA-seq single-cell RNA-sequencing, UD undefined. Source data are provided in the Source Data File. See also Supplementary Fig. 4.

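By the deposited clusters, granulocytes made up 14.4% (13.3 to 15.7%) at E18.5, 11.9% (11.1 to 12.7%) at P0 and 11.8% (11.0 to 12.6%) in the adult. Clusters of the Mono/DC class held 15.3% (14.1 to 16.5%) at E18.5, 6.97% (6.35 to 7.64%) at P0 and 15.6% (14.7 to 16.5%) in the adult. Myeloid progenitor clusters held 14.0% (12.9 to 15.2%) at E18.5, 16.2% (15.3 to 17.1%) at P0 and 20.1% (19.1 to 21.1%) in the adult, and erythroid and megakaryocyte clusters 5.90% (5.14 to 6.73%) at E18.5, 18.5% (17.6 to 19.5%) at P0 and 14.9% (14.0 to 15.8%) in the adult. B-lymphoid clusters held 4.37% (3.72 to 5.10%) at E18.5, 6.23% (5.65 to 6.86%) at P0 and 19.0% (18.0 to 20.0%) in the adult. Mast cell clusters held 5.84% (5.08 to 6.67%) at E18.5, 8.60% (7.92 to 9.33%) at P0 and 5.36% (4.81 to 5.96%) in the adult. T cell clusters held 1.87%, 1.10% and 1.82%. Undefined (UD) clusters took 27.1% (25.6 to 28.6%) of the E18.5 cells. They were kept among all E18.5 cells, which lowers every other E18.5 share, that of clusters named HSPC included. Their median was fewer than 1000 UMIs per cell. Medians were also under 1000 UMIs in E18.5 Mast/Bas (534), P0 Mast-1 and the adult clusters named Myeloid Prog-1, Mast-1, Mast-2 and Stroma (555). A lymphoid progenitor cluster was named at P0 alone, with 6.25% (5.66 to 6.88%) of cells.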

E18.5, P0, and adult BM HP libraries contained similarly annotated populations, including HSPCs, granulocyte, monocyte, mast cell, megakaryocyte/erythroid progenitor, and B cell clusters (Fig. 4b and Supplementary Fig. 4e-v). 

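Clusters named HSPC held 388 of the E18.5 cells, or 11.2% (10.1 to 12.3%), and 629 of the adult cells, or 10.5% (9.74 to 11.3%). At P0 they held 1505 cells, or 24.2% (23.2 to 25.3%), split into HSPC-1 with 701, HSPC-2 with 692 and HSPC-3 with 112 cells. Without HSPC-3, whose leading genes were those of myeloid progenitors, the P0 share was made up of 11.3% and 11.1%. Of the alternatives tried, clusters recomputed from the counts and named by fixed markers moved these shares most, to 14.4% at E18.5 and 29.3% at P0.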

P0 BM contained more HSPCs than adult and E18.5 BM, confirming expansion around birth (Fig. 4b and Supplementary Fig. 4e–v and Fig. 2a–d). E16.5 HPs were striking for the presence of multiple large mast and T cell clusters (Fig. 4b and Supplementary Fig. 4e–v). 

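T cell clusters held 18 cells or 3.21% (1.92 to 5.03%) of the first E16.5 library and 2141 cells or 45.1% (43.6 to 46.5%) of the second. Over both libraries the share was 40.6% (39.3 to 42.0%), and it was set by the second library, which holds most of the cells. The gap between the libraries is far outside counting error. At the second library's share, 252 T cells would have been counted in the first. Mast cell clusters held 46.3% (42.1 to 50.5%) and 38.0% (36.6 to 39.4%), or 38.8% (37.5 to 40.2%) over both libraries. Kit, the receptor on which the cells were sorted, had 40.7 CPM in the T cell clusters of the second library, 62.0 CPM in its neutrophil cluster and 499.5 CPM in its largest mast cell cluster.

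**Figure D1:**
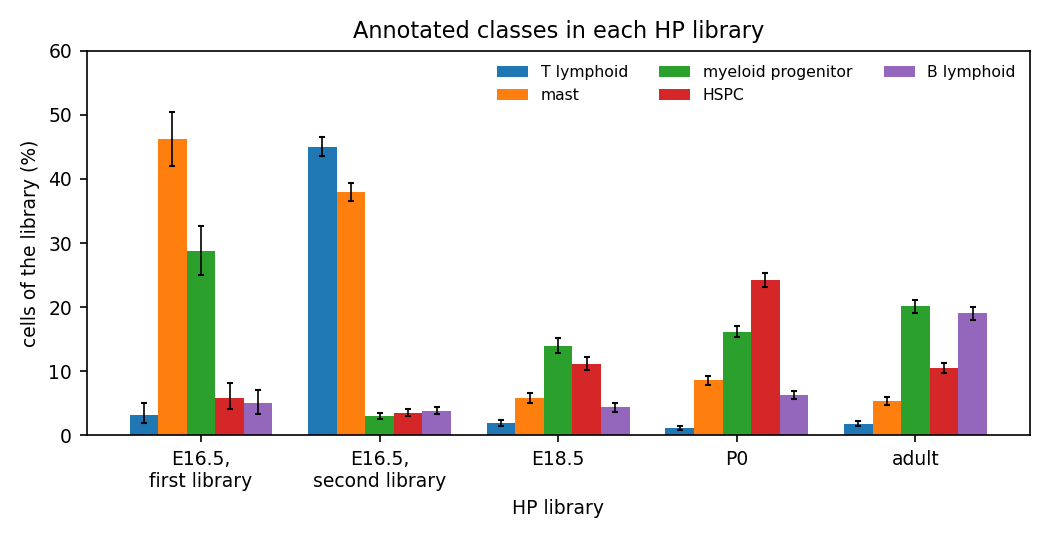
Percent of HP cells in clusters of 5 classes, by library, with exact binomial 95% intervals. The T lymphoid share is 3.21% in the first and 45.1% in the second E16.5 library, and mast cells hold 46.3% and 38.0% of these libraries.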

E16.5 FBM also lacked defined myeloid, erythroid, megakaryocyte, or lymphoid progenitors, but did contain a small cluster of HSPCs (Fig. 4b, Supplementary Fig. 4e-v). 

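The E16.5 cluster named HSPC held 33 cells of the first library, or 5.89% (4.09 to 8.18%), and 165 of the second, or 3.47% (2.97 to 4.03%). The cluster named Mono/Mast, which the paper counts among myeloid progenitors, held 28.8% (25.0 to 32.7%) of the first and 2.99% (2.52 to 3.51%) of the second library. No deposited E16.5 cluster carried an erythroid, megakaryocyte or lymphoid progenitor name. Over both libraries B-lymphoid cells made up 3.93% (3.43 to 4.49%), granulocytes 3.22% (2.76 to 3.73%) and Mono/DC cells 1.22% (0.946 to 1.56%). Compared as lists of markers (Supplementary Data 1), the E16.5 HSPC cluster shared most with Monocyte-1 at E18.5 (Jaccard index 0.110), DC at P0 (0.139) and Monocyte-3 in the adult (0.201).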

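Antibody counts were normalized by the centered log-ratio (CLR) for each antibody across the cells of a library, and a cell was called positive above a CLR of 1, a level fixed here because the paper's text gives none. phMPP2s were defined as Sca-1+CD135-CD48+CD150+ cells. Ly6a, which encodes Sca-1, had a CPM 6.27 and 4.39 times as high in Sca-1-positive as in Sca-1-negative cells of the E16.5 libraries, 27.3 times at E18.5, 30.8 at P0 and 15.6 in the adult. The same ratio for Flt3 by CD135 was 2.93 and 0.997 at E16.5, 5.34 at E18.5, 5.22 at P0 and 12.7 in the adult, and that of the second E16.5 library turned to 1.27 at a CLR level of 0.75. For Slamf1 by CD150 it was 2.74 in the second E16.5 library and between 7.77 and 10.7 at the later stages, while the first E16.5 library held only 2 and 6 Slamf1 UMIs in positive and negative cells, and no UMI in positive cells at a CLR level of 1.5. For Cd48 by CD48 it lay between 1.54 and 2.65 in all 5 libraries. The gate held 74 cells or 1.39% (1.10 to 1.75%) of E16.5 cells, 74 cells or 2.13% (1.67 to 2.66%) at E18.5, 116 cells or 1.87% (1.55 to 2.24%) at P0 and 103 cells or 1.72% (1.41 to 2.08%) in the adult. A CLR level of 1.5 moved these numbers most, to 0.0565% at E16.5. At E16.5, 43 of 74 (58.1%, 46.1 to 69.5%) phMPP2s lay in T cell clusters and 17 of 74 (23.0%, 14.0 to 34.2%) in the Mono/Mast cluster. The libraries differed, with 7 of 10 phMPP2s of the first in Mono/Mast and 42 of 64 of the second in T cell clusters. At E18.5, 23 of 74 (31.1%, 20.8 to 42.9%) lay in the cluster named HSPC and 22 of 74 (29.7%, 19.7 to 41.5%) in Mono/DC clusters, and at P0 62 of 116 (53.4%, 44.0 to 62.8%) in clusters named HSPC. Of the adult phMPP2s, 38 of 103 (36.9%, 27.6 to 47.0%) lay in erythroid and megakaryocyte clusters and 20 of 103 (19.4%, 12.3 to 28.4%) in B-lymphoid clusters.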

CITE-Seq antibodies identified phMPP2s and phLT-HSC^36^ (Fig. 4c); antibody abundances correlated with gene expression (Fig. 4d and Supplementary Fig. 4a–d). phMPP2s failed to segregate into a single hematopoietic lineage and displayed heterogeneity across ontogeny, with phMPP2s falling into clusters annotated as myeloid progenitors with mono/mast signatures (53%, the “Mono/Mast” cluster in Supplementary Fig. 4f, g) at E16.5, HSPCs (29%) at E18.5, HSPCs (46%) at E18.5, and B-lymphoid cells (34%) in the adult (Fig. 4e), consistent with reports that MPP2s are functionally heterogeneous^8,9^. Most phLT-HSCs segregated with HSPCs at all timepoints except E16.5 (Fig. 4e). 

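phLT-HSCs were defined as Sca-1+CD135-CD48-CD150+ cells at the same levels, which gave 38 cells or 0.715% (0.507 to 0.981%) at E16.5, 33 cells or 0.949% (0.654 to 1.33%) at E18.5, 114 cells or 1.84% (1.52 to 2.20%) at P0 and 134 cells or 2.24% (1.88 to 2.65%) in the adult. These cells held a median of 61.5 and 9 CD48 antibody counts at E16.5, 23 at E18.5, 50.5 at P0 and 70 in the adult. All cells of these libraries had medians of 77 and 7, 89, 107 and 105. CD48-negative thus means at or under the CLR level, and cells that bear CD48 are not excluded. Clusters named HSPC held 23 of 33 (69.7%, 51.3 to 84.4%) phLT-HSCs at E18.5 and 75 of 114 (65.8%, 56.3 to 74.4%) at P0, where Mono/DC clusters held 20 of 114. In the adult they held 29 of 134 (21.6%, 15.0 to 29.6%), fewer than the B-lymphoid clusters with 52 of 134 (38.8%, 30.5 to 47.6%), and erythroid and megakaryocyte clusters held 28 of 134. At E16.5, 0 of 38 (0%, 0 to 9.25%) phLT-HSCs lay in the cluster named HSPC. With recomputed clusters in place of the deposited ones, the E18.5 share in HSPC clusters moved to 6.06% and the adult B-lymphoid share to 0%, the largest changes among the alternatives.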

Interestingly, many phLT-HSCs were found in several T-cell clusters at E16.5 (Fig. 4e).

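T cell clusters held 23 of 38 (60.5%, 43.4 to 76.0%) E16.5 phLT-HSCs, 1 of 10 of the first library and 22 of 28 of the second. The first library placed 9 of 10 phLT-HSCs in the Mono/Mast cluster, where the second placed 1 of 28. Mast cell clusters held 2 of 38 (5.26%, 0.644 to 17.7%) over both libraries. The phLT-HSCs of the second library had a median of 3 CD150 and 3 Sca-1 antibody counts per cell, against 16.5 and 17 in the first. Within the T cell clusters of the second library, Ly6a had 47.6 CPM in Sca-1-positive and 16.2 CPM in Sca-1-negative cells.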

We next applied hscScore to interrogate changes in the stem cell signature of phMPP2s and phLT-HSCs across development^52^. hscScore assigns a score to each cell based on the expression of genes enriched in functional LT-HSCs, with higher scores correlating with increased functional potential of HSPCs^50^. 

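The hscScore of each HP cell was used as the authors deposited it, and means carry the SD over cells. The mean hscScore of phMPP2s was 0.00880 ± 0.0196 at E16.5, 0.0386 ± 0.0644 at E18.5, 0.0276 ± 0.0548 at P0 and 0.0675 ± 0.0938 in the adult. phLT-HSCs had 0.0480 ± 0.0761 at E16.5, 0.115 ± 0.109 at E18.5, 0.147 ± 0.139 at P0 and 0.201 ± 0.140 in the adult, with 0.0696 and 0.0402 in the E16.5 libraries. Normalizing the antibodies over all HP libraries together, an alternative chosen after seeing the values, moved the E16.5 phMPP2 mean most, to 0.0578. The score fell with a cell's UMIs in every library, with Spearman's rho across cells, which are not independent replicates, of -0.860 to -0.722. In the adult library the fifth of cells with the fewest UMIs (median 625) had a mean score of 0.206 and the fifth with the most (median 24978) one of 0.00446. The median phLT-HSC held 18967 UMIs at E16.5, 20859 at E18.5, 11295 at P0 and 3214.5 in the adult. At equal depth, the same cells were compared by the share of UMIs from a fixed list of 29 HSC genes after thinning every cell to 1000 UMIs. In phLT-HSCs it was 0.218% ± 0.518 (SD over cells) at E16.5, with 0.060% ± 0.070 and 0.275% ± 0.594 in the libraries. At later stages it was 0.188% ± 0.195 at E18.5, 0.243% ± 0.204 at P0 and 0.166% ± 0.186 in the adult. The wide E16.5 SD leaves open that few cells set that mean. Without thinning the share was 0.230%, 0.228%, 0.251% and 0.154%, and thinning left out 1 E18.5 and 18 adult cells. Leaving Ifitm1, Ly6a and Mllt3 off the list moved the E16.5 value most, to 0.116%, then the lowest of the stages.

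**Figure D2:**
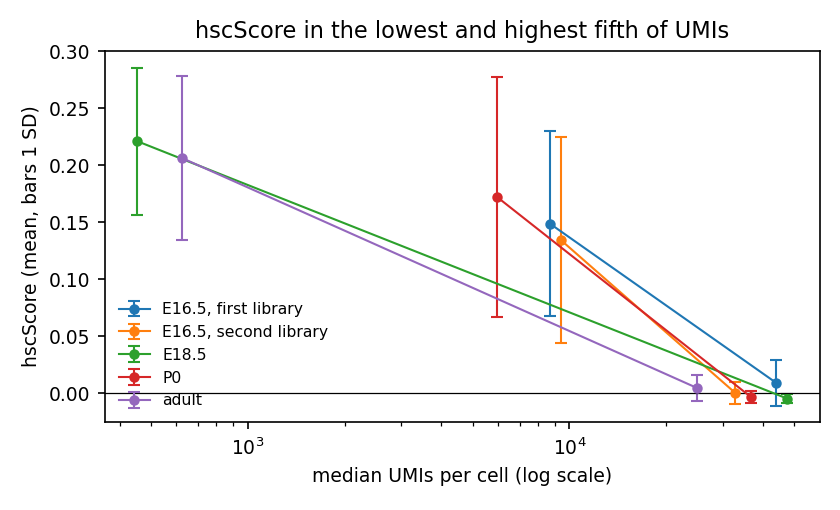
Mean hscScore with SD over cells against the median number of UMIs (log axis), for the fifth of cells with the fewest and the fifth with the most UMIs in each HP library. In every library the cells with the fewest UMIs have the higher mean, from 0.134 to 0.221, and the mean of the cells with the most UMIs is at most 0.00917.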

Integration of hscScore into our dataset revealed a clear trend toward increasing hscScores in phMPP2s across development, and a significant increase in hscScores among phLT-HSCs around birth (Fig. 4f), consistent with our functional studies (Fig. 3). For instance, while most phMPP2s displayed hscScores <0.1 across development, by E18.5/P0 there was an increase in the number of MPP2s with hscScores >0.15, and adult phMPP2s contained many cells with hscScores ranging from 0.15-0.45 (Fig. 4f). 

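Of phMPP2s, 100% at E16.5, 83.8% at E18.5, 89.7% at P0 and 74.8% in the adult had an hscScore below 0.1. Scores above 0.15 were found in 0 E16.5 phMPP2s, 7 at E18.5 (9.46%), 5 at P0 (4.31%) and 20 in the adult. The median phMPP2 held 25807 UMIs at E16.5 and 11668 in the adult.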

Meanwhile, most phLT-HSCs displayed hscScores <0.2 at E16.5, suggesting that many of these cells lack an HSC gene signature, but by P0 the average phLT-HSC hscScore was >0.2 (Fig. 4f). 

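hscScores below 0.2 were found in 94.7% of phLT-HSCs at E16.5, 78.8% at E18.5, 68.4% at P0 and 47.0% in the adult. The median hscScore of P0 phLT-HSCs was 0.126, against 0.0143 at E16.5, 0.0737 at E18.5 and 0.217 in the adult. Between cells with like numbers of UMIs (strata of 1 doubling), the mean of P0 phLT-HSCs was 0.0430 above that of E16.5, from 36 E16.5 and 107 P0 cells, and without strata 0.0994 above it. The difference between adult and E16.5 was 0.153 without and -0.00596 with strata, from 60 adult cells.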

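Cells above an hscScore of 0.15 made up 10.5% of E16.5 (20% and 7.14% in the libraries), 27.3% of E18.5, 41.2% of P0 and 61.2% of adult phLT-HSCs. The phLT-HSCs in clusters named HSPC alone, taken apart after seeing the values, had a mean hscScore of 0.138 at E18.5, 0.176 at P0 and 0.202 in the adult. All cells of the clusters named HSPC, gated or not, had means of 0.0747 at E16.5, 0.0453 at E18.5, 0.0485 at P0 and 0.107 in the adult. In phMPP2s the thinned share of the HSC gene list was 0.142% at E16.5 (0.080% and 0.152% in the libraries), 0.115% at E18.5, 0.142% at P0 and 0.0907% in the adult, after 6 adult cells with too few UMIs were left out.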

As expected, phLT-HSC hscScores were higher across development than phMPP2, and high hscScores in phLT-HSCs at later timepoints were mostly driven by HSPCs (Supplemental Fig. 4n, s, x). Finally, by analyzing the average gene expression of the top hscScore-related genes in adult phMPP2 and phLT-HSCs, we determined that increasing hscScores in phMPP2s and phLT-HSCs during development is driven by similar genes, including *Ifitm1*, *Mllt3*, and *Ly6a* (Fig. 4g). Thus, FBM MPP2s and LT-HSCs function (Fig. 3) correlates with the acquisition of HSC transcriptional programs, which are absent in phMPP2 and phLT-HSC prior to E18.5.

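In phLT-HSCs, Ifitm1 had 5.43 (0.137 to 30.3) CPM in the first and 881 (805 to 961) CPM in the second E16.5 library, 872 (801 to 948) at E18.5, 776 (731 to 822) at P0 and 253 (219.9 to 289) in the adult, so the second library alone raised its E16.5 level. Mllt3 had 10.9 (1.32 to 39.2) and 40.3 (25.6 to 60.5) CPM at E16.5, 128 (101 to 159) at E18.5, 104 (87.8 to 122) at P0 and 39.5 (27.2 to 55.5) in the adult. Ly6a, whose antibody is part of the gate, had 10.9 (1.32 to 39.2) and 22.8 (12.1 to 39.0) CPM at E16.5, 77.2 (57.1 to 102) at E18.5, 109 (92.3 to 127) at P0 and 55.1 (40.4 to 73.5) in the adult. phMPP2s had 153 and 649.6 CPM of Ifitm1 in the E16.5 libraries (563 together), 287 at E18.5, 523 at P0 and 244 in the adult. Their Mllt3 was at 21.5 (9.30 to 42.4) and 39.5 (30.8 to 50.0) CPM at E16.5 (36.4 together), 28.0 at E18.5, 28.0 at P0 and 21.3 (14.3 to 30.3) in the adult, and their Ly6a at 86.2 and 42.4 (50.1 together), 39.2, 49.1 and 14.9 CPM.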

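The counts of the phLT-HSCs of a library were summed, and the 5 sums were compared by edgeR's quasi-likelihood test with TMM normalization and Benjamini-Hochberg adjustment, with phMPP2s in a separate fit. Only the E16.5 pair gives a spread, 1 residual degree of freedom, and the lone libraries of the other stages are assumed to vary like that pair. Of 8757 genes in phLT-HSCs, 50 passed an adjusted p of 0.05 between P0 and E16.5, 29 higher and 21 lower at P0, and 129 between adult and E16.5 (66 higher, 63 lower). In phMPP2s, 164 of 10574 genes passed between P0 and E16.5 (58 higher, 106 lower) and 378 between adult and E16.5 (161 higher, 217 lower). DESeq2, the alternative that moved the counts most, called 15 and 50 genes in phLT-HSCs and 22 and 137 in phMPP2s. In simulated data with 200 changed genes, the phLT-HSC test of P0 against E16.5 found 0% of 8-fold and 71% of 64-fold changes, so 8-fold changes were not detectable. Hlf was higher at P0 by a log2 fold change of 7.09 (adjusted p = 0.00135 from edgeR's quasi-likelihood test), with 0 and 1.82 normalized CPM at E16.5 and 198 at P0, a fitted value that depends on the prior count since the E16.5 cells held 1 Hlf UMI. The mast cell gene Cma1 was lower at P0 by a log2 fold change of -8.42 (adjusted p = 5.95e-05, edgeR), with 5312 and 3366 normalized CPM at E16.5 and 12.5 at P0. Cd3e was called lower at P0 (adjusted p = 0.000960, edgeR), but its 405 normalized CPM came from the second E16.5 library alone. Of the 21 genes called lower at P0, 6 were lower by more than 1 on the log2 scale against both E16.5 libraries and 14 against the second only. Ifitm1 had a log2 fold change of 0.68 (adjusted p = 1, edgeR), of -0.30 without the first and 6.92 without the second E16.5 library. Of the 50 genes called between P0 and E16.5, 48 also passed the filter on low counts in cells of the clusters named HSPC, with a median log2 change of 8.21 in phLT-HSCs, and of 2.56 in the same direction between all cells of those clusters. From the hscScores and the genes behind them, the paper concludes that the function of BM MPP2s and LT-HSCs goes along with the gain of HSC transcriptional programs, and that phMPP2s and phLT-HSCs lack these before E18.5.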

### Early FBM HSPCs are transcriptionally distinct from FL HSPC

We next combined and re-clustered all phLT-HSCs and phMPP2s across development (Fig. 5a, b and Supplementary Fig. 5a-b). phLT-HSCs clustered along developmental time, segregating into adult-rich, P0-rich, E18.5-rich, and E16.5-rich phLT-HSC clusters, although one cluster was a mix of all perinatal phLT-HSCs (Fig. 5a and Supplementary Fig. 5a). phMPP2s also clustered along developmental time, although there was no clear E18.5-rich cluster (Fig. 5b and Supplementary Fig. 5b). Cluster-specific genes were subjected to Gene Ontology (GO) analysis (Fig. 5c and Supplementary Fig. 5c). 

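Of the cell cycle genes, Mki67 had 181 (149.5 to 217) CPM in phLT-HSCs at E18.5, 177 (156 to 200.2) at P0 and 191 (162 to 223) in the adult, against 288 and 263 in the E16.5 libraries. Top2a had 238 (201 to 279) CPM at E18.5, 337 (307 to 368) at P0 and 268 (234 to 306) in the adult, against 206 and 425 at E16.5. Cdk1 had 89.8 CPM at E18.5, 103 at P0 and 51.5 in the adult, and 43.4 and 235 at E16.5. Of the interferon genes, Irf7 had 71.4 (58.4 to 86.6) CPM at P0, 28.3 (16.8 to 44.8) at E18.5, 15.6 (8.29 to 26.6) in the adult, and 5.43 and 3.51 at E16.5. Ifi27 had 178 (157 to 201) CPM at P0, 33.1 (20.5 to 50.5) at E18.5 and 77.9 (60.1 to 99.3) in the adult, and 65.2 and 45.6 at E16.5. Ifitm3 rose from 429 and 211 CPM at E16.5 to 1020.4 (943 to 1102) at E18.5 and 1148 (1093 to 1204) at P0, with 409 (366 to 454) in the adult. Isg15 differed by less than counting error between E18.5 (86.6 CPM) and P0 (83.8 CPM). Of the alternatives for these genes, a CLR level of 1.5, which leaves 3 E16.5 phLT-HSCs, moved Ifi27 most, to 0 CPM at E16.5.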

E18.5-rich and mixed phLT-HSCs were enriched for cell cycle and mitosis, while P0-rich phLT-HSCs were enriched for regulation of viral process and interferon response (Fig. 5c, Supplementary Fig. 5c, and Supplementary Data 2), consistent with previous studies that LT-HSCs are rapidly cycling around birth^53^ and that increased type I interferon signaling drives a transition from fetal to adult HSPC transcriptional states around birth^54^. 

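Mast cell genes were higher in the phLT-HSCs of both E16.5 libraries than at later stages. Cma1 had 5625 (5288 to 5979) CPM in the first and 3251 (3104 to 3402) in the second, against 7.87 at E18.5, 13.1 at P0 and 110.2 in the adult. Cpa3 had 2161 (1954 to 2384) and 1763 (1656 to 1876) CPM and Tpsb2 1553 (1378 to 1744) and 1028 (946 to 1115) CPM in these libraries. In the second library, 2 of its 28 phLT-HSCs lay in mast cell clusters, which had 18171 CPM of Cpa3, and T cell clusters, where most of its phLT-HSCs lay, had 533 CPM over all their cells, so the levels of this library need not be those of its gated cells in general. Outside E16.5, Cpa3 stayed at or under 50.3 CPM. Csf1r, a macrophage gene, had 700.4 (585 to 832) CPM in the first library, in which most phLT-HSCs lay in the Mono/Mast cluster, and 5.26 (1.09 to 15.4) in the second. The HSPC genes Hlf and Mecom had 0 and 10.9 CPM in the first library and 1.75 and 0 in the second, against 293 and 178 at E18.5.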

The three E16.5-enriched phLT-HSCs clusters displayed unique signatures, including migration/chemotaxis, T-cell activation/differentiation, and inflammatory response/myeloid leukocyte activation (Fig. 5c and Supplementary Fig. 5c). E16.5-like and mixed phMPP2s showed enrichment of inflammation and migration/chemotaxis, respectively, while mRNA splicing/processing was enriched in P0 phMPP2s (Fig. 5c and Supplementary Fig. 5c).

**Fig. 5:**
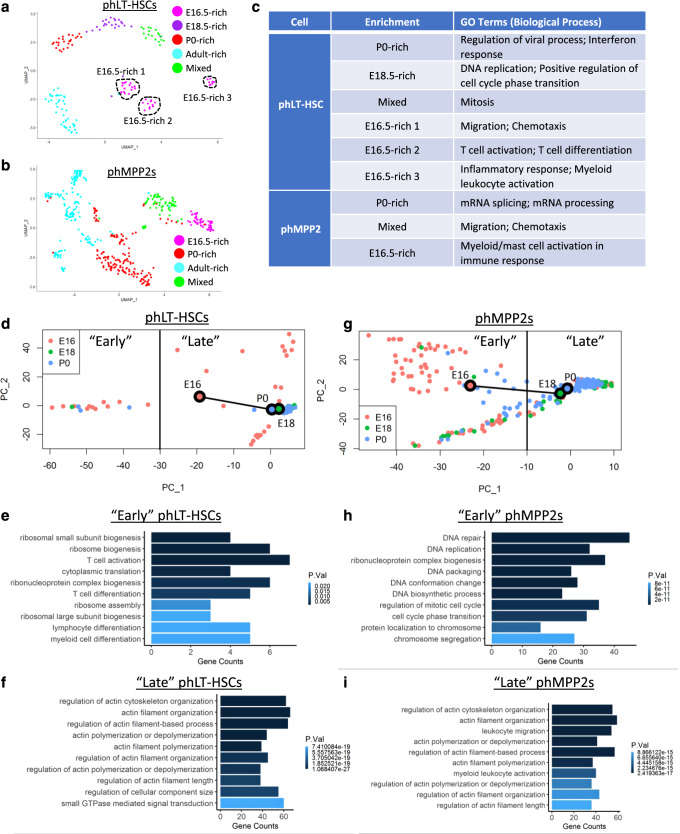
Early FBM HSPCs lack functional HSPC transcriptional programs. Integration of phLT-HSCs (**a**) and phMPP2s (**b**) from all developmental timepoints. **c** Primary GO Terms for phLT-HSCs and phMPP2s. **d** Trajectory analysis and GO terms (**e**, **f**) of perinatal phLT-HSCs. **g** Trajectory anlaysis and GO terms (**h**, **i**) of perinatal phMPP2s. “Early” and “Late” cells were determined by dissecting PC1 according to clear separation of cells by developmental time. P-values determined by Bonferroni correction. BM bone marrow, FBM fetal BM, GO gene ontology, HSPC hematopoietic stem and progenitors, LT-HSC long-term hematopoietic stem cells, MPP multipotent progenitor, ph immunophenotypic. See also Supplementary Fig. 5.

We next performed trajectory analyses on pooled phLT-HSCs and phMPP2s from E16.5, E18.5, and P0 (Fig. 5d–i). We segregated our trajectory plots along developmental time and performed GO analysis on “Early” and “Late” phLT-HSCs or phMPP2s (Fig. 5d–i), which were enriched for E16.5 or P0 cells, respectively. “Early” phLT-HSCs displayed strong enrichment for T cell activation/differentiation (Fig. 5e). It is important to note, however, that this enrichment for T cell activation/differentiation may be driven by a subset of E16.5 phLT-HSCs (Fig. 5c), or may represent a migratory population of T cells with an immunophenotype similar to LT-HSCs. 

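T cell genes in E16.5 phLT-HSCs came mostly from the second library. Cd3g had 2489 (2361 to 2622) CPM there and 27.1 (8.82 to 63.4) in the first library, and Trbc2 had 2096 (1979 to 2219) and 103 (62.1 to 161). Cd3d had 949 (871 to 1033) CPM, Tcf7 458 (404 to 517) and Lck 391 (342 to 446) in the second library, where the first held no UMI of the 3 genes. Its 223 Cd3e UMIs compare with 0 in the first library, where 10 phLT-HSCs were gated, and without the second library the E16.5 value is 0 CPM. At E18.5, P0 and in the adult, Cd3g was at 0, 7.56 and 2.40 CPM and Trbc2 at 7.87, 37.1 and 0 CPM.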

Meanwhile, “Late” phLT-HSCs showed enrichment for actin polymerization and organization (Fig. 5f), which may reflect enhanced engraftment of late-stage perinatal HSCs, as genes involved in cytoskeletal organization are necessary for HSC engraftment^55,56^. “Late” phMPP2s were also enriched for actin polymerization and organization, while “early” phMPP2s showed enrichment for mitosis and DNA replication (Fig. 5h–i).

To assess if transcriptional changes across development were intrinsically driven, we compared FBM phLT-HSCs and HPs with similar phenotypic FL populations. We integrated our FBM data with recently published FL scRNA-Seq data^54^ (Fig. 6a). Interestingly, while E18.5 and P0 FBM phLT-HSCs showed overlap with FL LT-HSCs, E16.5 FBM phLT-HSCs clustered separately, suggesting distinct transcriptional programs governing FBM and FL LT-HSCs at E16.5 (Fig. 6a, b). Indeed, E16.5 FBM phLT-HSCs were enriched for migration and myeloid leukocyte activation, while E16.5 FL LT-HSCs showed high enrichment for myeloid cell differentiation and definitive hematopoiesis (Fig. 6c). Meanwhile, P0 FBM phLT-HSCs were enriched for cadmium/metal ion response, primarily driven by expression of the AP-1 complex genes *Fos* and *Jun*, and the matrix metalloproteinase *Mt1* (Fig. 6c and Supplementary Data 2), while P0 FL LT-HSCs showed enrichment for HSC proliferation (Fig. 6c). The disparity in GO terms among developmentally similar but locally distinct HSC populations suggests a local effect on HSC transcriptional programs.

**Fig. 6:**
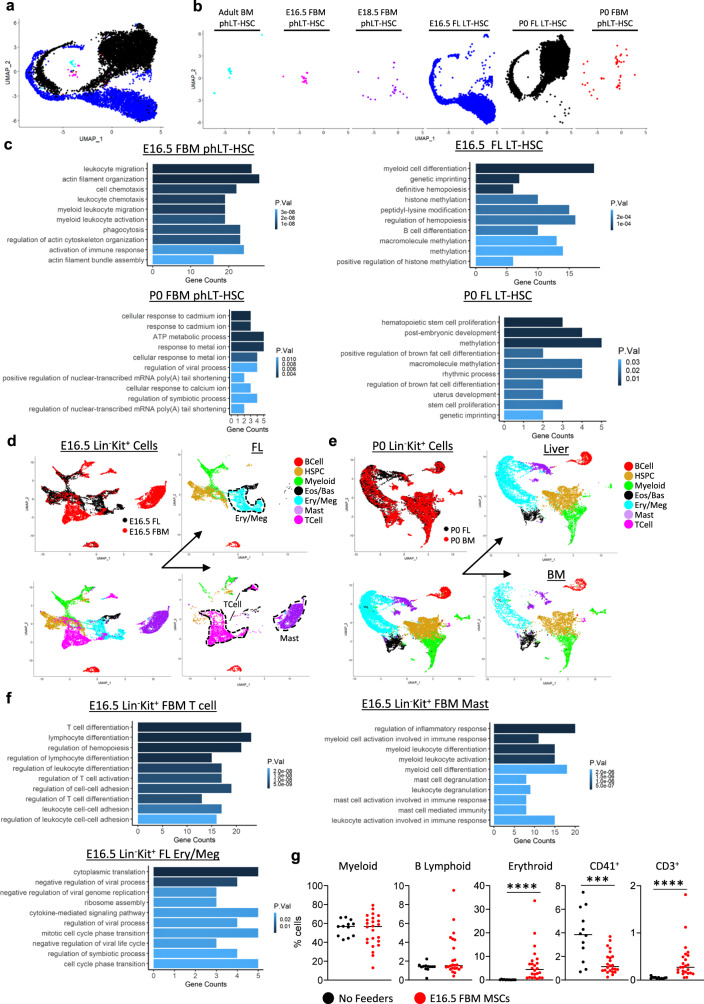
FL and FBM HP and HSPCs are transcriptionally distinct. **a**, **b** Merge of FBM phLT-HSCs across development with E16.5 and P0 FL LT-HSCs. **c** GO terms for FBM phLT-HSCs and FL LT-HSCs at E16.5 and P0. **d** Merge of E16.5 Lin^-^Kit^+^ cells from FBM and FL. **e** Merge of P0 Lin^-^Kit^+^ cells from BM and liver. **f** GO terms for E16.5 FBM T cells (left), E16.5 FBM Mast cells (middle), and E16.5 FL Ery/Meg cells (right). **g** Differentiated cell output of E16.5 FL LT-HSCs cultured with or without E16.5 BM MSCs. ***P = 0.0008; ****P < 0.0001. **c**, **f** *P* values determined by Bonferroni correction. **g** *P* values determined by Mann–Whitney test, two-tailed. BM bone marrow, Eos/Bas eosinophil/basophil, Ery/Meg erythroid/megakaryocyte, FBM fetal BM, FL fetal liver, GO gene ontology, HP hematopoietic progenitors, HSPC hematopoietic stem and progenitors, LT-HSC long-term hematopoietic stem cell, MPP multipotent progenitor, MSCs mesenchymal stroma cells, ph immunophenotypic. Source data are provided in the Source Data File. See also Supplementary Fig 5e.

We next merged our E16.5 and P0 FBM Lin^-^Kit^+^ scRNA-Seq data with analogous FL cells^54^ (Fig. 6d, e). While P0 FBM and FL Lin^-^Kit^+^ HPs integrated well (Fig. 6e), the composition of E16.5 FBM and FL HPs was starkly different, including the expanded T cell and mast cell subsets in the FBM and an expanded Ery/Meg subset in the FL (Fig. 6d). GO analysis revealed that the FBM T cell and FL Ery/Meg populations are likely expanding while FBM mast cells appear inflammatory (Fig. 6f). To test whether the disparity in cell lineages within the E16.5 FL and FBM were due to intrinsic or niche-driven effects, we cultured E16.5 FL HSCs in differentiation media with or without E16.5 FBM mesenchymal stroma cells (MSC) (Fig. 6g). Strikingly, E16.5 FL HSCs cultured on E16.5 MSCs displayed a significant increase in CD3^+^ and erythroid cell production and a significant decrease in megakaryocytic differentiation (Fig. 6g). The increase in differentiation toward CD3^+^ cells was consistent with the lineage disparities between E16.5 FBM and FL cells, and the decrease in megakaryocytic differentiation may in part reflect the lack of ery/meg lineage cells in E16.5 FBM (Fig. 6d). To further assess if this effect was driven by E16.5 FBM, we differentiated E16.5 FL HSCs in the presence of E16.5 or P0 BM MSCs. E16.5 FBM MSCs drove FL HSCs towards significantly more CD3^+^ differentiation and significantly less megakaryocyte differentiation than P0 BM MSCs (Supplementary Fig. 5e), demonstrating that E16.5 FBM likely contributes to the disparities in hematopoietic lineages between the FBM and FL.

In sum, these data demonstrate that LT-HSCs and MPP2s are under inflammatory stress in the E16.5 FBM, which likely contributes to their lack of function in CFU and transplantation assays (Fig. 3 and Fig. 4g). Meanwhile, a subset of LT-HSCs may also give rise to the unexpected T-cell subpopulation of Lin^−^Kit^+^ cells in the E16.5 FBM through extrinsic regulation—a mechanism that may be absent from E16.5 FL (Fig. 6d–g, Supplementary Fig. 5e).

### FBM stroma lacks CXCL12-abundant reticular cells

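Stromal cells that lack CD45 and Ter119 were profiled by 10X scRNA-Seq with the same kind of antibody tags, in 1 library per stage from E16.5, E18.5, P0 and adult BM. The authors deposited UMI counts, antibody counts and cluster codes for these cells as for the HPs, and differences between the 4 stromal libraries have no replicate check. The libraries held 116922277 UMIs at E16.5, 112468283 at E18.5, 194892476 at P0 and 91868751 in the adult. The median stromal cell held 12895 UMIs at E16.5, 15590.5 at E18.5, 13612.5 at P0 and 11810 in the adult. At P0, 10.4% of the cells held fewer than 1000 UMIs, against 0.389%, 2.53% and 0.527% at E16.5, E18.5 and in the adult.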

To explore the role of the niche in fetal and perinatal BM HSPC biology, we isolated CD45^−^Ter119^−^ cells from E16.5, E18.5, P0, and adult BM, followed by 10X scRNA-Seq (Fig. 7a and Supplementary Fig. 5d). 

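The deposited tables hold 8226 stromal cells at E16.5, 6642 at E18.5, 14084 at P0 and 6267 in the adult. Ptprc, which encodes CD45, had 2 UMIs over all stromal cells at E16.5, 1 at E18.5, 11 at P0 and 3 in the adult, so the blood cells that the paper's methods remove from the stroma had been taken out already. Applied again, the stated filter on UMIs, genes and mitochondrial share left 7978 of these cells at E16.5, 6444 at E18.5, 13646 at P0 and 6072 in the adult.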

In total, we constructed and sequenced libraries from 7380 adult BM, 16,412 P0 BM, 7272 E18.5 FBM, and 9,786 E16.5 FBM stromal cells. Unbiased clustering identified multiple cell clusters in each library, which were again annotated using cell type-specific markers gleaned from public datasets^38,57–62^ (Fig. 7a, Supplementary Fig. 6a–l). Across development, we detected many osteo, chondrocyte, fibroblast, pericyte, and endothelial populations (Fig. 7a, Supplementary Fig. 6a-l, and Supplementary Data 1). However, there were key differences between perinatal and adult stroma. For instance, most perinatal stromal cells displayed transcriptional signatures indicative of osteochondro progenitors, while osteolineage cells first appeared at E18.5-P0, confirming transition from a predominately cartilaginous environment around birth^63–65^ (Fig. 7a, Supplementary Fig. 6a–l). Also, sinusoidal (SECs) and arterial endothelial cells (AECs) could not be distinguished in E16.5-P0 BM, although this does not preclude their existence and may be due to the small number of endothelial cells profiled in fetal/neonatal BM (Fig. 7a, Supplementary Fig. 6a–l). 

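By the deposited clusters, fibroblasts made up 34.7% (33.7 to 35.7%) of stromal cells at E16.5, 24.6% (23.6 to 25.7%) at E18.5, 27.5% (26.7 to 28.2%) at P0 and 24.0% (23.0 to 25.1%) in the adult. Clusters named Pericyte held 3.16% (2.79 to 3.56%) at E16.5, 3.97% (3.52 to 4.47%) at E18.5, 5.72% (5.34 to 6.11%) at P0 and 2.28% (1.93 to 2.68%) in the adult, and clusters named Muscle 8.33% (7.74 to 8.95%) at E16.5, 1.87% (1.56 to 2.22%) at E18.5, 1.75% (1.54 to 1.98%) at P0 and 2.71% (2.32 to 3.15%) in the adult. The E18.5 cluster named Muscle had 12.1 CPM summed over skeletal muscle genes and 10020.2 CPM over pericyte and smooth muscle genes, and the E18.5 cluster named Pericyte 2212 and 1023 CPM. Skeletal muscle genes exceeded pericyte genes also in the clusters named Pericyte at E16.5 (6636 and 655 CPM), Pericyte-1 at P0 and Pericyte-2 in the adult, so at all 4 stages Pericyte and Muscle are used here as names only. Under the paper's names, chondrocyte clusters came in the adult alone, with 17.5% (16.5 to 18.4%) of cells, and a Schwann cell cluster at E18.5 alone, with 1.08% (0.849 to 1.36%), while the deposited code for Schwann cells is also that of the clusters named UD-1 at E16.5 (2.01%) and UD-2 at P0 (1.11%).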

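Osteochondro progenitor clusters held 50.2% (49.1 to 51.3%) of stromal cells at E16.5, 61.0% (59.8 to 62.2%) at E18.5, 48.5% (47.7 to 49.3%) at P0 and 14.6% (13.8 to 15.5%) in the adult. Clusters named osteolineage cells (OLC) held 401 cells or 6.04% (5.48 to 6.64%) at E18.5, 1438 or 10.2% (9.71 to 10.7%) at P0 and 361 or 5.76% (5.20 to 6.37%) in the adult, and none carried that name at E16.5. Clusters recomputed from the counts and named by fixed markers placed 6.52% of E16.5 cells in an OLC cluster, the alternative that moved these shares most. The OLC name joins unlike clusters, since the adult OLC cluster had 40815 CPM summed over 5 osteolineage genes, the E18.5 OLC cluster 181 CPM and the P0 clusters OLC-1 and OLC-2 4.74 and 79.8 CPM. At E16.5 the same genes reached 257 CPM in Fibro-2 and 220.0 CPM in Osteochondro-5. Genes of prehypertrophic chondrocytes summed to 2222 CPM in the E18.5 OLC cluster. By the markers listed in Supplementary Data 1, the E18.5 OLC cluster shared most with E16.5 Osteochondro-5 (117 markers, Jaccard index 0.549), P0 OLC-1 with E18.5 Osteochondro-4 (0.615) and P0 OLC-2 with E18.5 Osteochondro-6 (0.415). With only the first 50 markers of each list, the index of P0 OLC-2 moved most, to 0.639.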

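Endothelial clusters held 71 cells at E16.5, 94 at E18.5, 223 at P0 and 594 in the adult, or 0.863% at E16.5, 1.42% at E18.5, 1.58% at P0 and 9.48% in the adult. Summed over 6 arterial genes (Sox17, Gja4, Gja5, Hey1, Bmx, Efnb2), their expression was 334 (297 to 375) CPM at E16.5, 677 (626 to 732) at E18.5, 514 (486 to 543) at P0 and 537 (515 to 559.7) in the adult. Over 6 sinusoidal genes (Stab2, Stab1, Flt4, Plvap, Lyve1, Il6st) it was 417 (375 to 462) CPM at E16.5, 569 (522 to 619) at E18.5, 547 (518 to 578) at P0 and 2692.5 (2643 to 2742) in the adult. The mean of CPM per cell in place of summed UMIs moved the E16.5 arterial value most, to 437 CPM. Cells outside the endothelial clusters had 21.2 to 25.5 CPM of the arterial and 54.9 to 140.0 CPM of the sinusoidal genes in the 4 libraries. An arterial UMI was found in 77.5% of endothelial cells at E16.5, 67.0% at E18.5, 76.2% at P0 and 71.0% in the adult, and in 22.5% of the other cells at E16.5, 22.9% at E18.5, 20.3% at P0 and 21.0% in the adult. Median depths were 10893 UMIs at E16.5, 9992 at E18.5, 10797 at P0 and 5331.5 in the adult for the former and 12913, 15708.5, 13682 and 12439 for the latter. After thinning to 1000 UMIs, 11 of 71 E16.5, 21 of 83 E18.5 and 42 of 197 P0 endothelial cells held UMIs of the arterial genes only. UMIs of the sinusoidal genes only were held by 15, 14 and 41 cells, of both lists by 8, 7 and 21, and of neither by 37, 41 and 93. Of 583 adult cells, 90 held arterial only, 260 sinusoidal only, 103 both and 130 neither. At this depth a missing UMI does not show a missing transcript, so these numbers do not show separate subsets. The adult clusters named Endo-Arterial and Endo-Sinusoidal had 838 and 148 CPM of the arterial and 1692 and 3990.2 CPM of the sinusoidal genes.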

Meanwhile, adult stroma contained clear MSC populations, including Pdgfra^+^Sca-1^+^ (PαS) MSCs and CXCL12-adundant reticular (CAR) MSCs (Fig. 7a, Supplementary Fig. 6a–l)—both of which were absent from E16.5-P0 BM. 

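The adult clusters named MSCs-PαS and MSCs-CAR held 1125 and 359 cells, together 23.7% (22.6 to 24.8%) of adult stromal cells, and no cluster of the earlier stages carried an MSC name. The markers listed for adult MSCs-PαS were shared most with Fibro-3 at E16.5 (Jaccard index 0.284), Fibro-1 at E18.5 (0.324) and Fibro-1 at P0 (0.355). Over all stromal cells, Pdgfra had 54.5 (53.1 to 55.8) CPM at E16.5, 55.8 (54.4 to 57.2) at E18.5, 75.5 (74.3 to 76.7) at P0 and 94.4 (92.4 to 96.4) in the adult.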

CAR cells regulate adult BM HSC and are defined by high expression of *Cxcl12* and *Kitl*, as well as other secreted factors, such as *Angpt1*^63–65^. Many of the CAR associated factors in the perinatal BM were expressed within several fibroblast subsets (Supplementary Fig. 6a–i). 

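Over all stromal cells, Cxcl12 had 47.9 (46.7 to 49.2) CPM at E16.5, 42.1 (40.9 to 43.3) at E18.5, 54.9 (53.9 to 56.0) at P0 and 885 (879 to 891) in the adult. Fibroblast clusters held 90.4% of its UMIs at E16.5, 68.1% at E18.5 and 67.5% at P0, and adult MSCs 87.7%. Its highest cluster was Fibro-4 with 357 CPM at E16.5, the endothelial cluster with 891 CPM at E18.5 and Pericyte-2 with 564 CPM at P0, against 20241.5 CPM in adult MSCs-CAR. Kitl had 20.0 CPM at E16.5, 23.4 at E18.5, 18.2 at P0 and 57.2 in the adult, and of its UMIs fibroblasts held 83.0%, 74.3% and 53.0% at E16.5, E18.5 and P0 and adult MSCs 64.7%. The highest Kitl cluster was endothelial at E16.5 (213 CPM) and P0 (303 CPM), Fibro-3 at E18.5 (410 CPM) and MSCs-CAR in the adult (1005 CPM). The mean of CPM per cell moved the levels over all stromal cells most, to 119.8 CPM of Kitl and 1704 CPM of Cxcl12 in the adult. Angpt1 had 11.3 CPM at E16.5, 8.04 at E18.5, 11.4 at P0 and 15.4 in the adult, and osteochondro clusters held 53.4%, 61.1% and 49.5% of its UMIs at E16.5, E18.5 and P0, close to their shares of cells, and fibroblasts 42.5%, 30.4% and 35.4%, above theirs. By level, the highest Angpt1 cluster was UD-2 with 42.2 CPM at E16.5, Fibro-1 with 14.5 CPM at E18.5, Pericyte-2 with 121 CPM at P0 and MSCs-CAR with 160.3 CPM in the adult. Lepr had 8.28 CPM at E16.5, 8.77 at E18.5, 11.5 at P0 and 47.7 in the adult, with 794 CPM in adult MSCs-CAR.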

To clearly identify a CAR-like population in the perinatal BM,

**Fig. 7:**
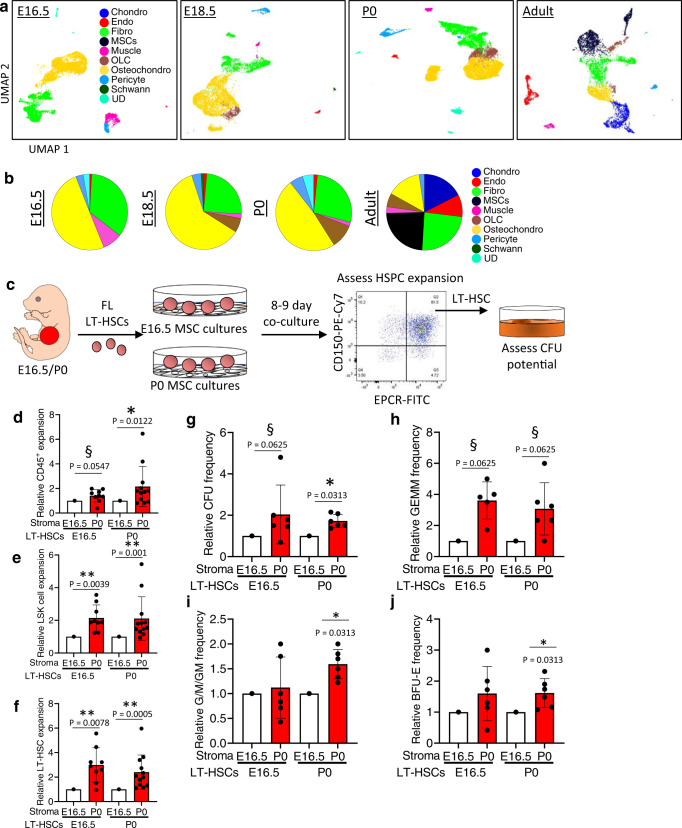
Postnatal bone marrow displays enhanced capacity as an LT-HSC supportive niche compared to fetal bone marrow. **a** UMAP projections of E16.5, E18.5, P0, and adult BM stroma. **b** Distribution of stroma amongst E16.5, E18.5, P0, or adult libraries. **c** Co-culture of fetal liver LT-HSCs on E16.5 and P0 BM MSC cultures to determine the effects on HSPC expansion and CFU potential. Relative expansion of **d** CD45^+^, **e** LSK, and **f** LT-HSC cells on P0 BM stroma compared to E16.5 BM stroma. Data represent mean and standard deviation (*n* = 9–12). Relative frequency of (**g**) total CFU, (**h**) GEMM, (**i**) G/M/GM, and **j** BFU-E colonies from FL LT-HSCs after co-culture with P0 BM stroma compared to E16.5 BM stroma. Data represent mean and standard deviation (*n* = 6). ^§^*P* < 0.1; *P < 0.05; **P < 0.01. *P* values were determined via Wilcoxon Signed Rank Test, two-tailed. BFU-E burst-forming unit-erythroid, BM bone marrow, CFU colony-forming unit, Chondro chondrocytes, Endo, endothelial cells, Fibro fibroblasts, FL fetal liver, G granulocyte, GEMM granulocyte/erythroid/monocyte/megakaryocyte, HSPC hematopoietic stem and progenitors; LSK Lineage^-^Sca1^+^c-Kit^+^, LT-HSC long-term hematopoietic stem cells, M monocyte, MSCs mesenchymal stem cells, OLC osteolineage cells, Osteochondro osteochondro progenitors, UD undefined cluster. Source data are provided in the Source Data File. See also Supplementary Fig. 6 and Supplementary Fig. 7.

we constructed an expression signature for CAR cells based on the adult CAR marker genes and looked for cells with a similar expression pattern in perinatal BM (Supplementary Fig. 6m). A clear CAR-like population was not evident at any perinatal timepoint (Supplementary Fig. 6m), suggesting that this specific cell type is absent from the perinatal BM space and only appears later in development. Thus, perinatal BM changes composition around birth and lacks the correlate populations that regulate adult BM HSPCs.

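The paper's list of adult MSCs-CAR markers (Supplementary Data 1) holds 302 genes, 299 of them in the deposited counts. After thinning to 1000 UMIs, these genes took 23.6% ± 4.94 (SD over cells) of the UMIs of adult CAR cells, on which the list was chosen. Over all stromal cells they took 2.85% of UMIs at E16.5, 2.74% at E18.5, 3.08% at P0 and 6.40% in the adult. The 5th percentile of adult CAR cells, 12.6%, was passed by 5 of 8194 E16.5 cells (0.0610%, 0.0198 to 0.142%) and 2 of 12613 P0 cells (0.0159%, 0.00192 to 0.0573%). At E18.5, 0 of 6474 cells passed (0%, 0 to 0.0570%). All 5 E16.5 cells lay in Osteochondro-5. In the adult, the level was passed outside the CAR cluster by 0.647% of the other cells. Cells with too few UMIs to thin numbered 32 at E16.5, 168 at E18.5, 1471 at P0 and 33 in the adult. Restricting the list to its first 50 genes moved the E16.5 share most, to 0.0122%. From the signature built on adult CAR cells, the paper proposes that this cell type is absent from perinatal BM and appears later in development. For that signature the paper filtered the markers further, by adjusted p and by how many more CAR cells than other cells express them. The whole list was used here, as a share of UMIs, so the gene sets need not be the same.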

### Neonatal BM can function as a LT-HSC supportive niche

Given the compositional changes in BM stroma (Fig. 7a, b, Supplementary Fig. 6) and sudden burst of functional BM HSPCs around birth (Fig. 3), we hypothesized that P0 BM constitutes a more favorable niche for HSPCs than early FBM. To test this, we established multiple independent mesenchymal stromal cell (MSC) cultures from E16.5 and P0 BM (Supplementary Fig. 7a–c). We then interrogated the ability of these cultures to support LT-HSCs isolated from E16.5 or P0 FL (Fig. 7c). Here, 1000 LT-HSCs were plated on established MSC cultures. Significantly greater expansion of CD45^+^ cells, LSK cells and phenotypic LT-HSCs was observed in P0 MSC cultures relative to E16.5 MSC cultures (Fig. 7d–f). Indeed, E16.5 FL LT-HSCs expanded nearly 3-fold more on P0 BM MSCs than on E16.5 BM MSCs (Fig. 7f). Further, E16.5 and P0 LT-HSCs co-cultured with P0 MSCs displayed greater CFU potential, especially CFU-GEMM potential, compared to LT-HSCs co-cultured with E16.5 MSCs (Fig. 7g–j). In total, these data support our hypothesis that neonatal BM constitutes a more favorable niche for HSPCs than early FBM.

### RNA-Magnet reveals niche cells for perinatal HSPCs

To gain further insight into the diminished supportive potential of E16.5 BM stroma, we next sought to identify a physical niche for perinatal HSPCs using RNA-Magnet^38^, an algorithm that predicts physical interactions between BM cells using the expression patterns of cell-surface receptors and their binding partners^38^. For this, we combined scRNA-Seq data for HSPCs with their corresponding stroma (e.g. E16.5 phLT-HSCs with E16.5 stroma) and used RNA-Magnet to identify stroma cells showing significant specificity toward HSPCs (Fig. 8a and Supplementary Fig. 8a–j).

**Fig. 8:**
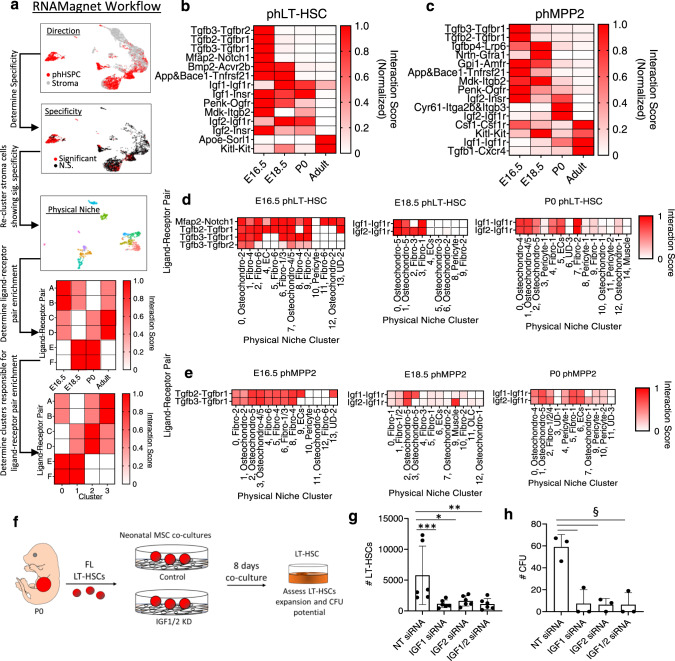
Physical niches and niche factors for perinatal BM HSPCs. **a** RNA-Magnet workflow. **b** Normalized interaction scores of ligand-receptor pairs with significant interaction (secreted ligand from stroma, receptor from phLT-HSCs) **c** Normalized interaction scores of ligand-receptor pairs with significant interaction (secreted ligand from stroma, receptor from phMPP2s). Interaction scores for each significant ligand-receptor pair (rows) across development within clusters of the phLT-HSC (**d**) or phMPP2 (**e**) physical niche (columns, with dominant stromal cell type indicated for each physical niche cluster). **f** Schematic of P0 FL HSCs co-cultures with IGF1 or IGF2 siRNA-treated P0 MSCs. **g** # phLT-HSCs after 8 days of FL LT-HSCs co-culture on control, IGF1, IGF2 or IGF1/2 siRNA-treated P0 MSCs (*n* = 6; *P = 0.0260; **P = 0.0087; ***P = 0.0022). **h** Total # CFUs via phLT-HSCs isolated from co-cultures in (**g**) (*n* = 3, ^§^P = 0.1). Data are presented as means ± SD. *P* values determined by Mann–Whitney Test, two-tailed. BM, bone marrow, CFU colony-forming unit, EC endothelial cells, Fibro fibroblast, FL fetal liver, HSPC hematopoietic stem and progenitors, KD knockdown, LT-HSC long-term hematopoietic stem cells, MPP multipotent progenitors, MSC mesenchymal stroma cells, N.S, not significant, NT non-targeting control, OLC osteolineage cell, Osteochondro osteochondroprogenitor, ph immunophenotypic, Sig. significant, UD undefined cluster. Source data are provided in the Source Data File. See also Supplementary Fig. 8.

The predicted physical niches for adult phLT-HSCs and phMPP2s were similar and composed of arterial endothelial cells, sinusoidal endothelial cells, MSC-CARs, MSCs-PαS cells, and an unexpected fibroblast population (Fibro-2) (Supplementary Fig. 8e, j). As endothelium and CARs are known to regulate adult BM HSPCs, this validates the fidelity of RNA-Magnet;^16,17^ however, only a subset of CARs showed significant specificity toward phLT-HSCs (Supplementary Fig. 8k). 

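In the adult stroma, the cluster Fibro-2 held 396 cells. Ctsk had 654 (629.7 to 678) CPM in Fibro-2 and 219 (216 to 222) CPM in the other adult stromal cells, and Tagln had 412 (393 to 431) CPM in Fibro-2 and 182 (179 to 185) CPM in the others. Acta2 had 238 (224 to 253) CPM in Fibro-2 and 223 (219.6 to 226) CPM in the other adult stromal cells. In the other adult fibroblast clusters, Fibro-1, Fibro-3 and Fibro-4, Ctsk had 175, 402 and 751 CPM, Acta2 25.3, 166 and 6.04 CPM and Tagln 11.6, 50.6 and 6.04 CPM. As a mean of CPM per cell, Acta2 had 220.4 CPM in Fibro-2 and 318 CPM in the other cells, the largest move among the alternatives, which turns the order around.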

Fibro-2 was mostly differentiated from other fibroblast populations by expression of *Ctsk*, *Acta2*, and *Tagln*, suggesting a myofibroblast-like signature (Supplementary Fig. 6k). Interestingly, adult HPSCs may occupy distinct physical niches, as phST-HSCs, phMPP2s, phMPP3s, and phMPP4s each showed unique direction and specificity toward adult stroma (Supplementary Fig. 8l), consistent with recent reports^66^.

E16.5 phLT-HSC and phMPP2 niches were diverse at the cellular level, suggesting the absence of a highly defined physical niche at this timepoint (Supplementary Fig. 8e, j). Interestingly, an osteochondro progenitor (Osteochondro-5) population emerged at E18.5 as a primary component of the phLT-HSC and phMPP2 niches (Supplementary Fig. 8e, j). 

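The E18.5 cluster Osteochondro-5 held 371 cells with a median of 1379 UMIs. Acan had 2520.3 (2404 to 2641) CPM there, 2659 (2647 to 2671) in the other osteochondro clusters and 2093 in all other E18.5 stromal cells. Sox9 had 723 (661 to 789.5), 779 (772 to 785) and 618 CPM in the same groups, Col2a1 43282 (42794 to 43774), 45078 (45027 to 45129) and 33122 CPM, and Sparc 12254 (11995 to 12517.5), 13817 (13789 to 13846) and 11223.5 CPM. Acan, Col2a1 and Sparc were thus lower than in the other osteochondro clusters, Sox9 did not differ from them beyond counting error, and all 4 genes were higher than in all other stromal cells. Of the alternatives, the mean of CPM per cell moved Acan most, to 1989 CPM in Osteochondro-5, and left the order of the groups the same. Across genes, the cluster's sum correlated with that of all other E18.5 stromal cells at Pearson's r = 0.946, where a draw of equal size from those cells gave 0.956.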

Osteochondro-5 displayed higher expression of *Acan, Sox9, Col2a1*, and *Sparc* compared to other osteochondro progenitors, but did not show high expression of many of the traditional factors associated with HSC maintenance (Supplementary Fig. 6e). Two similar populations (Osteochondro-4 and Osteochondro-5) were present at P0 (Supplementary Fig. 6e), constituting the majority of the P0 phLT-HSC and phMPP2 niche (Supplementary Fig. 8e, j). 

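At P0, Osteochondro-4 held 1098 cells with a median of 516 UMIs and Osteochondro-5 1095 cells with a median of 2367 UMIs, the fewest among the P0 osteochondro clusters. Supplementary Data 1 lists 4 and 23 markers for them. Of these, 2 and 4 are shared with the list of E18.5 Osteochondro-5, the closest E18.5 cluster of both (Jaccard index 0.333 and 0.174).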

Endothelial cells were consistently part of the fetal and perinatal niches for phLT-HSCs and phMPP2s (Supplementary Fig. 8e, j). While our co-cultures do not contain endothelial cells, it was recently shown that AECs are a source of WNT2, which may support HSPC expansion in the perinatal femur^67^. Thus, endothelial cells and osteochondro progenitors may be important for preserving BM HSPC function around birth.

RNA-Magnet can also define putative signaling interactions between cell types by prioritizing the expression of secreted ligands and their receptors^38^. Therefore, we next sought to identify the primary stroma-derived secreted factors in our defined perinatal BM physical niches acting on HSPCs (Fig. 8a–e). 

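The genes of ligands and receptors were compared by their expression, and interaction scores were not computed here. Tgfb1 had 19.3 (18.5 to 20.1) CPM over all stromal cells at E16.5, 32.1 (31.1 to 33.2) at E18.5, 35.8 (35.0 to 36.7) at P0 and 139 (136 to 141) in the adult. Tgfb2 had 62.2 (60.8 to 63.7) CPM at E16.5, 57.1 (55.7 to 58.5) at E18.5, 75.0 (73.7 to 76.2) at P0 and 133 (131 to 136) in the adult, and Tgfb3 36.3 (35.2 to 37.4) CPM at E16.5, 38.8 (37.7 to 40.0) at E18.5, 50.4 (49.4 to 51.4) at P0 and 64.5 (62.9 to 66.2) in the adult. At E16.5, osteochondro clusters held 78.8% of the Tgfb1 UMIs and the endothelial cluster had the highest level with 79.3 CPM, while Tgfb2 UMIs lay to 43.8% in fibroblasts and 39.1% in osteochondro clusters, and Tgfb3 UMIs to 50.0% in osteochondro clusters and 43.8% in fibroblasts. Among the ligand genes, the mean of CPM per cell moved the E18.5 level of Igf1 most, to 170.2 CPM. The receptor gene Tgfbr1 had 54.3 (26.0 to 99.9) and 29.8 (17.4 to 47.7) CPM in phLT-HSCs of the E16.5 libraries, 20.5 (10.9 to 35.0) at E18.5, 28.9 (20.8 to 39.0) at P0 and 18.0 (10.1 to 29.6) in the adult, and in phMPP2s 83.5 (56.7 to 118) and 51.0 (40.9 to 62.7) CPM in the E16.5 libraries, 30.7 at E18.5, 26.2 at P0 and 19.8 in the adult. Tgfbr2 had 76.0 (41.6 to 128) and 12.3 (4.94 to 25.3) CPM in the E16.5 libraries, 31.5 at E18.5, 33.7 at P0 and 44.3 in the adult in phLT-HSCs and 35.0 (18.6 to 59.9) and 16.6 (11.1 to 23.9) CPM in the E16.5 libraries, 29.6 at E18.5, 20.1 at P0 and 19.8 in the adult in phMPP2s. For the receptors, the mean of CPM per cell moved adult Tgfbr2 in phLT-HSCs most, to 110.5 CPM.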

Predicted ligand-receptor pairs implicated TGF-β as the primary secreted ligand interacting with E16.5 phHSPCs (Fig. 8b–e); nearly all stroma subclusters showed high interaction scores for TGF-β ligand-receptor pairs (Fig. 8d, e), suggesting a physical niche rich in signals that inhibit HSPC expansion^68^. Interestingly, the primary ligand-receptor pairs with significant interaction at E18.5 and P0 phLT-HSCs/phMPP2s were IGF1-IGF1R and IGF2-IGF1R (Fig. 8b, c). 

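Igf1 had 133 (131 to 135) CPM over all stromal cells at E18.5 and 213 (211 to 215) at P0, and Igf2 113 (111 to 115) and 125 (123 to 126). Fibroblasts held 93.2% and 91.1% of the Igf1 UMIs at these stages, with 987 CPM in E18.5 Fibro-1 and 1362 CPM in P0 Fibro-3. Osteochondro clusters held 67.0% and 59.1% of the Igf2 UMIs. The receptor gene Igf1r had 74.0 (54.4 to 98.4) CPM in phLT-HSCs at E18.5 and 83.1 (69.0 to 99.3) at P0, and 41.3 (32.6 to 51.5) and 77.1 (67.1 to 88.1) in phMPP2s.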

Importantly, these interactions were low or absent at E16.5. 

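At E16.5 the stromal level of Igf1 was 196 (193 to 198) CPM and that of Igf2 130.2 (128 to 132) CPM, and in the adult they were 279.9 (276 to 283) and 0.250 (0.159 to 0.376) CPM. Igf1r had 21.7 (5.92 to 55.6) and 35.1 (21.4 to 54.2) CPM in phLT-HSCs of the E16.5 libraries and 86.3 (67.5 to 109) CPM in adult ones, and 8.08 (1.67 to 23.6) and 38.4 (29.7 to 48.7) CPM in E16.5 and 97.1 (81.5 to 115) CPM in adult phMPP2s, so the E16.5 level in phMPP2s depends on the library. Over all HP cells it had 28.8 CPM at E16.5, 76.1 at E18.5, 68.9 at P0 and 66.0 in the adult. Clusters named HSPC had 50.3 and 23.7 CPM in the E16.5 libraries, 59.6 at E18.5, 65.2 at P0 and 67.9 in the adult.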

The main components of the E18.5 and P0 phLT-HSC/phMPP2 niches—Osteochondro-4/5—were found in subclusters with high interaction scores for these ligand-receptor pairs (Fig. 8d, e), along with some fibroblast clusters at E18.5 and P0. 

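Igf1 had 9.21 (6.83 to 12.1) CPM in E18.5 Osteochondro-4 and 112 (88.8 to 140.3) in E18.5 Osteochondro-5, and 127 (106 to 152) and 183 (167 to 199.7) CPM in the P0 clusters of these names. Igf2 had 116 (107 to 125) and 114 (90.1 to 142) CPM at E18.5 and 126 (105 to 151) and 125 (112 to 139) CPM at P0. The Igf1 counts in E18.5 Osteochondro-5 and P0 Osteochondro-4 rest on 78 and 119 UMIs, in clusters of few UMIs per cell. Igf1 in E18.5 Osteochondro-5 and in both P0 clusters was not above its level over all stromal cells of the stage, so RNA from other cells could bring it, and these values do not show expression by the clusters' own cells.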

Although rare, endothelial cells also contributed to the high interaction scores for IGF1/2-IGF1R at P0 but not at E18.5 (Fig. 8d, e). 

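In endothelial clusters, Igf1 had 97.8 (78.9 to 120.0) CPM at E18.5 and 72.1 (61.8 to 83.5) at P0, from 92 and 176 UMIs. Igf2 had 44.7 (32.2 to 60.4) and 62.6 (53.1 to 73.4) CPM, from 42 and 153 UMIs. At E16.5 the endothelial cluster had 88.5 (69.8 to 111) CPM of Igf1 and 55.2 (40.7 to 73.1) CPM of Igf2. All these levels were below those over all stromal cells of the stage. For Igf2, RNA from other cells could therefore bring them. Osteochondro clusters held 2.63%, 2.88% and 3.85% of the Igf1 UMIs at E16.5, E18.5 and P0, far under their shares of cells. This argues against Igf1 RNA shared alike by all droplets as the whole source in endothelial clusters. Doublets with fibroblasts were not tested, so these values do not show expression by the endothelial cells themselves.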

CXCL12-CXCR4 was not identified as having a significant interaction score for any timepoint but did display interesting dynamics as a ligand-receptor pair.

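Cxcr4 had 10.9 (1.32 to 39.2) and 26.3 (14.7 to 43.4) CPM in phLT-HSCs of the E16.5 libraries, 6.30 (1.72 to 16.1) at E18.5, 13.7 (8.39 to 21.2) at P0 and 22.8 (13.7 to 35.6) in the adult. In phMPP2s it had 2.69 (0.0682 to 15.0) and 25.2 (18.3 to 33.8) CPM in the E16.5 libraries, 18.5 (12.9 to 25.8) at E18.5, 23.7 (18.3 to 30.1) at P0 and 40.4 (30.6 to 52.3) in the adult.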

IGF1 is a critical regulator of LT-HSC function and hematopoietic health, as the early hallmarks of LT-HSC aging can be rejuvenated with IGF1^69^. Therefore, we tested if IGF1 and IGF2 are required to support neonatal HSPCs in perinatal MSC co-cultures. We first interrogated levels of IGF1 and IGF2 in the supernatant of E16.5 and P0 BM MSCs cultures and found IGF1 significantly increased in P0 MSC cultures relative to E16.5 MSC cultures (Supplementary Fig. 8m). IGF2 levels were also higher in P0 cultures relative to E16.5 cultures, but this was not statistically significant (Supplementary Fig. 8n). Next, we co-cultured P0 FL LT-HSCs with P0 BM MSCs treated with anti-IGF1, IGF2, or control siRNAs (Fig. 8f). We confirmed efficient and lasting knockdown of IGF1 and IGF2 in siRNA-treated BM MSCs (Supplementary Fig. 8o, p). P0 FL LT-HSCs cultured with IGF1 or IGF2 deficient P0 MSCs produced fewer phenotypic LT-HSCs than those cultured with control P0 MSCs (Fig. 8g), and phenotypic LT-HSCs isolated from IGF-deficient P0 MSC co-cultures yielded far fewer CFUs than those isolated from control cultures (Fig. 8h). These data support a model in which IGF1 and IGF2 play a functional role in the perinatal LT-HSC BM niche.

In sum, the lack of a defined physical niche at E16.5 likely contributes to the compromised function of E16.5 BM HSPCs. This is supported by the diminished function of E16.5 MSC cultures compared to P0 MSC cultures (Fig. 7). The presence of signals antithetical to LT-HSC and MPP2 proliferation (*e.g*. TGF-β) may also contribute to the compromised function of E16.5 BM HSPCs (Fig. 3). Also, while adult-like CAR cells are absent from perinatal BM, a subset of osteochondro progenitors appear as significant contributors to the HSPC niche around E18.5/P0, where they provide HSPCs with cues like IGF1/2, which support P0 HSPC function (Fig. 8).

## Discussion

Our investigation of perinatal BM has shed light on this understudied stage of HSC ontogeny by revealing previously unappreciated shifts in HSPC frequency, HSPC function, and niche composition. We discovered that rare, bona fide HSCs colonize fetal bones by E15.5 (Fig. 1) and that FBM HSPCs transition from an MPP2 to an MPP3/4-dominant cell pool by birth (Fig. 2 and Fig. 3). Early FBM HSPCs display little function relative to their time-matched FL counterparts (Fig. 3), which correlates with an absence of key HSC transcriptional signatures, proto-typical supportive populations (e.g. CAR cells) (Figs. 4–7), and a BM niche supportive of HSPC function (Fig. 7c–e). Further, early FBM contains a diverse array of niche cells with little predicted HSPC interaction, as well as signals known suppress HSPC proliferation and differentiation (e.g., TGF-β) (Fig. 8). In contrast, late perinatal BM HSPCs manifest robust function concomitant with the advent of physical niches (*e.g*., osteochondro progenitors) that provide HSPC-supportive signals (e.g., IGF1/2), distinct from the traditional cellular and humoral factors present in the adult BM (Fig. 8).

We also observed three functionally distinct subsets of phLT-HSCs at E16.5: migrating, T cell producing, and inflammed (Fig. 5c and Supplementary Fig. 5c). phLT-HSCs at E16.5 with T-cell transcriptional programs was surprising, although concomitant with a large, transient T cell cluster (Fig. 4b). Thus, these phLT-HSCs may represent early thymic progenitors (ETPs) that derive either from recent FBM HSC arrivals or one of two ETP waves during embryogenesis^70^. phMPP2s displayed less lineage heterogeneity at E16.5 than later timepoints, suggesting enrichment for functional specificity during ontogeny (Fig. 4e). Our data suggests that E16.5 phMPP2s are primarily responding to an unsuitable, inflamed niche (Fig. 5c and Supplementary Fig. 5c)

Surprisingly, FBM MPP2s and LT-HSCs are functionally and transcriptionally distinct from their time-matched FL counterparts (Figs. 3–6), suggesting extrinsic regulation of perinatal BM HSPCs. Indeed, the E16.5 niche can drive differentiation toward T cell lineages while diminishing megakaryocyte production (Fig. 6g and Supplementary Fig. 5e), and we observed dramatic changes in BM stroma composition and ex vivo supportive capacity across ontogeny (Fig. 7). CAR cells were present in adult but absent from fetal and perinatal BM (Supplementary Fig. 6b), as seen previously^14^. We identified physical niches and niche-derived signals for HSPCs throughout this period. Stroma-derived TGF-β was a dominant signal in the E16.5 niche (Fig. 8b, c). While TGF-β signaling induces HSC quiescence^68^, it can also have varying effects: stimulating myeloid-biased HSC proliferation while inhibiting lymphoid-biased HSC growth^71^. Likewise, TGF-β isoforms also have distinct and sometimes pleiotropic effects on HSPCs. High doses of TGF-β2—enriched in our analysis—inhibits HSPC growth while low doses induce proliferation^72^. This fits with our observation that HSPCs in the early FBM display little function (Fig. 3).

We also identified a population of osteochondro progenitors (defined here as osteochondro-4/5) that might contribute to the HSPC niche around birth. These osteochondro progenitors comprised the majority of the E18.5/P0 physical niche (Supplementary Fig. 8e, j) and were enriched for IGF1/2-IGF1R ligand-receptor pairing with HSPCs (Fig. 8d, e). Exogenous IGF1 has been shown to rejuvenate aged HSCs^69^, and we observed that IGF1 and IGF2 are critically required to support HSC during neonatal MSC co-cultures (Fig. 8f–h). The rejuvenating power of IGF1 is consistent with a role for IGF1 and IGF2 during early life, and our data support a model in which IGF1 and IGF2 are key factors that support the establishment of HSC in the early BM.

FBM HSPC shift from an MPP2 to an MPP3/4-dominant phenotype right around birth (Fig. 2a–d). Ambient oxygen can trigger rapid differentiation of LT-HSCs^73^. Could acute exposure to oxygen at delivery explain this shift? As the shift in HSPC frequencies is apparent by E19 (Fig. 2a–d), oxygen exposure is unlikely the cause. At delivery, the neonate also moves from the sterile uterus to a world full of microbes^74^. The adult mouse gut microbiome impacts steady-state hematopoiesis and the production of BM myeloid cells^75^. Germ-free or antibiotic-treated mice have fewer HSPCs, likely due to increased quiescence^76^. Thus, bacterial metabolites (or their effect on the niche or immune cells) may drive HSPC proliferation, which may also contribute to the burst of FBM HSPCs around birth. Finally, hormonal changes in the uterus may also play a role in fetal hematopoiesis; known HSPC regulators like prostaglandins are upregulated around birth and facilitate the onset of labor^77–80^. It is tempting to imagine uterine hormones affecting fetal hematopoietic programs. Further work is needed to explore this hypothesis.

In sum, we have established that the function, frequency, intrinsic programs and extrinsic regulation of BM HSPCs undergoes dramatic shifts and remodeling during fetal and perinatal development. This understudied window of HSC ontogeny is dynamic and subject to regulation distinct from that seen in adult BM, and we have identified niche cells and factors that may control the functional development of the first HSPCs to establish hematopoiesis in the BM. Future studies will further reveal how these distinct niche populations and cues establish the adult hematopoietic hierarchy.

## Methods

### Mice

C57BL/6J, B6.SJL, and UBC-GFP^+/T^ mice were purchased from The Jackson Laboratory and housed in a pathogen-free facility^35^. Transplant recipient mice (F1 progeny of CD45.2 × CD45.1 crosses) were generated at St. Jude Children’s Research Hospital. For all timed pregnancies, 1–2 female CD45.2 mice were placed with a single CD45.2 male overnight, followed by assessment for a vaginal plug before 10 a.m. the next morning. Positive females were separated, and embryos were designated embryonic day 0.5 (E0.5). For all in vivo and ex vivo experiments, male and female mice were used. All animal experiments were carried out according to procedures approved by the St. Jude Children’s Research Hospital Institutional Animal Care and Use Committee and comply with all relevant ethical regulations regarding animal research. Protocol number: 531.

### Isolation of hematopoietic and stromal cells

To isolate hematopoietic cells in adult mice, tibias, femurs, pelvic bones, and spines were removed and bone marrow (BM) was released by crushing in ice-cold PBS, followed by passage through 70μm filters. Cells were then resuspended in red blood cell lysis buffer for 5-10 minutes, washed with PBS/2% fetal calf serum (FCS), and resuspended in PBS/2% FCS. To isolate stomal cells in adult mice, crushed bone fragments were cut into small chips, combined with a portion of the released BM fraction, and placed in pre-warmed digestion media (PBS/2% FCS/0.4% Collagenase II/0.02% DNaseI) followed by gentle shaking (75RPM) at 37 °C for 45 min to 1 h. After digestion, cells were passed through a 70 μm filter and lysed for 5–10 min, washed with PBS/2% FCS, and resuspended in PBS/2% FCS. Dissection of fetal tissues was performed under a dissection microscope in ice cold PBS. Briefly, fetal livers (FL) were removed and placed in ice-cold PBS, followed by removal of all internal tissues and the skin. The fetal skeleton (except the bones of the head) was carefully removed and cleaned of any remaining tissues, washed in PBS, and placed in ice-cold PBS for further processing. The isolation of hematopoietic and stromal cells from the fetal BM (FBM) followed the same protocol used for adult BM with the exclusion of the lysis step, as there was little trace of red blood cells. To isolate hematopoietic cells from FL, livers were gently crushed on a 70 μm filter with the rubber end of a 1 mL syringe while passing ice-cold PBS over the tissue. Following this isolation step, FL hematopoietic cells were lysed, washed with PBS/2% FCS, and resuspended in PBS/2% FCS.

### Bone marrow transplantation

For all experiments, recipient mice (CD45.2/CD45.1) were lethally irradiated with two doses of 5.8 Gy on the same day as transplantation. Donor (CD45.2) and support (CD45.1) BM cells were isolated and counted using a hemacytometer, with trypan blue used to assess viability. For whole BM (WBM) transplantation experiments, 1.5 × 10^6^ donor WBM cells were combined with 2 × 10^5^ support WBM cells and intravenously injected into the tail vein of recipient mice. Recipients were maintained on 0.25 mg/mL enrofloxocin in drinking water for 10 days following injection. For limiting cell transplants of UBC-GFP^+/T^ multipotent progenitor 2 (MPP2) cells, 100 donor MPP2s were sorted into 1.5 mL tubes containing PBS/2% FCS, 2 × 10^5^ sorted support WBM cells were added, and the entire cell suspension was injected intravenously into the tail vein of recipient mice. The same method was used for limiting cell transplants of 10 LT-HSCs. All sorts were performed on a BD FACSAria cell sorter. For secondary transplantation, five aliquots of 5 × 10^6^ WBM cells were isolated from a single primary recipient and injected into the tail vein of five lethally irradiated secondary recipients.

### Peripheral blood analysis

Transplant recipients were periodically assessed for donor cell contribution to the PB. PB was collected from the retro-orbital plexus in heparinized capillary tubes, followed by lysis in red blood cell lysis buffer. Cells were then resuspended in PBS/2% FCS and analyzed by flow cytometry for donor and lineage contribution on a BD LSR Fortessa. For WBM primary and secondary transplants and separate bone transplants, PB was stained with CD45.1-FITC, CD45.2-v500, [B220, CD11b, Gr-1]-PerCP-Cy5.5, and [B220, CD4, CD8]-PECy7. The myeloid lineage was considered CD11b^+^Gr-1^+^, the B cell lineage was considered B220^+^, and the T-cell lineage was considered CD4^+^CD8^+^. For MPP2 limiting cell transplants, we also included a separate analysis of non-lysed PB stained with CD41-PerCPe710 (platelets) and Ter119-PECy7 (erythrocytes). All data were analyzed using FlowJo version 10 (Treestar).

### Recipient BM analysis

At a terminal (>20 weeks) timepoint after transplantation, recipients of WBM were euthanized and hematopoietic cells were isolated from the BM. Cells were assessed via flow cytometry on a BD LSR Fortessa for the presence of donor-derived CMPs (Lineage^−^c-Kit^+^Sca-1^−^CD34^+^CD32/16^lo^), GMPs (Lineage^−^c-Kit^+^Sca-1^−^CD34^+^CD32/16^hi^), MEPs (Lineage^−^c-Kit^+^Sca-1^−^CD34^−^CD32/16^−^), CLPs (Lineage^−^c-Kit^mid^Sca-1^mid^CD127^+^), LT-HSCs, (Lineage^-^Sca-1^+^c-Kit^+^ (LSK)Flt3^−^CD48^−^CD150^+^), ST-HSCs (LSKFlt3^−^CD48^−^CD150^−^), MPP2s (LSKFlt3^−^CD48^+^CD150^+^), MPP3s (LSKFlt3^−^CD48^+^CD150−), and MPP4s (LSKFlt3^+^CD48^+^CD150^−^). In all cases, the Lineage^−^ fraction showed low expression of CD4, CD8, B220, Gr-1, and Ter119. All data were analyzed using FlowJo version 10 (Treestar).

### Analysis of hematopoietic stem and progenitors across bone marrow development

Liver and entire skeleton BM hematopoietic cells were isolated from E15.5-postnatal day 0 (P0), P2, P4, P6, P8, P14, P21, and P28 CD45.2 mice and assessed via flow cytometry on a BD LSR Fortessa for the presence of LT-HSCs, ST-HSCs, MPP2s, MPP3s, and MPP4s. All data were analyzed using FlowJo version 10 (Treestar).

### CXCR4 cell-surface expression

Hematopoietic cells from E15.5-P0 livers and P0 FBM were isolated and assessed via flow cytometry on a BD LSR Fortessa for the presence of LT-HSCs, ST-HSCs, MPP2s, MPP3s, and MPP4s, as well as cell-surface CXCR4. All data were analyzed using FlowJo version 10 (Treestar).

### CXCL12 migration assays

FL LSK, LT-HSCs, ST-HSCs, MPP2s, MPP3s, and MPP4s were sorted on a BD Aria cell sorter and dispensed into the top portion of a 24-well trans-well plate containing StemSpan^TM^ Serum-Free Expansion Medium (SFEM, STEMCELL Technologies) with no supportive cytokines. Meanwhile, the bottom portion of each trans-well contained either 0 ng/mL or 100 ng/mL soluble CXCL12 in SFEM. After a 5-hour incubation, the bottom portion of the trans-well was collected and plated in 3 mL M3434 Methocult (STEMCELL Technologies) to determine colony-forming unit (CFU) potential. A known number of sorted cells (which were not subject to the trans-well assay) were also plated into M3434 Methocult to determine the input CFU frequency. After 10–12 days, CFUs were counted, and the migration potential of each population was calculated using the following formula:

(# of migratory CFU)/[(Frequency of input CFU) * (# input cells used in trans-well assay)].

To compare FL versus FBM HP migration potential, 200,000 c-Kit-enriched P0 FL or FBM cells were plated in 24-well trans-well plates with or without CXCL12, as detailed above. After 16 h, wells were harvested, and the number of migrated cells assessed by flow cytometry (BD LSR Fortessa).

### Single-cell CFU assays

Single MPP2s from E16.5-P0 FL/FBM and adult BM were sorted on a BD Aria cell sorter directly into 96-well plates containing 100 μL of M3231 Methocult (STEMCELL Technologies) supplemented with 25 ng/mL SCF, 25 ng/mL Flt3L, 25 ng/mL IL-11, 10 ng/mL IL-3, 10 ng/mL GM-CSF, 25 ng/mL TPO, and 4 U/mL EPO^9^. After 10-12 days of culture, wells were scored for the presence and phenotype of CFUs.

### Mesenchymal stromal cell cultures

To establish MSC cultures, bone marrow was collected from whole skeletons at E16.5 or P0 (see details above), and CD45^+^ cells were depleted via MojoSort anti-mouse CD45 beads (Biolegend). Cells were then washed three times with PBS/2% FCS and cultured in αMEM/10% FCS. 24 h later, non-adherent cells were removed and the remaining stroma monolayer was washed with PBS and then maintained in αMEM/10% FCS. Cells were passaged at 80% confluence. Passage 3 (P3) cultures were used for all subsequent experiments.

### BM MSC differentiation assay

Seventy thousand P3 BM MSCs were tested for adipogenic, osteogenic, or chondrogenic differentiation potential using StemPro MSC Differentiation Kits (Gibco) and culturing for seven, 14 and 21 days, respectively. Media was changed 2–3 times/week. The resulting cultures were then stained with Oil Red O (adipogenic), Alizarin Red S (osteogenic), and Alcian Blue (chondrogenic) to determine differentiation potential.

### Enzyme-linked immunosorbent assay (ELISA)

To measure IGF1 and IGF2 levels in culture supernatants, 100,000 E16.5 or P0 BM MSCs were cultured in 1 mL of PVA-based media. 24 h later, supernatant was collected, centrifuged at 500 × *g* for 5 min to remove cell debris and then assayed using the IGF1/IGF2 Mouse Elisa Kit (Invitrogen) according to the manufacturer’s instructions.

### LT-HSCs and BM MSC co-cultures

For co-culture experiments, 100,000 P3 BM MSCs were plated in 12-well tissue-culture treated plates in αMEM/10% FCS. After 24 h, cells were washed with PBS and 1000 E16.5 or P0 FL LT-HSCs (LSK CD150^+^CD48^−^) were added to the cultures. Cultures were maintained in polyvinyl alcohol (PVA, Sigma) supplemented with HEPES, Insulin-Transferrin-Selenium-X, mTPO and mSCF^81^. After 8–9 days, the number of CD45^+^ cells, LSK cells, and LT-HSCs (c-Kit^+^Sca1^+^EPCR^+^CD150^+^)^82^ were analyzed by flow cytometry to determine the relative expansion of each cell type. Here, 200 c-Kit^+^Sca1^+^EPCR^+^ CD150^+^ cells were also isolated from cultures via FACS and plated into methylcellulose (M3434) to interrogate CFU potential.

For knockdown of IGF1 and IGF2 in P0 BM MSCs, 100,000 P0 MSCs/well were plated in 12-well plates in 10% FCS αMEM media. After 24 h, the media was replaced with 1 mL fresh αMEM media. Fifty nanomolar IGF1, IGF2, IGF1 and IGF2, or control siRNA (Horizon Discovery) suspended in 1 mL of Darmafect transfection reagent (Horizon Discovery) was then titrated to each well. After 24 h, media was removed and 1000 P0 FL LT-HSCs added in PVA-based media. HSCs and MSCs were co-cultured for another 8 days and then analyzed as described for CD45+ cells, HSPCs and phenotypic HSCs. IGF1 and IGF2 knockdown efficiency was confirmed with ELISA one, four and seven days post-siRNA treatment.

### FL LT-HSCs differentiation assay

Ten thousand E16.5 or P0 BM MSCs/well were seeded into 96-well plates. After 24 h, 50 E16.5 or P0 FL LT-HSCs were added in StemSpan SFEM (Stem Cell Technologies) supplied with 10% FCS. Eight days later, cells were harvested, stained with antibodies for CD45, CD3, CD19, Gr-1, CD11b, CD41, Ter119 and DAPI, and analyzed by flow cytometry (BD LSR Fortessa). The resulting data were analyzed using FlowJo version 10 (Treestar).

### Single-cell RNA sequencing

E16.5, E18.5, P0, and adult HP (CD45^+^Lineage^−^c-Kit^+^) and stromal cells (CD45^−^Ter119^−^) were isolated from BM as described above and sorted on a BD Aria cell sorter. Prior to sorting, cells were stained with a panel of CITE-Seq antibodies for downstream sequencing analyses. mRNA expression libraries were constructed according to the Chromium single cell 3′ reagent v3.1 protocol, while CITE-Seq expression libraries were constructed according to the protocol described in ref. 36. Libraries were sequenced using Illumina NovaSeq paired-end sequencing per the 10X protocol to a minimum depth of 50,000 reads per cell. Each library represents a pool of HP or stromal cells collected from 38 (E16.5), 9 (E18.5), 6 (P0), and 4 (Adult) mice. For E16.5 to P0 samples, mice were pooled from 2 to 3 litters.

### Analysis of single-cell data

Following Illumina sequencing, raw data was processed with CellRanger (v3.1.0, 10X Genomics) using the corresponding mouse reference (mm10 v3.0.0) using the ‘count’ and ‘aggregate’ functions with default settings. Aggregated count matrices were imported into R version 4.0 and all analysis was performed using the Seurat R package version 3.1.5^83^. All genes present in at least 30 cells were retained for analysis. Each sample was filtered separately, excluding cells with ≥ the 98^th^ percentile of the number of genes per cell or the number of UMIs per cell (to exclude putative doublets), and also excluding cells with≥ 7.5% mitochondrial expression or less than 300 UMIs (to exclude putatively dead or dying cells). Expression data were log-normalized using default parameters, whereas CITE-Seq data were normalized using the “CLR” method. We identified variable features using the ‘vst’ method in Seurat, again with default parameters. Cell cycle phases were inferred using the CellCycleScoring function in Seurat, with phase-specific markers obtained from ref. 84. Variable features were scaled by regressing out the effects of per cell UMI count, percent of mitochondrial expression, and inferred S-phase and G2M-phase scores. Scaled variable features were then used for Principal Component Analysis and UMAP analysis. All libraries were processed identically, and UMAP clustering based on library, developmental timepoint, and cell type confirmed no batch effects. Clustering was performed according to the default parameters in Seurat. The top 2000 variable features and different numbers of PCA dimensions were used for the clustering. The numbers of dimensions were determined based on the elbow plot to represent each data subset and varied from 18-26. To annotate clusters, we used the FindAllMarkers function in Seurat to provide a list of gene expression comparisons among clusters, as well as the percentage of cells in each cluster with significant levels of gene expression. We also utilized ROC-test based statistics to define the key genetic markers in each cluster. Finally, we compared the gene expression patterns seen in our clusters to previously compiled single cell RNA-Sequencing datasets of adult BM stroma and hematopoietic cells^37–44,46–48,50,51,57–62,85,86^. All UMAP and expression plots were generated using packages in R Version 4.0. Contaminating blood cells were removed from the processed objects shown in Fig. 7. The CAR-specific expression signature was defined using adult CAR marker genes and further filtered based on adjusted *p* value < 0.05 and the difference in ‘pct1’ (the adult CAR population) and ‘pct2’ (all other cell types) >0.5.

### Merged phLT-HSCs and phMPP2s

FBM phLT-HSCs and phMPP2s from E16.5, E18.5, P0, and adult were combined using the Seruat (v3.2.2) merge function. Variable features (*n* = 2000) were defined for the merged dataset using the vst selection method. Data were scaled using default parameters and PC dimensions 1–10 (phLT-HSCs) and 1–20 (phMPP2s) were used for UMAP visualization.

### Comparative analysis of FBM and FL LT-HSCs and HPs

FBM LT-HSCs were combined with E16.5 and P0 FL using the Seurat (v3.2.2) merge function. Variable features (*n* = 2000) were defined for the merged dataset using the vst selection method^54^. Data were scaled using default parameters and PC dimensions 1–20 were used for UMAP visualization. The UMAP plot was further split based on cell type identity. Marker genes were identified between FBM and FL timepoints using a log2FC threshold > 0.5 and min.pct = 0.25. E16.5 FBM HPs (Lin^-^c-Kit^+^) were integrated with E16.5 FL HPs using Seurat (v3.2.2) FindIntegrationAnchors and IntegrateData functions and dimensions 1–30 and the default assay was set to “integrated”^54^. Next, data were scaled using default parameters and runPCA/runUMAP were run using dimensions 1–20. Final UMAP visualizations were split by compartment.

### RNA-Magnet

RNA-Magnet (v.0.1.0) was applied to the single-cell gene expression data. The R package was downloaded from a GitHub repository (https://github.com/veltenlab/rnamagnet) and was imported into R version 4.0^38^. The MAGIC (Markov affinity-based graph imputation of cells) package is embedded in the package and performed before RNA-Magnet for denoising and filling in putatively missing transcripts of the single-cell gene expression matrix^87^. The RNAMagnetAnchors function was then used to identify physical niches, and calculates adhesiveness, specificity scores, and the direction of the given cells. Here, the adhesiveness indicates overall strength of an interaction, the specificity is an interaction score to the anchor populations, and the direction represents one of the populations that a given cell is most attracted to. The RNAMagnetSignaling function was subsequently used to compute interaction scores for secreted ligand-receptor pairs among different cell types. We also derived p-values of the interactions scores with the permutation test described below.

### Trajectory and GO analyses

Principal components (PCs) were generated using the RunPCA function in Seurat R package version 3.2.3 (npcs = 10) and used as an input for Slingshot trajectory analysis (v1.6.1)^88^. For GO (Gene Ontology) analysis, we applied the FindMarkers function in the Seurat R package (v3-4) to extract differentially expressed genes between two cell subsets, and then performed the enrichGO function of clusterProfiler (v3.16.1)^89^. For example, to determine genes to analyze for P0-rich GO terms for phLT-HSCs (Fig. 5A), we identified the genes with positive average logFC values with an adjusted *p* value < 0.05 and difference in “pct1” (P0-rich cells) and “pct2” (all other cells) >0.

### Statistical comparisons

Experimental results are reported as mean ± SD or SE, as indicated in the figure legends. Sample sizes and numbers of replicates, are also included in the legends. Indication of significance shown in Figs. 1–4, 6–8, and Supplementary Figs. 2, 3, 5, and 8 were all derived from two-tailed Wilcoxon Signed Rank Tests or two-tailed Mann-Whitney Tests. To determine statistical significance of Specificity and Interaction Scores for RNA-Magnet, we performed permutation tests with RNA-Magnet on randomized anchors, where the cell types were randomly assigned, keeping the number of cells in each random anchor consistent with that in each original anchor. P-values were computed from the permutations and corrected for multiple testing based on the bonferroni approach.

### Reagents

All reagents and resources, including their vendor, catalog numbers, and dilutions (for antibodies) can be found in Supplementary Data 3.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Reporting Summary

## Data Availability

The single-cell RNA-sequencing datasets generated during this study have been deposited to GEO under accession number GSE178951. Published scRNA-Seq data used in this paper can be found under accession number GSE128761 and GSE122467. All accession numbers are listed in Supplementary Data 3. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Murine fetal bone marrow does not support functional hematopoietic stem and progenitor cells until birth
**Source:** Nat Commun. 2022 Sep 15;13:5403. doi: 10.1038/s41467-022-33092-4
**Supplement:** Supplementary file 1 — Supplementary Information

**Supplementary Information.**

**Supplementary Figures 1-8**

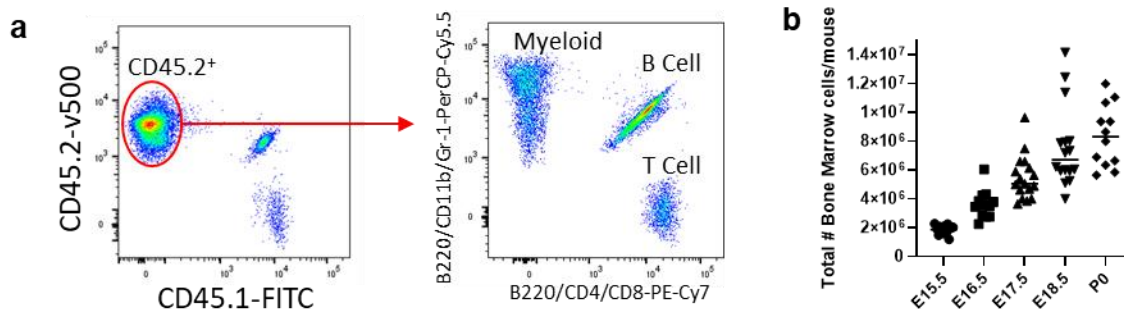

**c**

|       | E15.5    | E16.5    | E17.5    | E18.5    | P0       | Adult    |
|-------|----------|----------|----------|----------|----------|----------|
| E15.5 | 1        | 0.274965 | 0.001228 | 1.05E-05 | 1.62E-06 | 4.19E-05 |
| E16.5 | 0.274965 | 1        | 0.002163 | 9.72E-06 | 2.58E-08 | 4.89E-06 |
| E17.5 | 0.001228 | 0.002163 | 1        | 0.000766 | 1.08E-09 | 0.000247 |
| E18.5 | 1.05E-05 | 9.72E-06 | 0.000766 | 1        | 0.000207 | 0.165682 |
| P0    | 1.62E-06 | 2.58E-08 | 1.08E-09 | 0.000207 | 1        | 0.000294 |
| Adult | 4.19E-05 | 4.89E-06 | 0.000247 | 0.165682 | 0.000294 | 1        |

**d**

|       | E15.5    | E16.5    | E17.5    | E18.5    | P0       | Adult    |
|-------|----------|----------|----------|----------|----------|----------|
| E15.5 | 1        | 0.573737 | 0.749996 | 0.569891 | 0.286725 | 0.541423 |
| E16.5 | 0.573737 | 1        | 0.449334 | 0.525171 | 0.245045 | 0.321267 |
| E17.5 | 0.749996 | 0.449334 | 1        | 0.970935 | 0.154977 | 0.382947 |
| E18.5 | 0.569891 | 0.525171 | 0.970935 | 1        | 0.0576   | 0.438946 |
| P0    | 0.286725 | 0.245045 | 0.154977 | 0.0576   | 1        | 0.928699 |
| Adult | 0.541423 | 0.321267 | 0.382947 | 0.438946 | 0.928699 | 1        |

**e**

|       | E15.5    | E16.5    | E17.5    | E18.5    | P0       | Adult    |
|-------|----------|----------|----------|----------|----------|----------|
| E15.5 | 1        | 0.441803 | 0.523936 | 0.811144 | 0.561179 | 0.470214 |
| E16.5 | 0.441803 | 1        | 0.620955 | 0.232183 | 0.087332 | 0.112131 |
| E17.5 | 0.523936 | 0.620955 | 1        | 0.28253  | 0.030163 | 0.026833 |
| E18.5 | 0.811144 | 0.232183 | 0.28253  | 1        | 0.057539 | 0.040529 |
| P0    | 0.561179 | 0.087332 | 0.030163 | 0.057539 | 1        | 0.107328 |
| Adult | 0.470214 | 0.112131 | 0.026833 | 0.040529 | 0.107328 | 1        |

f

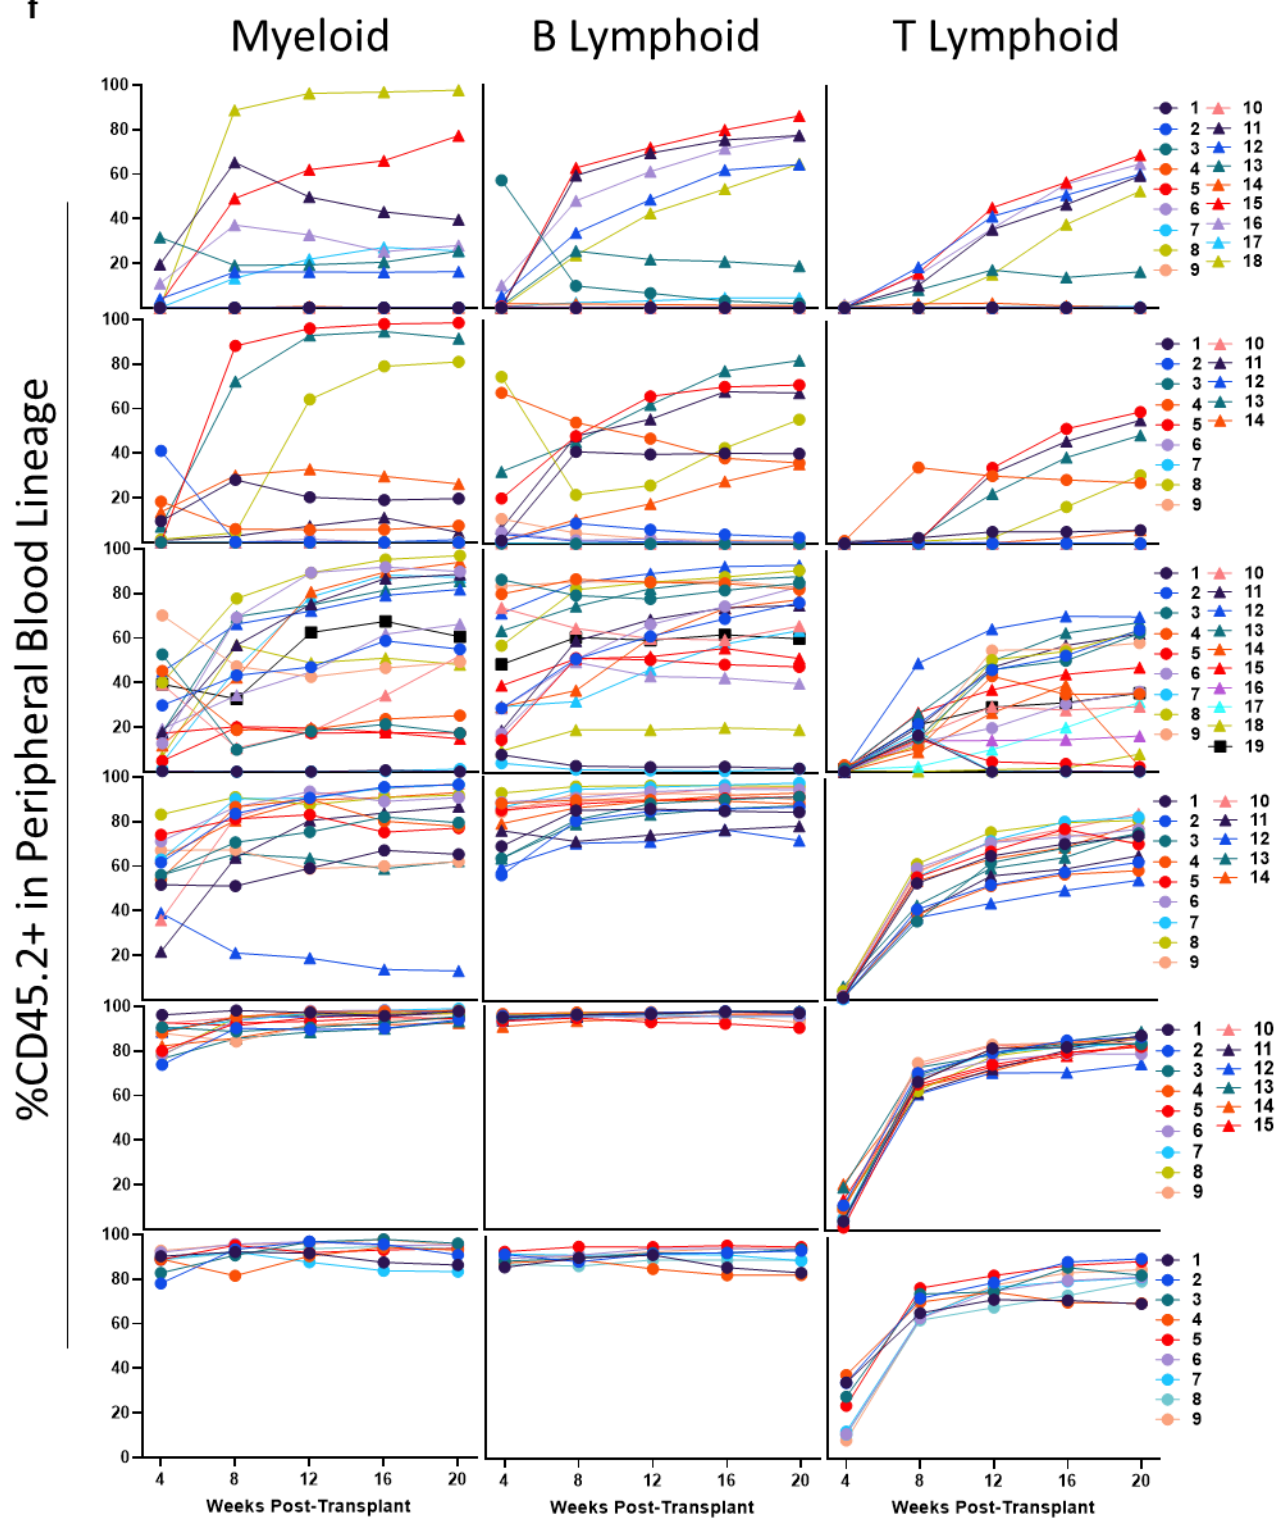

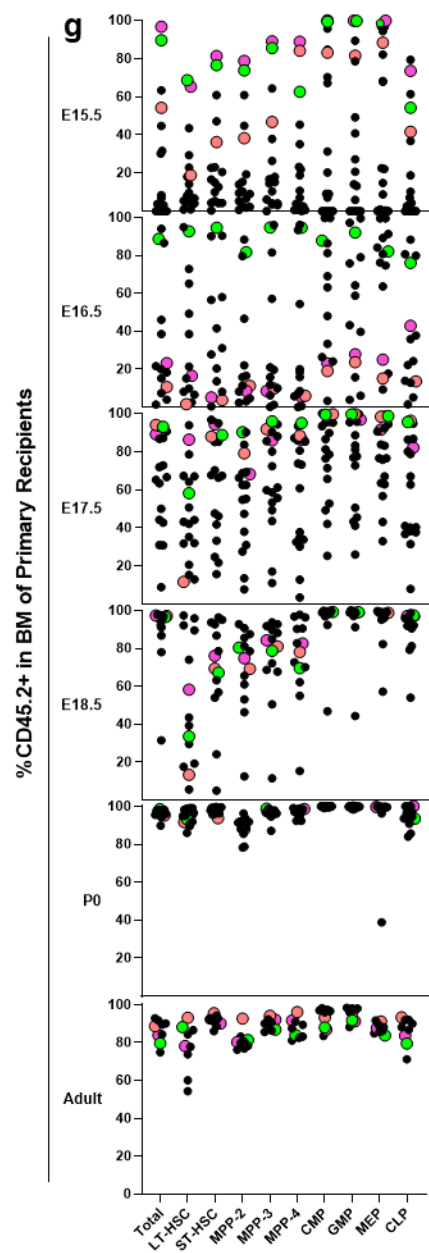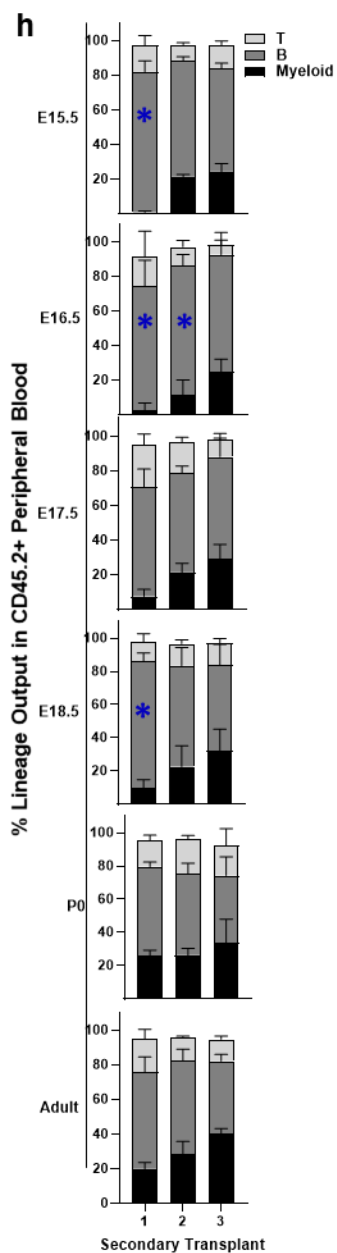

**Supplementary Figure 1 (related to Fig. 1). PB gating strategy, perinatal BM cellularity, BM HSPC chimerism, and PB lineage and chimerism data for transplants in Fig. 1.** a. Gating strategy for PB analyses in Fig. 1b-c. b. Total number of WBM cells per embryo at each developmental timepoint (n = 10-17 embryos from 3 independent litters). c. P-Values for Wilcoxon signed-rank test comparing average CD45.2+ % from Figure 1b at 20 weeks post-transplant. d. P-Values for Wilcoxon signed-rank test comparing average Myeloid % from Figure 1c at 20 weeks post-transplant. e. P-Values for Wilcoxon signed-rank test comparing average B Cell % from Figure 1b at 20 weeks post-transplant. f. %CD45.2+ cells within myeloid, B lymphoid, and T lymphoid cells 4-20 weeks post-transplant. Related to Fig. 1b. g. Donor contribution to various progenitors in primary recipient bone marrow. Each dot represents a single mouse, with chimerism for each mouse displayed across total BM and BM HSPC subsets. Colored dots represent primary recipients chosen for secondary transplants (n = 9-18). h. Lineage output in secondary transplant cohorts. Data represent means and standard deviation (n = 3 secondary transplants, 5 mice/transplant); b-lymphoid bias (%B cell > 70%), blue asterisk. P-Values determined by Mann-Whitney Test, two-tailed. HSPC, hematopoietic stem and progenitors; PB, peripheral blood; BM, bone marrow; HSC, hematopoietic stem cell; LT-HSC, long-term HSC; ST-HSC, short-term HSC; MPP, multipotent progenitor; CMP, common myeloid progenitor; GMP, granulocyte-macrophage progenitor; MEP, megakaryocyte-erythroid progenitor; CLP, common lymphoid progenitor. Source data are provided in the Source Data File.

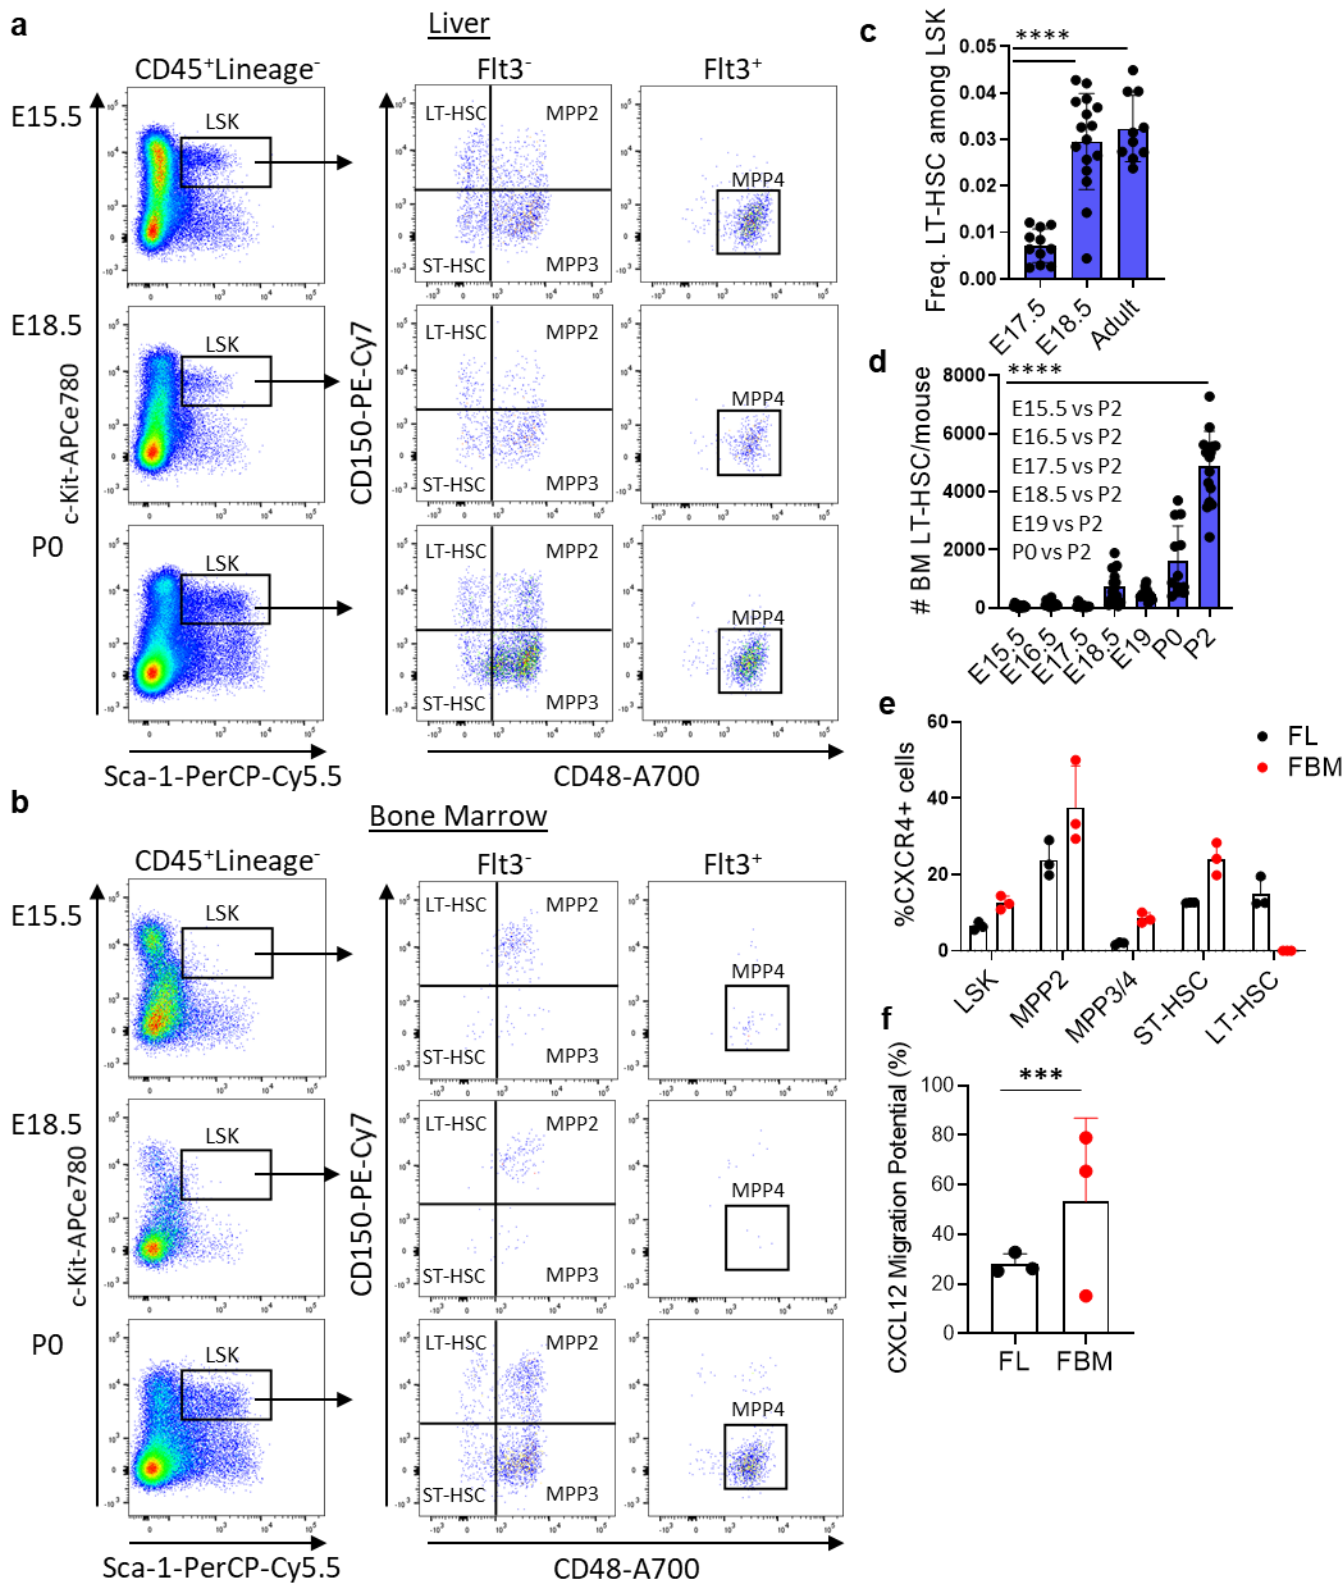

**Supplementary Figure 2 (related to Fig. 2). HSPC gating strategy for perinatal liver and BM and CXCL12 migration potential of P0 BM.** Gating strategy for HSPCs (LT-HSCs, ST-HSCs, MPP2s, MPP3s, MPP4s) in (a) fetal liver and (b) fetal bone marrow. c. Frequency of immunophenotypic LT-HSCs in E17.5, E18.5, and adult BM (n = 10-16 embryos from 2-3 independent litters). d. Total number of immunophenotypic LT-HSCs in E15.5 per mouse in E15.5 through P2 BM (n = 10-16 embryos from 2-3 independent litters). e. %P0 BM or P0 FL HSPCs expressing CXCR4 (n = 3). f. CXCL12 migration potential of P0 FL vs P0 FBM HPs (n = 3, P = 0.001 ). Data represent mean and standard deviation. \*\*\*\*,  $P \leq 0.0001$ . P-values determined by Mann-Whitney Test, two-tailed. HSPC, hematopoietic stem and progenitor cells; BM, bone marrow; FL, fetal liver; FBM, fetal BM; LSK, Lineage<sup>-</sup>Sca1<sup>+</sup>c-Kit<sup>+</sup>; HSC, hematopoietic stem cell; LT-HSC, long-term HSC; ST-HSC, short-term HSC; MPP, multipotent progenitor. Source data are provided in the Source Data File.

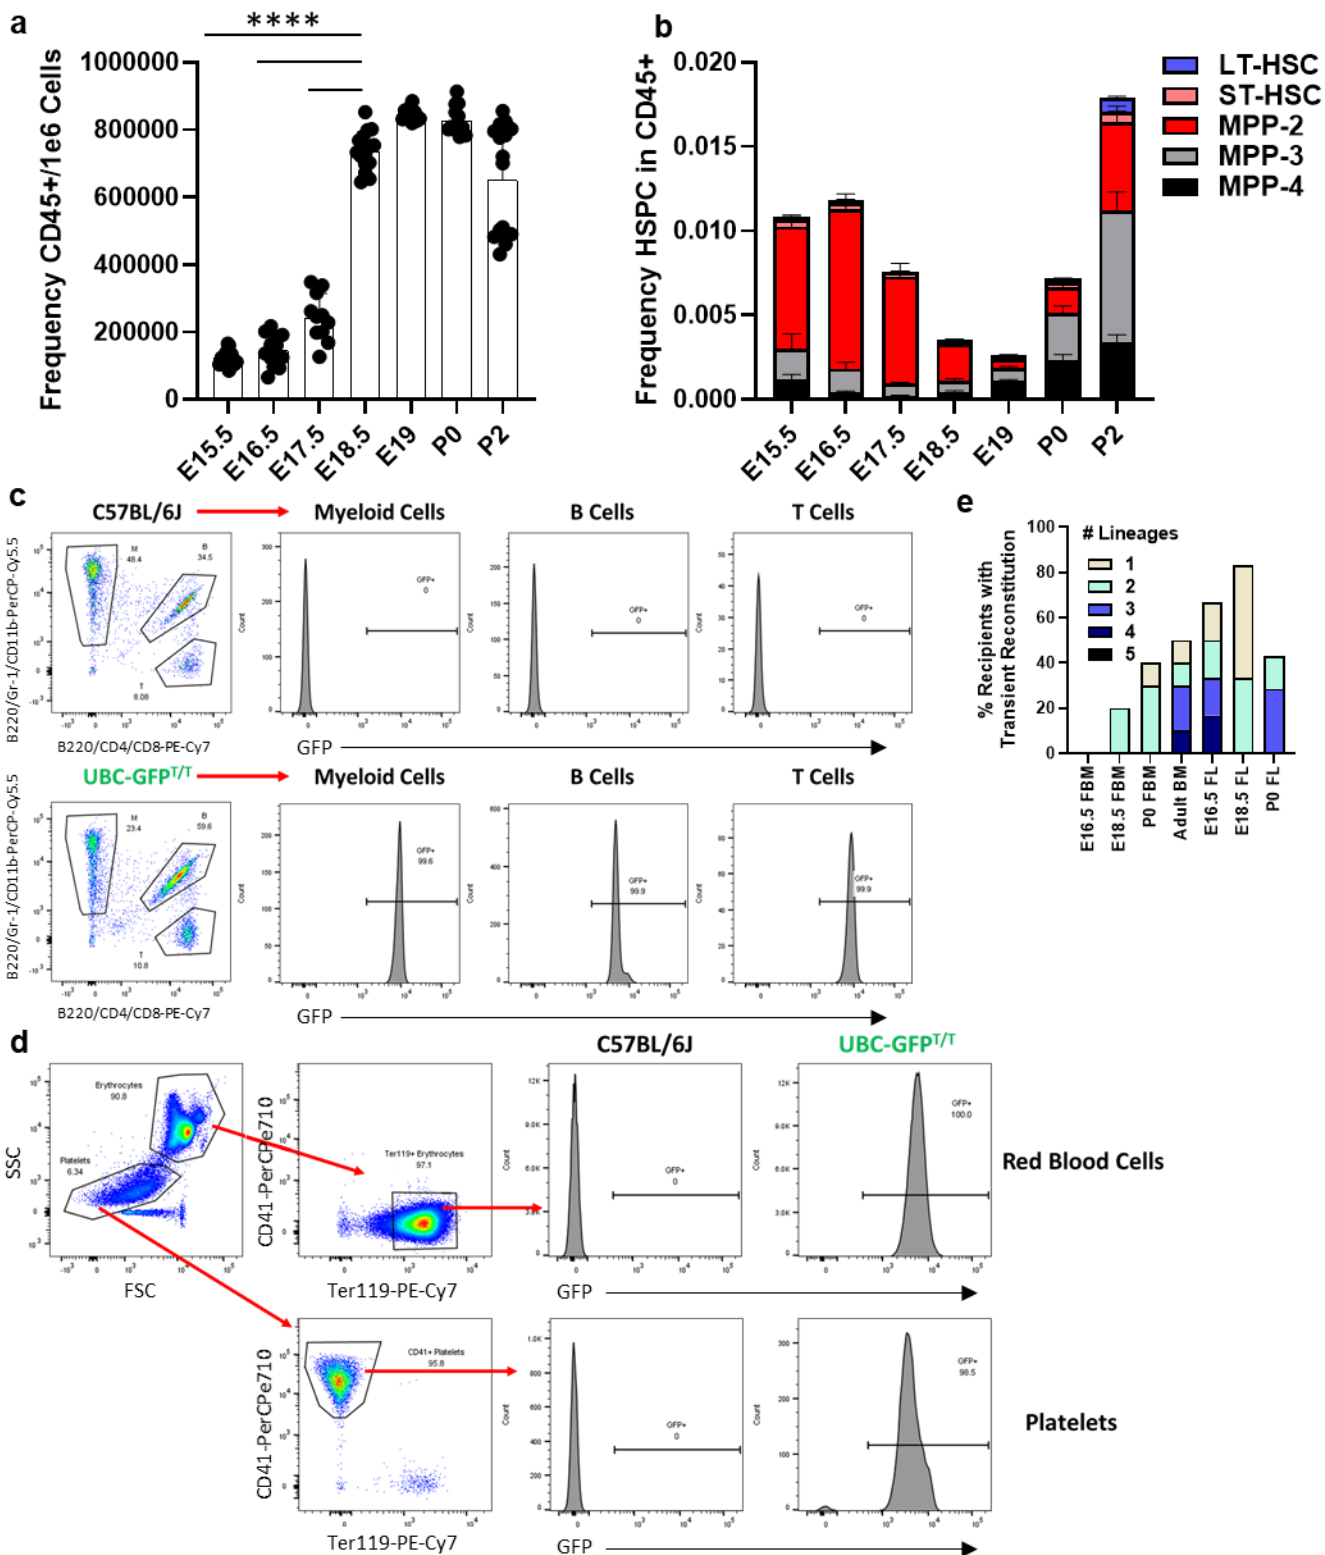

**Supplementary Figure 3 (related to Fig. 3). Changes in blood and HSPC frequencies in perinatal BM, and PB characterization of *UBC-GFP* mice.** The frequency of (a) CD45<sup>+</sup> cells in the bone marrow or (b) HSPCs in CD45<sup>+</sup> BM from embryos and neonates (n = 10-16 embryos from 2-3 independent litters). All data represent means  $\pm$  SE. Representation of GFP expression in the (c) myeloid, B cell, T cell, (d) erythrocyte, and platelet PB compartments in C57BL/6J and UBC-GFP<sup>T/T</sup> mice. (e). % Recipients with transient PB donor reconstitution in Fig. 3e-f (n = 5-10 recipients). \*\*\*, P < 0.0001. P-values determined by Mann-Whitney Test, two-tailed. HSPC, hematopoietic stem and progenitor cells; BM, bone marrow; PB, peripheral blood; FL, fetal liver; FBM, fetal BM; HSC, hematopoietic stem cell; LT-HSC, long-term HSC; ST-HSC, short-term HSC; MPP, multipotent progenitor. Source data are provided in the Source Data File.

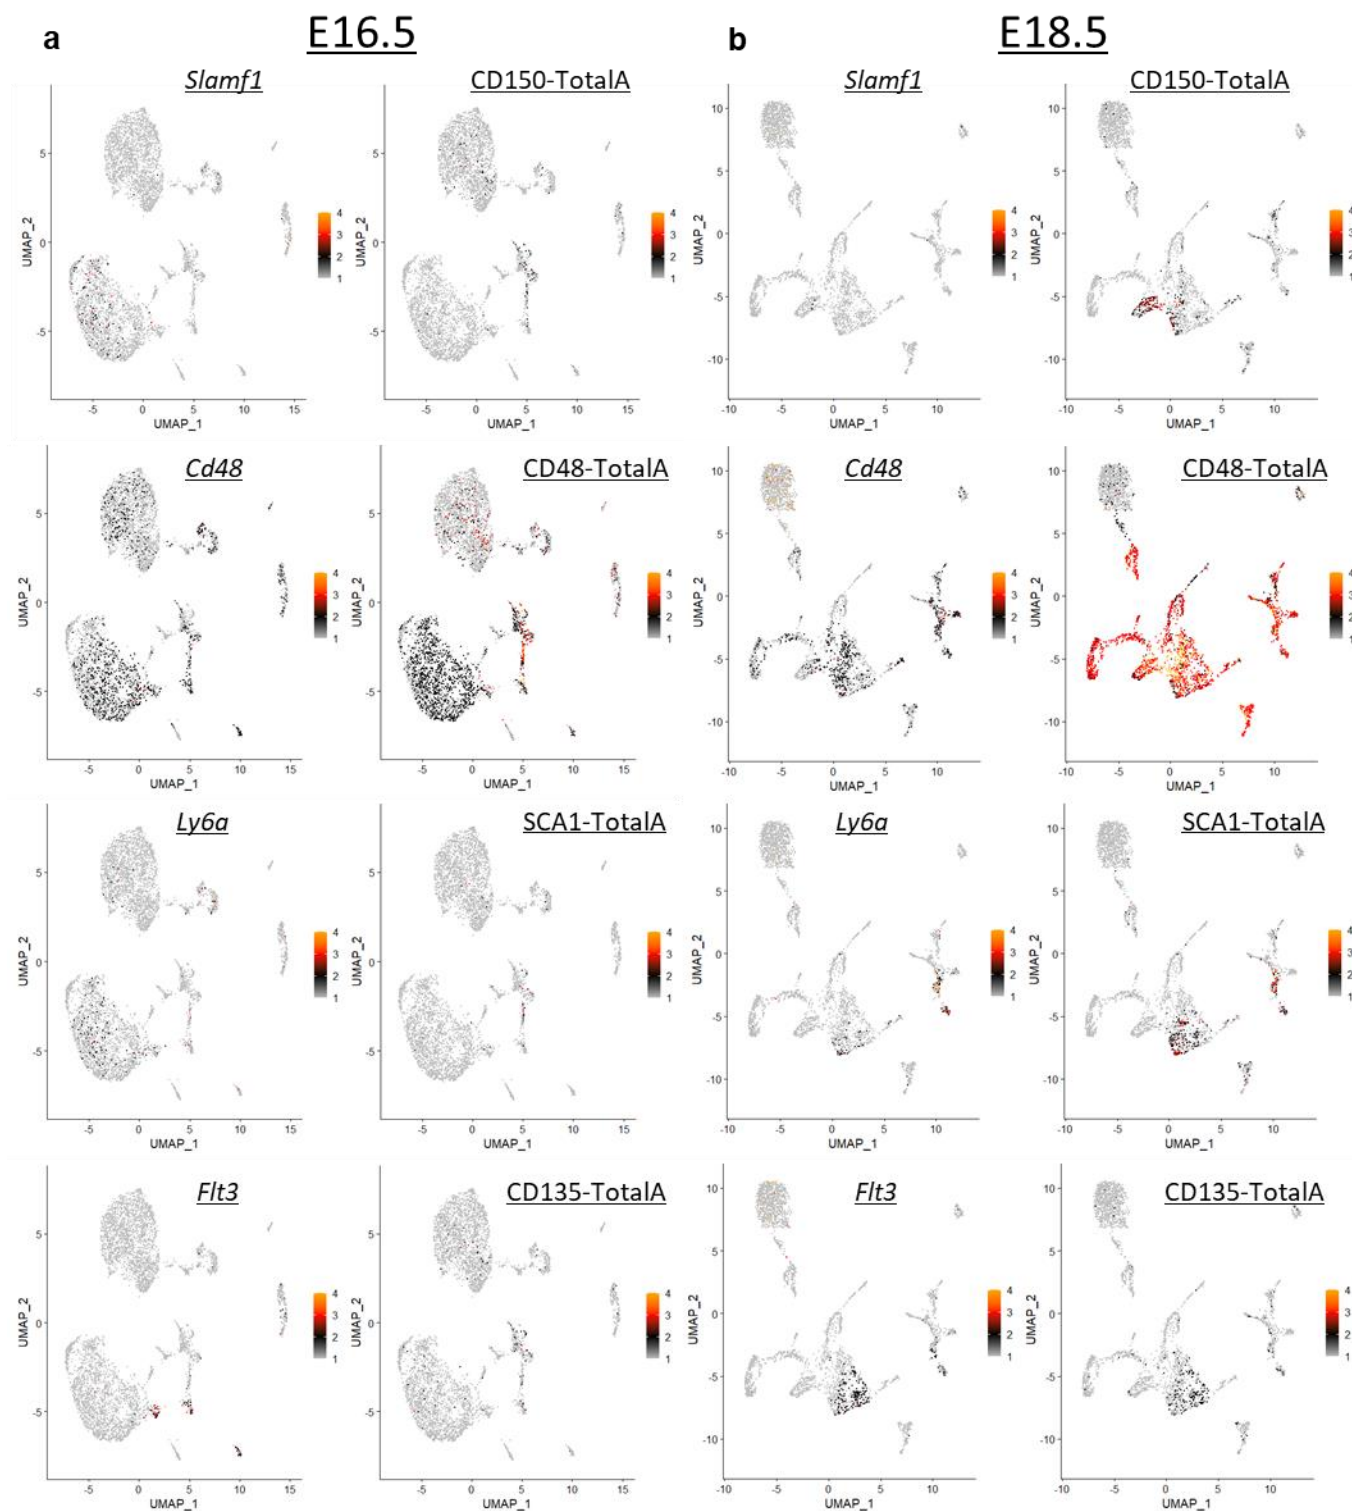

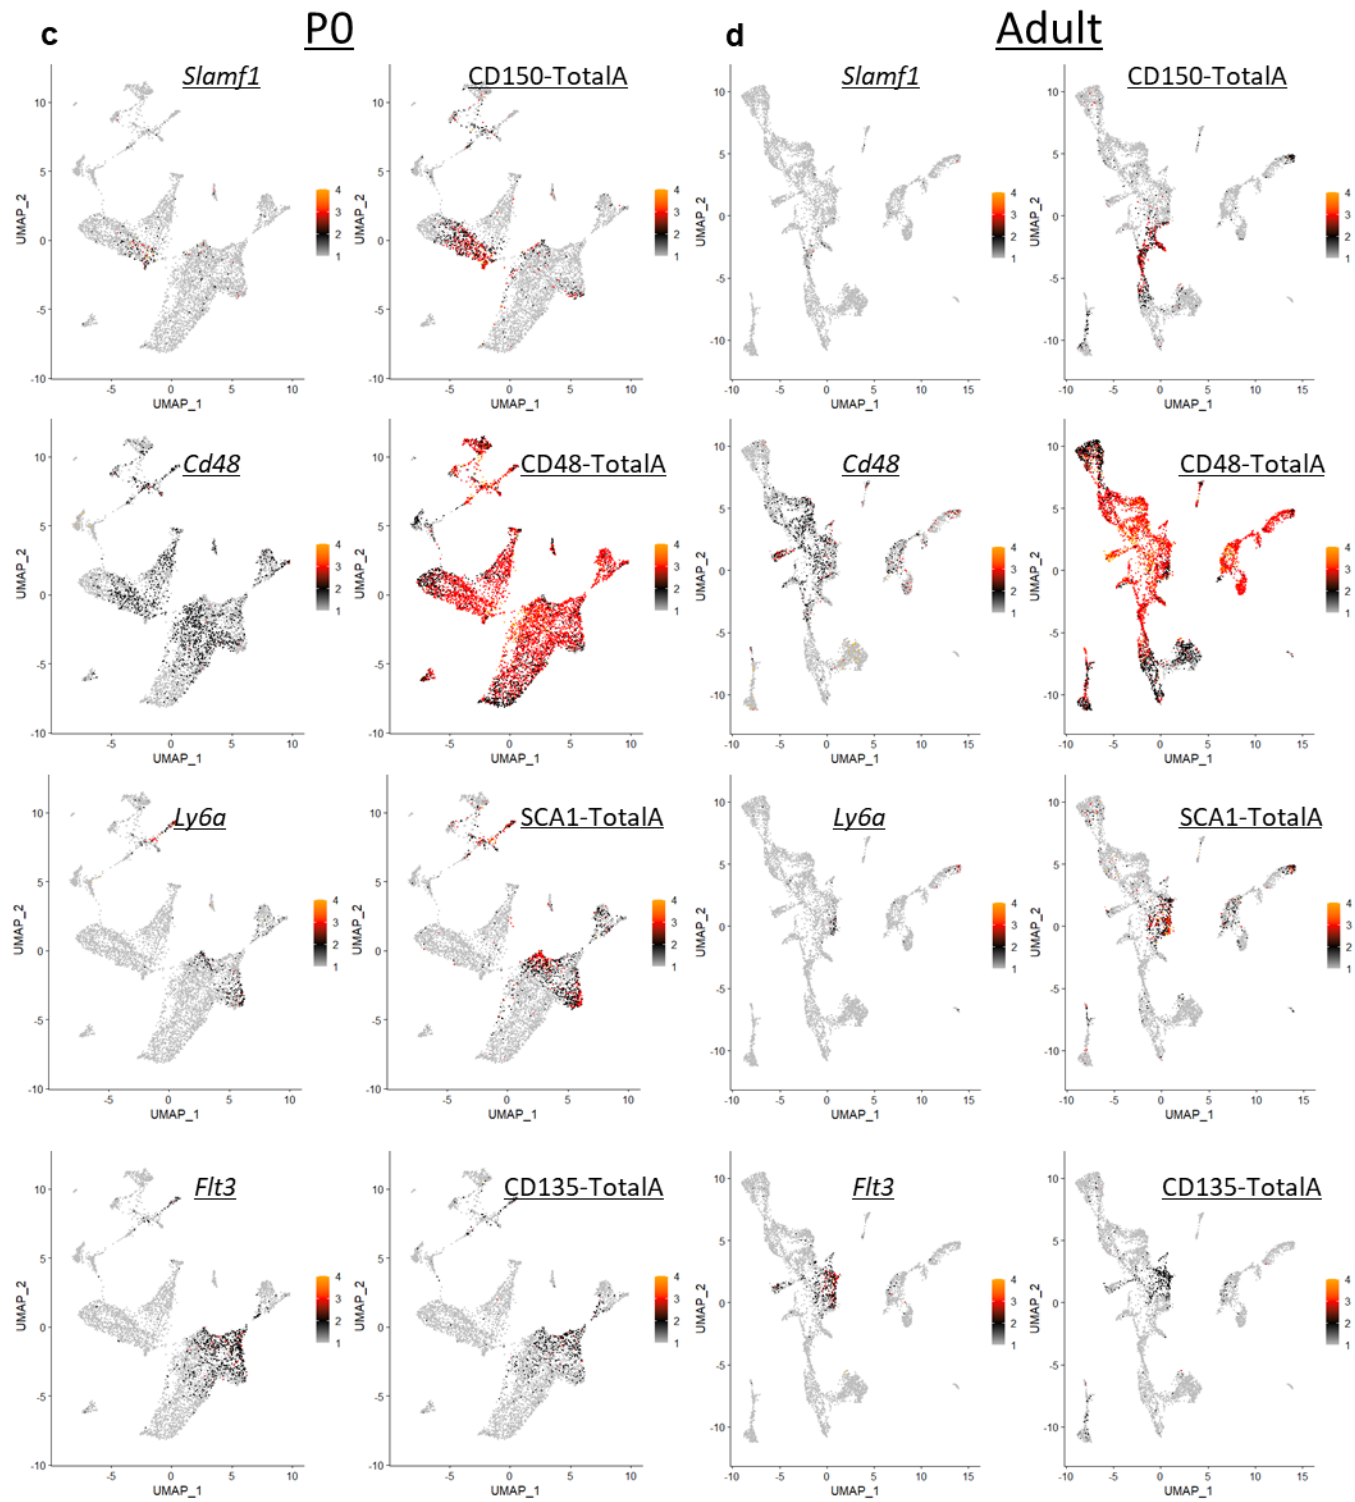

E16.5

e

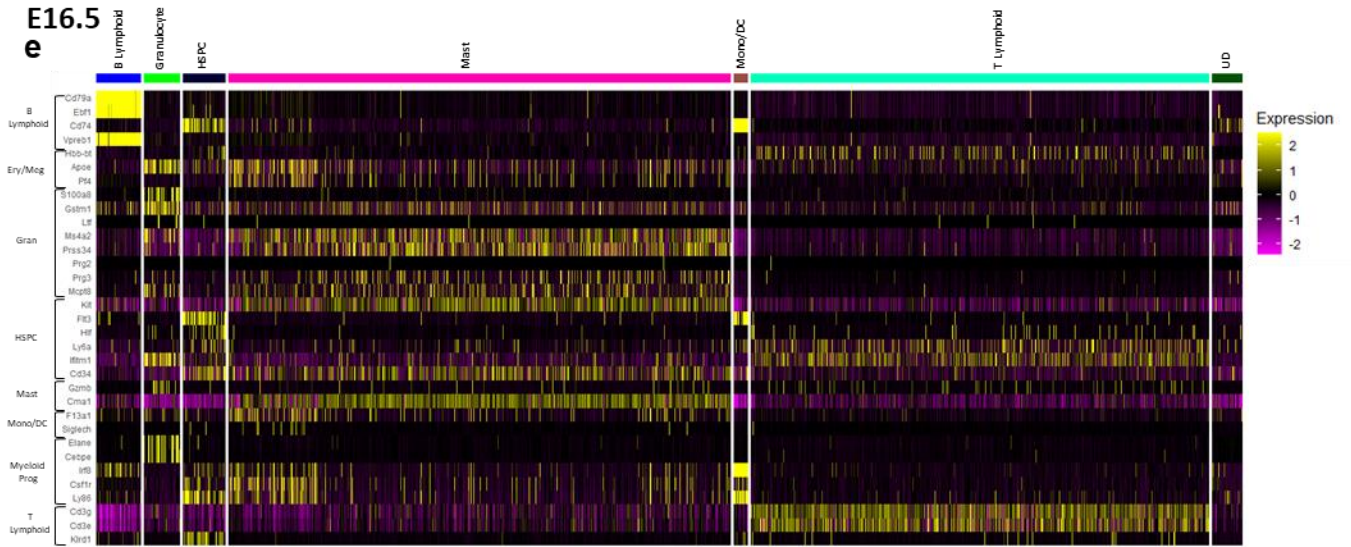

f

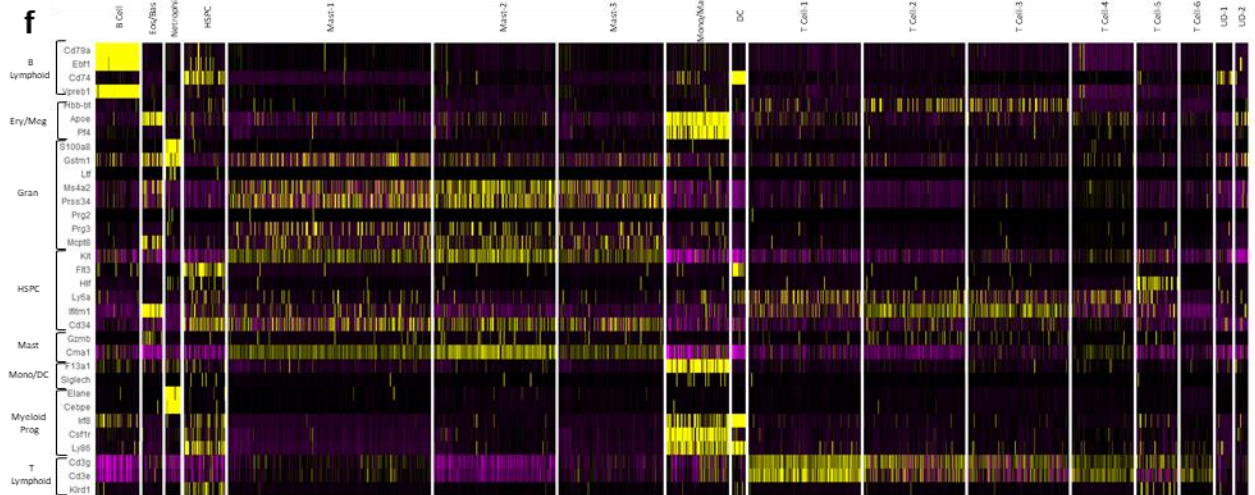

g

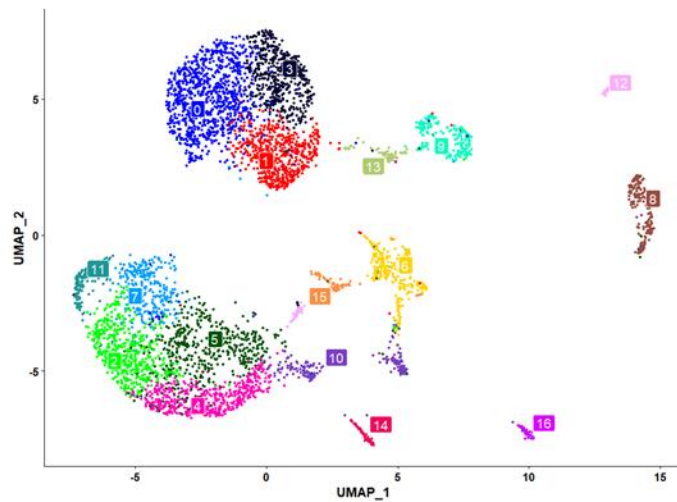

- 0, Mast-1
- 1, Mast-2
- 2, T Cell-1
- 3, Mast-3
- 4, T Cell-2
- 5, T Cell-3
- 6, Mono/Mast
- 7, T Cell-4
- 8, B Cell
- 9, T Cell-5
- 10, HSPC
- 11, T Cell-6
- 12, Eos/Bas
- 13, UD-1
- 14, Neutrophil
- 15, UD-2
- 16, DC

h

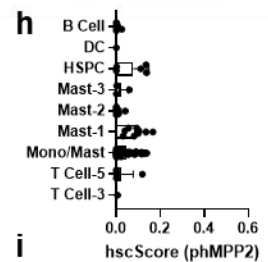

i

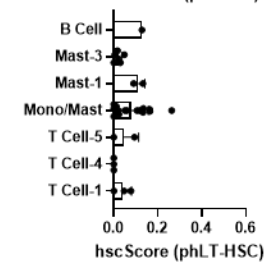

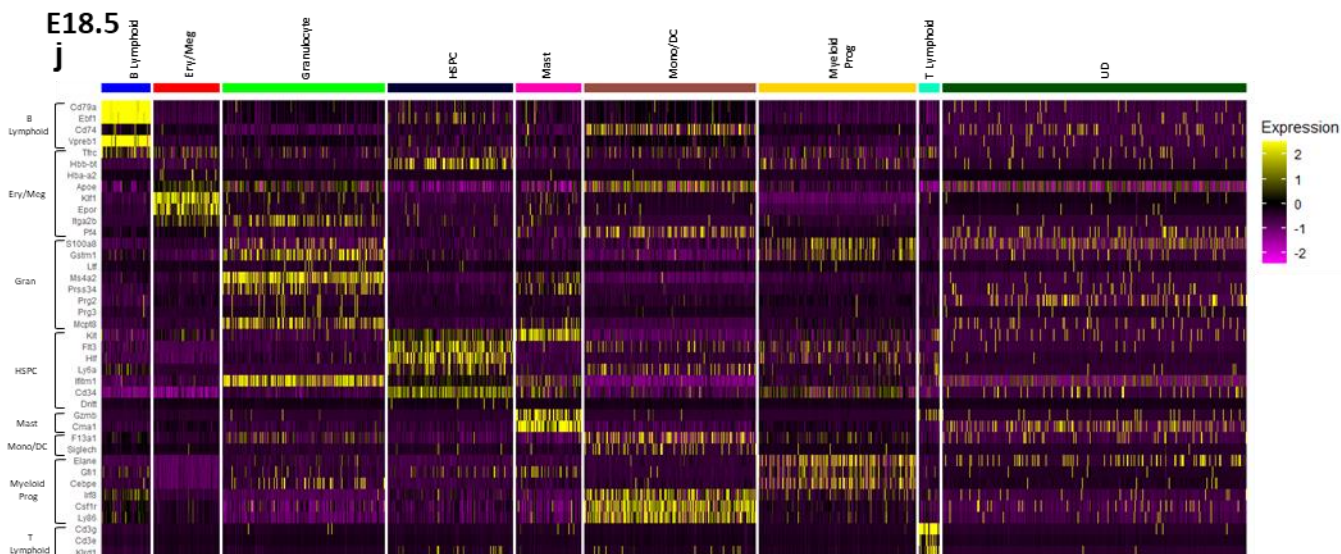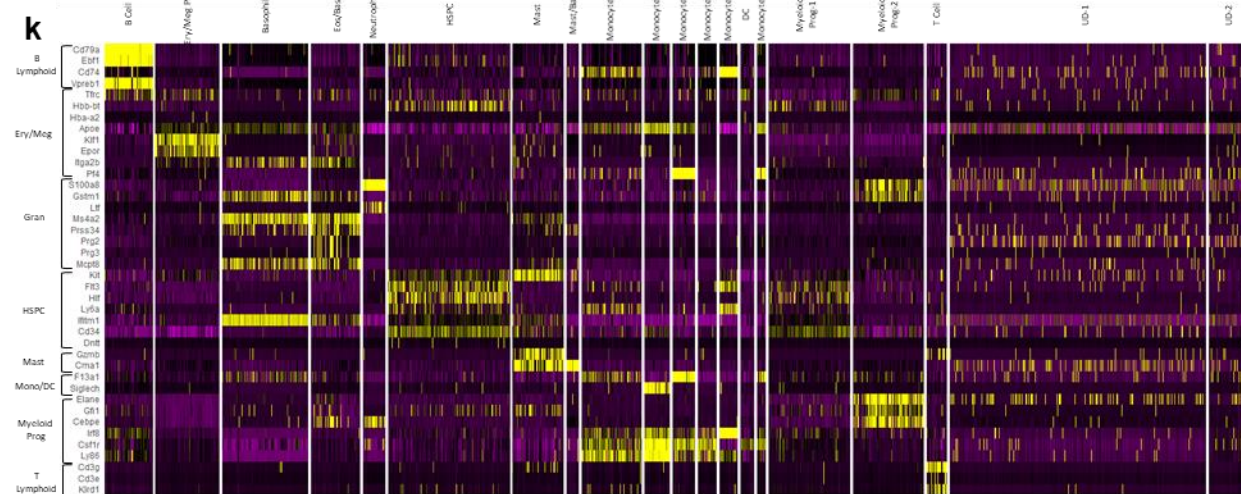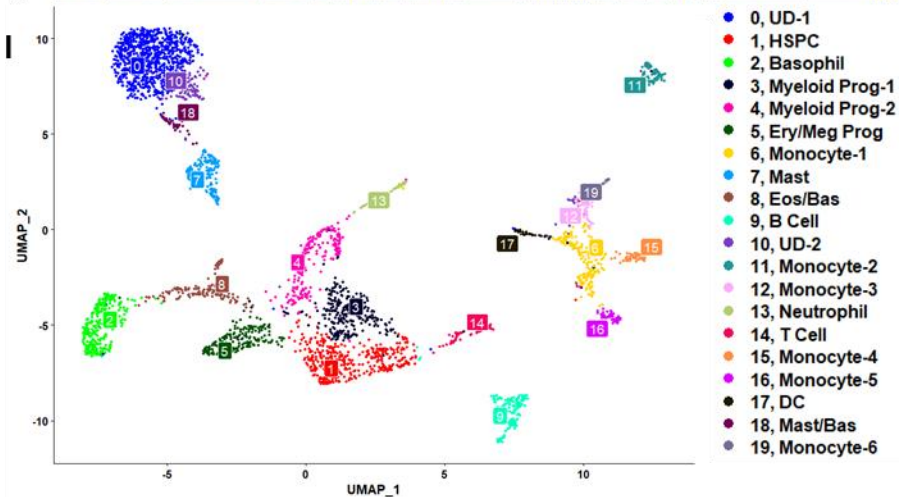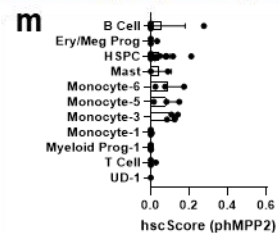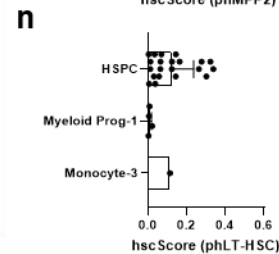

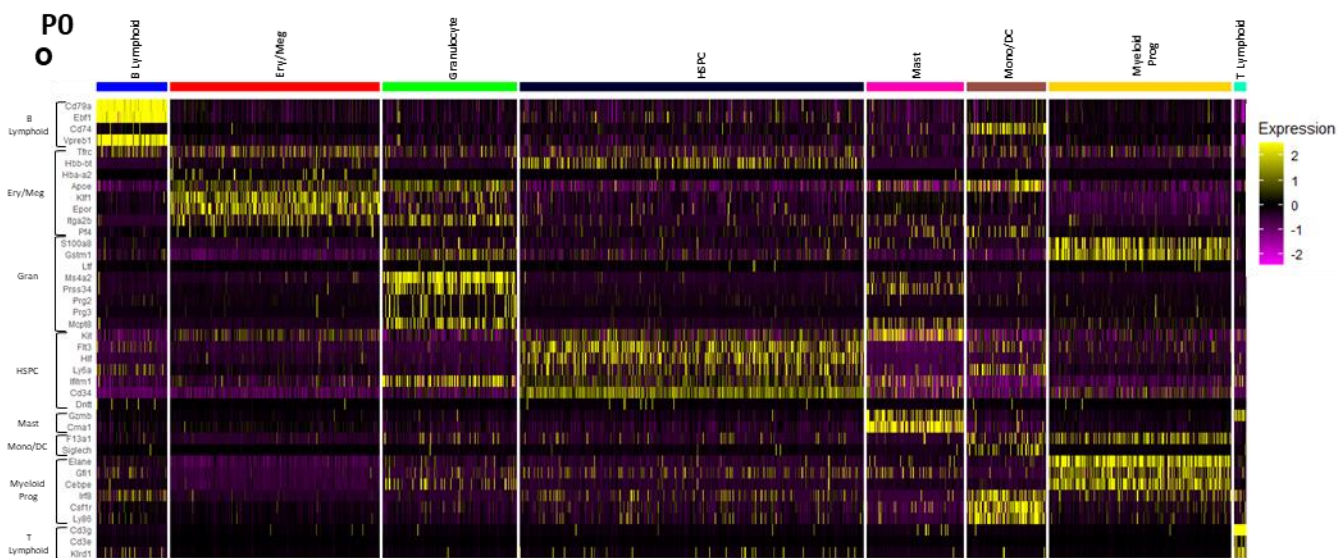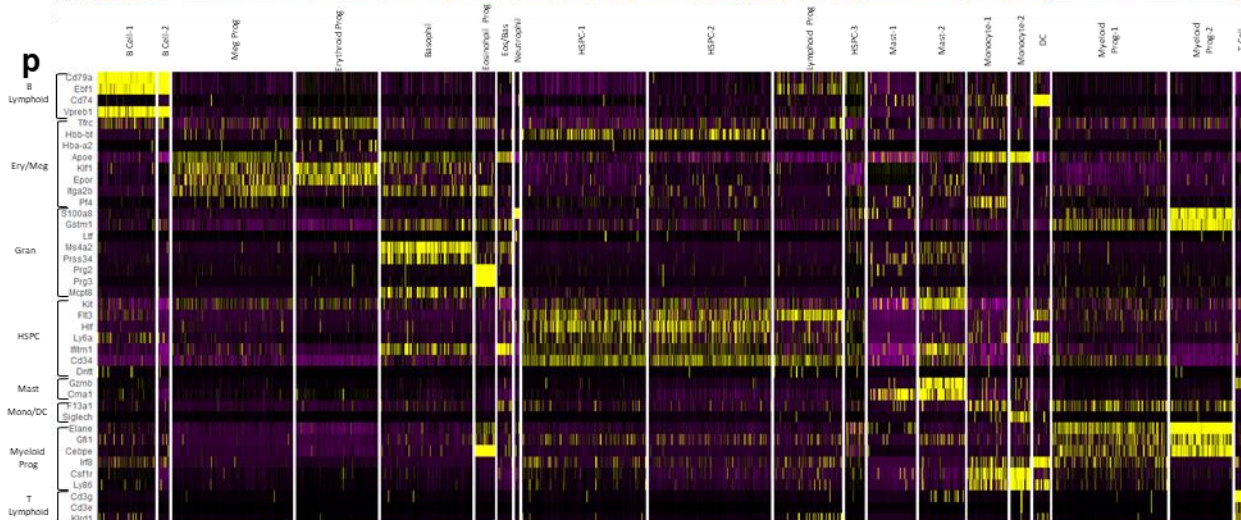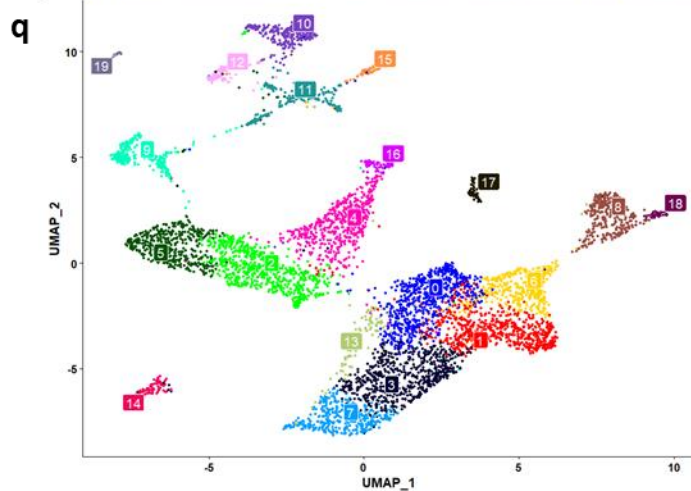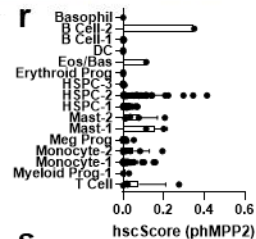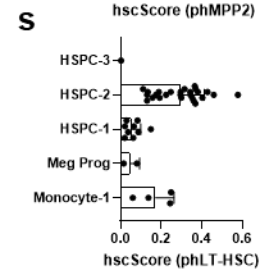

# Adult

t

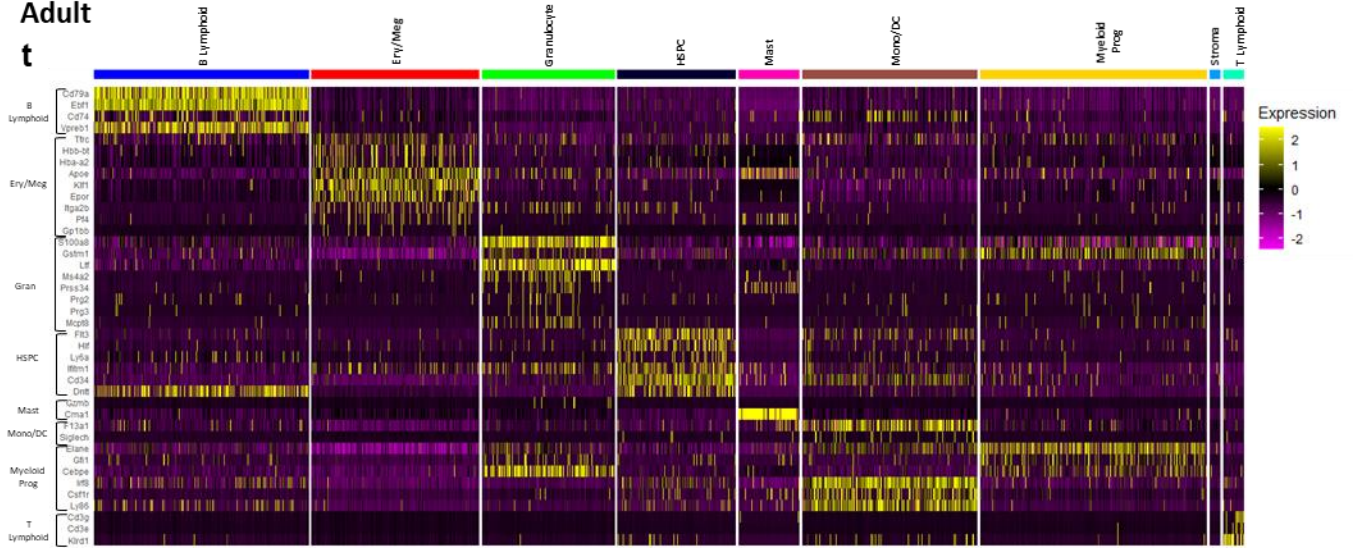

u

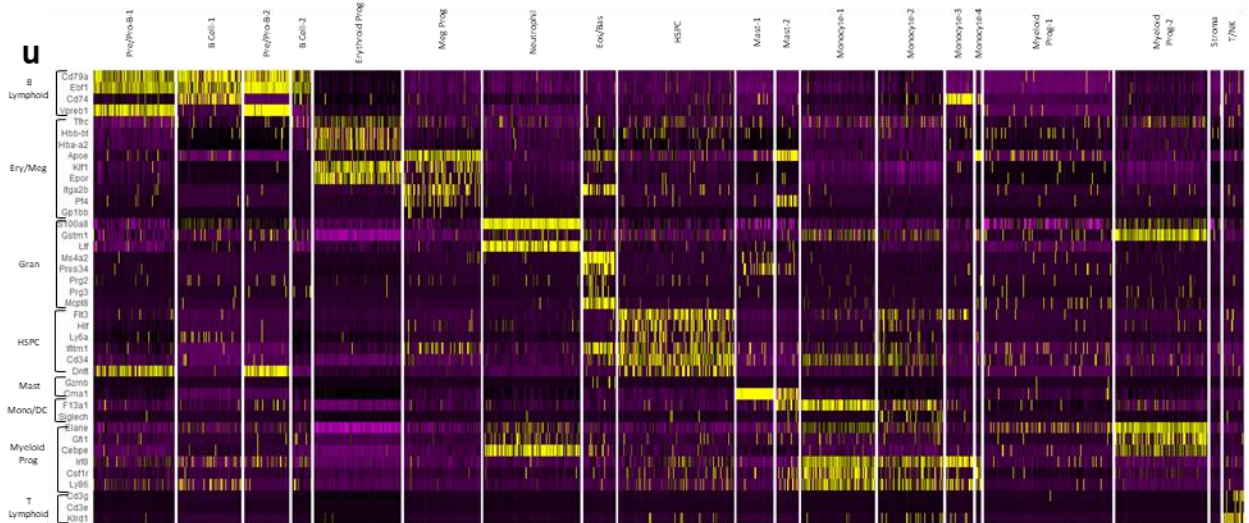

v

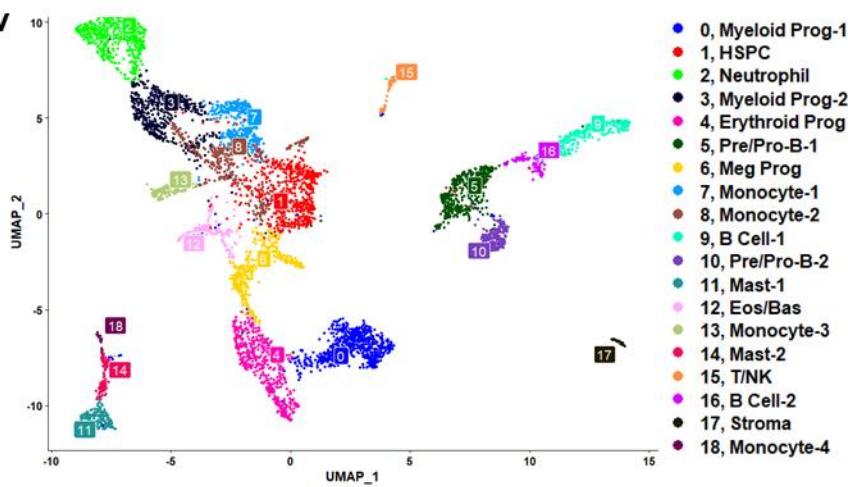

w

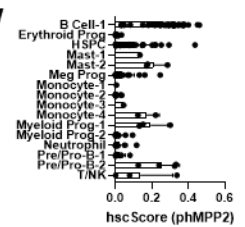

x

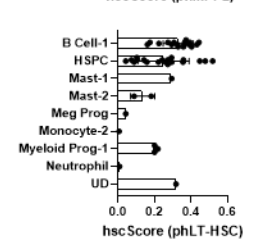

**Supplementary Figure 4 (related to Fig. 4). Expression of CITE-Seq and lineage markers for hematopoietic populations.** a-d. Detection of CITE-Seq antibodies with corresponding mRNA expression across development. e. Heatmap of hematopoietic marker genes for broad populations in E16.5 (e), E18.5 (j), P0 (o), and Adult (t) BM HPs. Heatmap of hematopoietic marker genes in Seurat-defined subclusters in E16.5 (f), E18.5 (k), P0 (p), and Adult (u) FBM HPs. UMAP of Seurat-defined subclusters in E16.5 (g), E18.5 (l), P0 (q), and Adult (v) HPs. hscScore among hematopoietic cells within phMPP2s at E16.5 (h) (n = 1-45 single cells), E18.5 (m) (n = 1-16 single cells), P0 (r) (n = 1-30 single cells), and Adult (w) (n = 1-40 single cells). hscScore among hematopoietic cells within phLT-HSCs at E16.5 (i) (n = 1-16 single cells), E18.5 (n) (1-21 single cells), P0 (s) (1-26 single cells), and Adult (x) (1-19 single cells). HSPC, hematopoietic stem and progenitors; Ery/Meg, erythroid/megakaryocyte; Gran, granulocyte; Mono/DC, monocyte/dendritic cell; Myeloid Prog, myeloid progenitors; UD, undefined; Eos/Bas, eosinophil/basophil; phMPP2; immunophenotypic multipotent progenitor-2; phLT-HSC, immunophenotypic long-term hematopoietic stem cell. Source data are provided in the Source Data File.

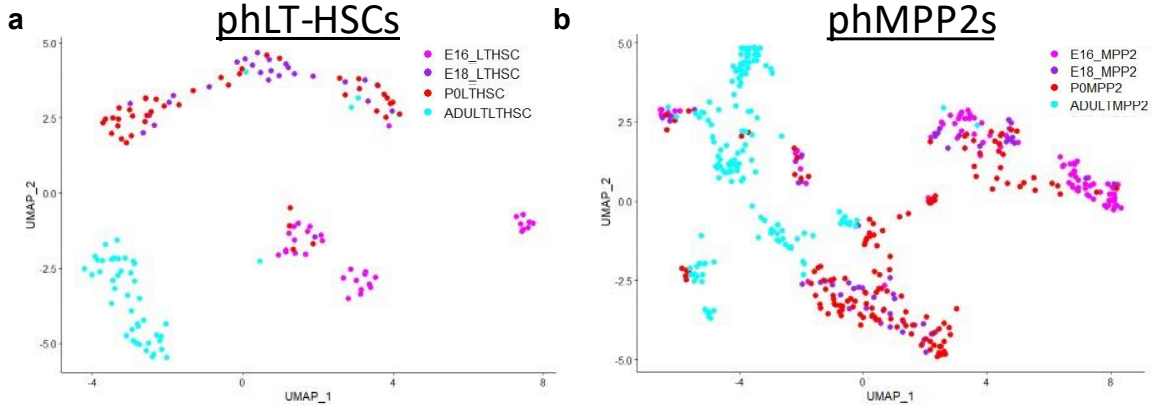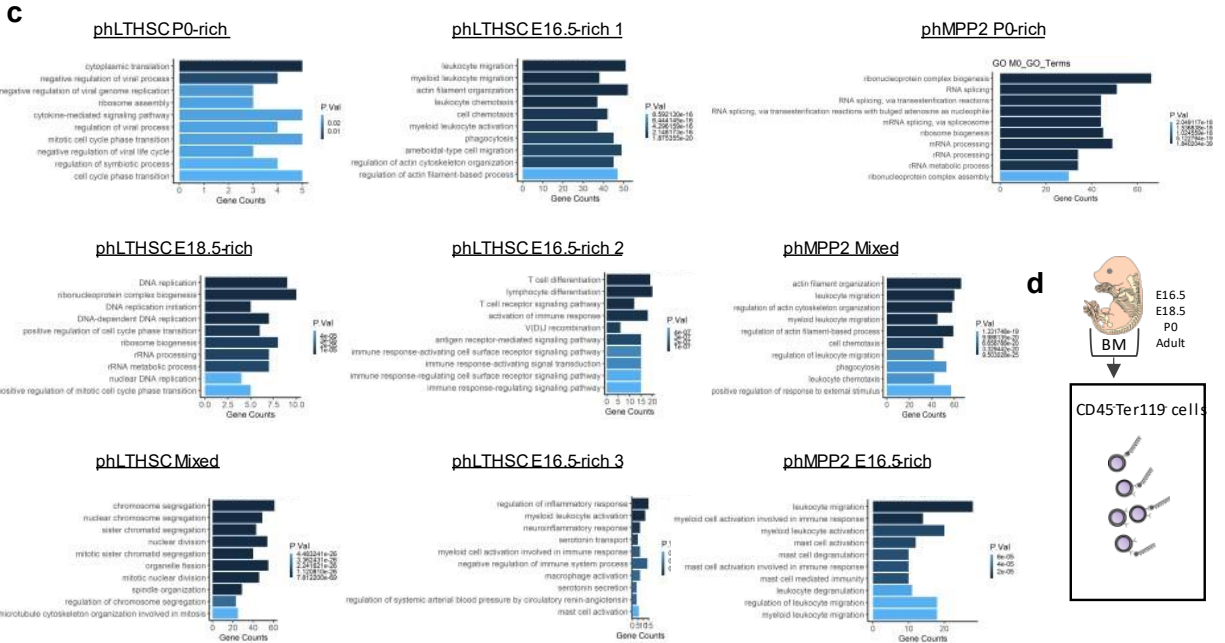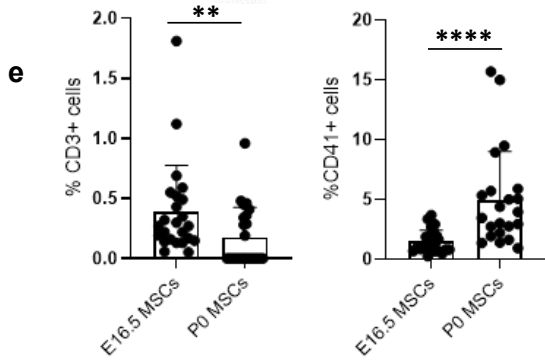

**Supplementary Figure 5 (related to Fig. 5 and 6g). Clustering of CITE-Seq derived phLT-HSCs and phMPP2s across develop, GO terms associated with Fig. 5c and FL LT-HSC/MSC co-culture.** Proportion of (a) phLT-HSCs or (b) phMPP2s at each developmental time-point contributing to each cluster (from Fig. 5a-b). c. GO terms associated with each respective cluster (from Fig. 5a-b). d. Schematic of scRNA-seq of stroma of perinatal and adult BM. e. CD3+ (left, n = 24, P = 0.0047) and CD41+ (right, n = 22-24, P < 0.0001) cell output of E16.5 FL LT-HSCs after co-culture with fetal or neonatal BM MSCs. Data are presented as means  $\pm$  SD. \*\*, P < 0.01; \*\*\*\*, P < 0.0001. P-Values determined by Mann-WhitneyTest, two-tailed. P-Values for GO terms determined by Bonferroni correction. GO, gene ontology; LT-HSC, long-term hematopoietic stem cell; MPP2, multipotent progenitor-2; phLT-HSC, immunophenotypic LT-HSC; phMPP2, immunophenotypic MPP2; BM, bone marrow; MSC, mesenchymal stroma cells. Source data are provided in the Source Data File.

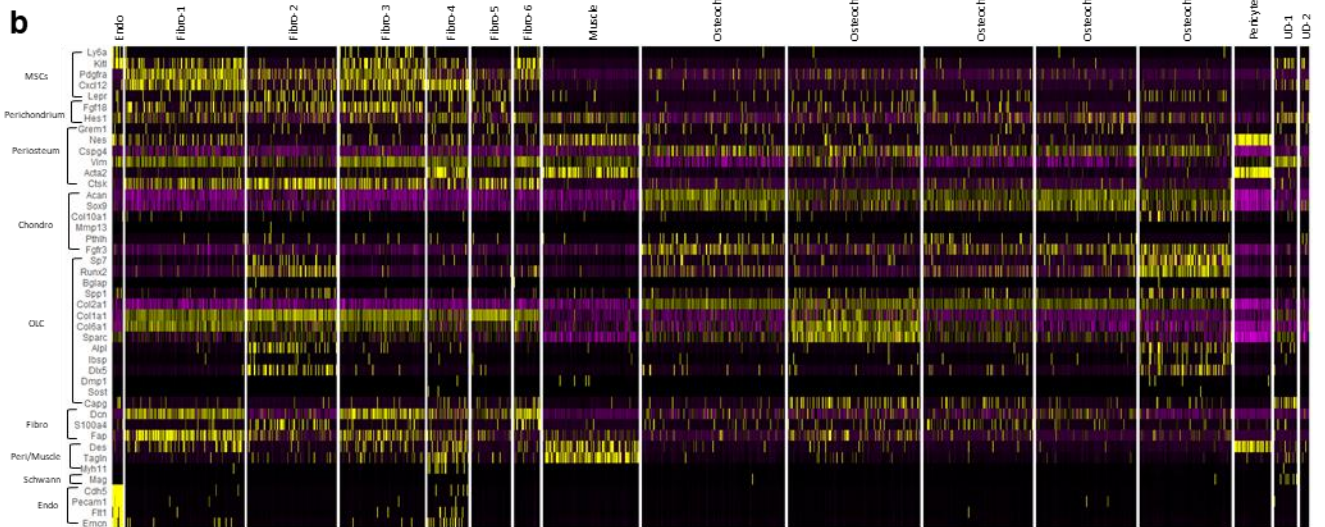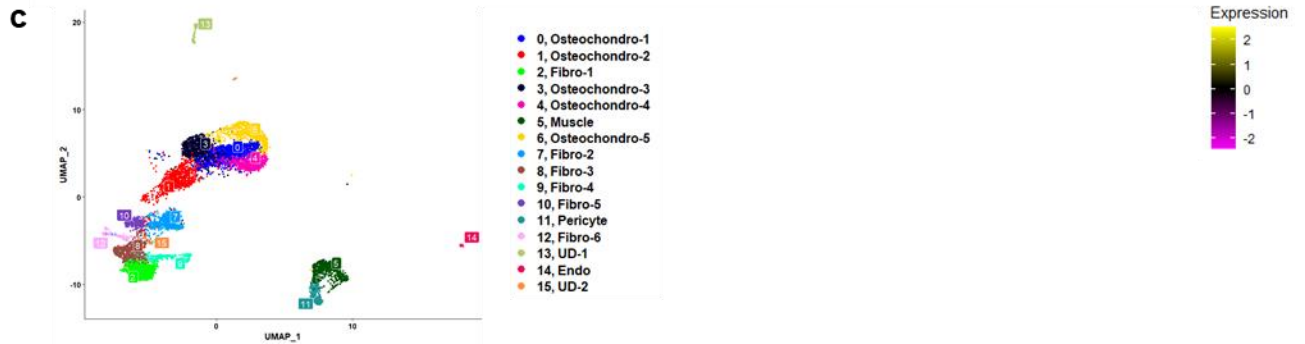

E18.5

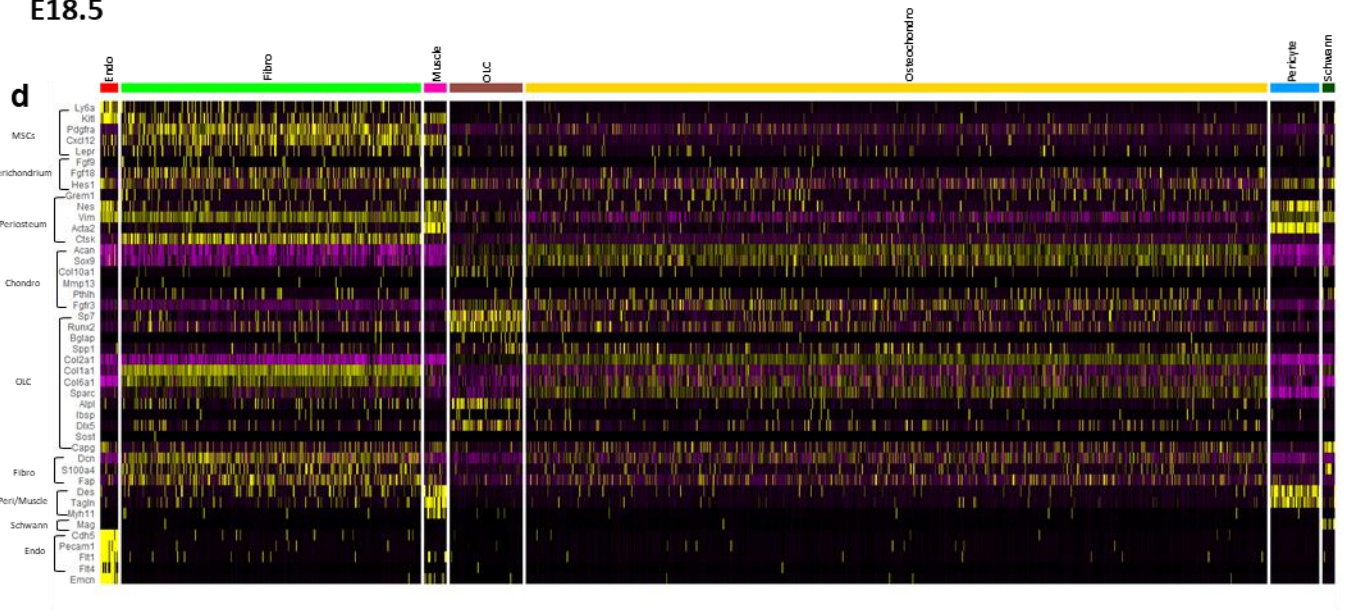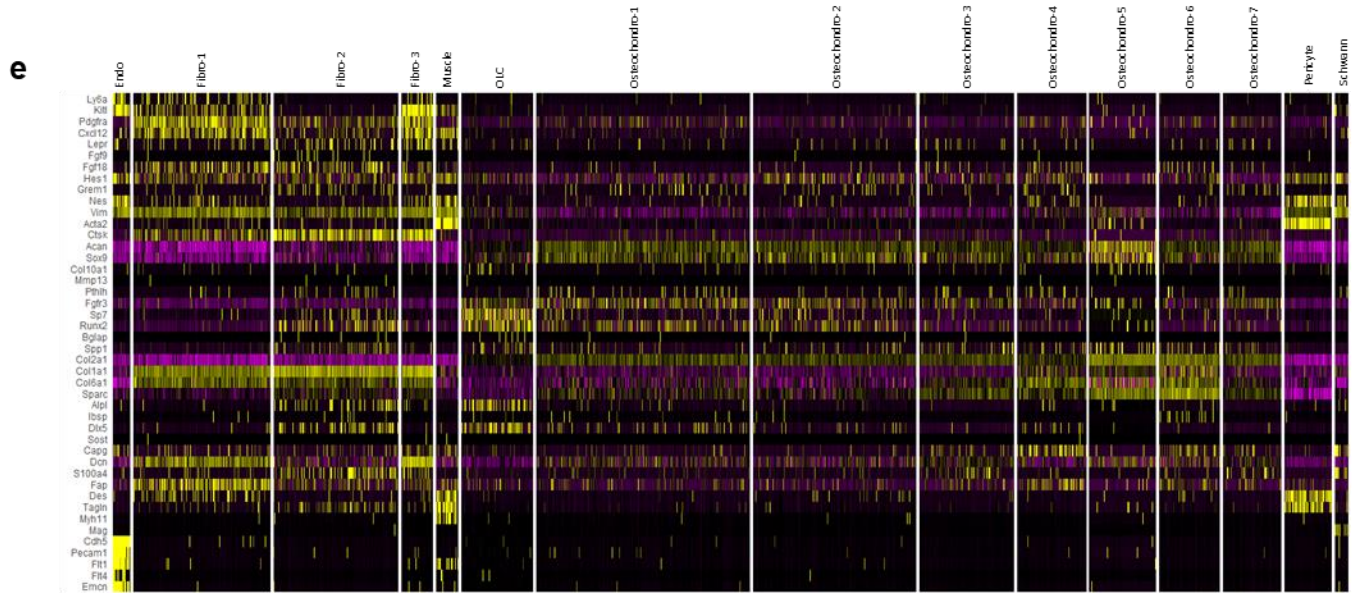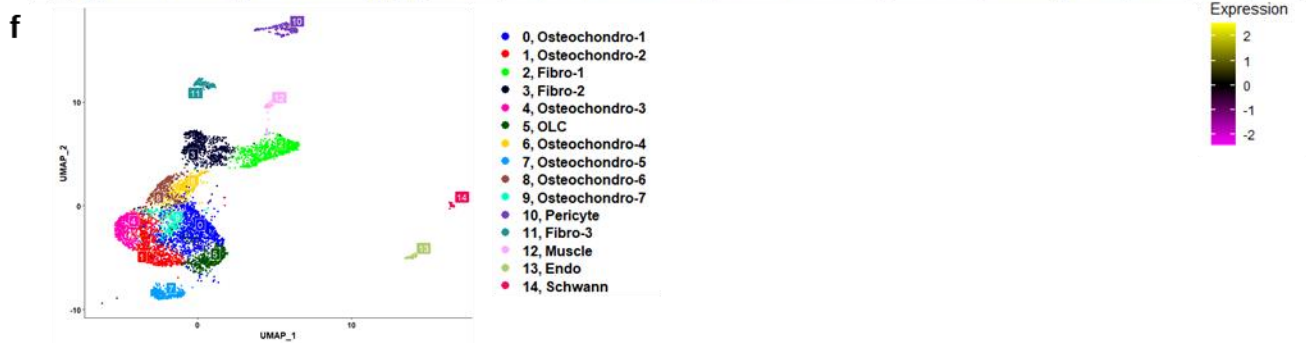

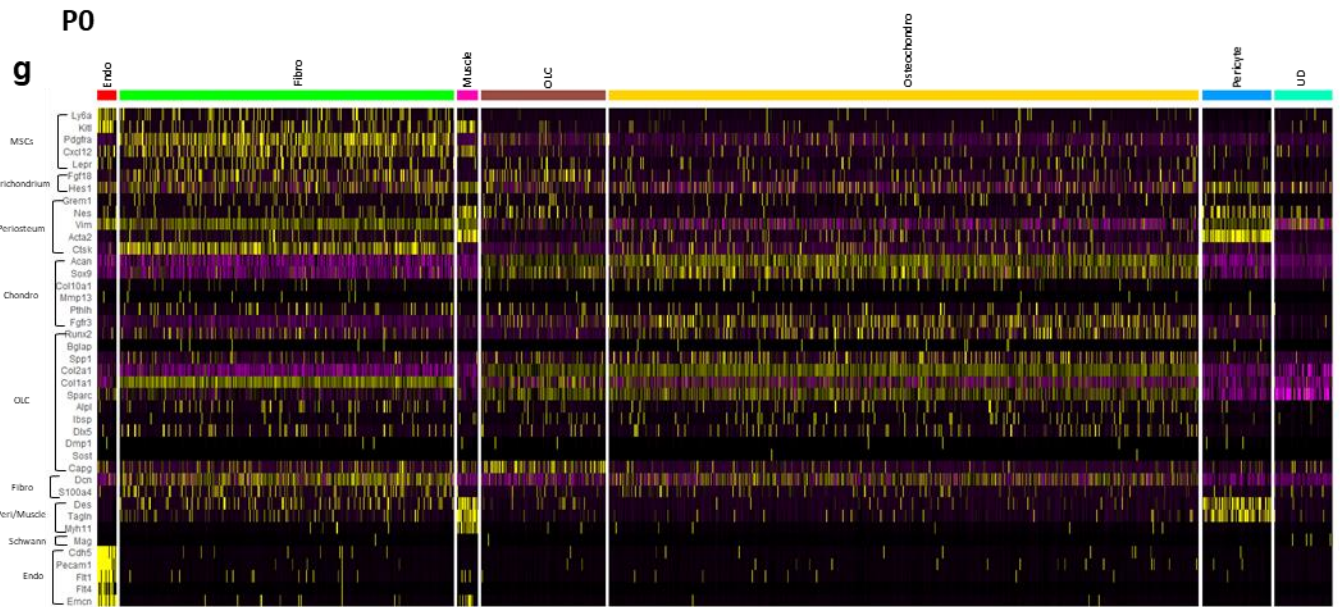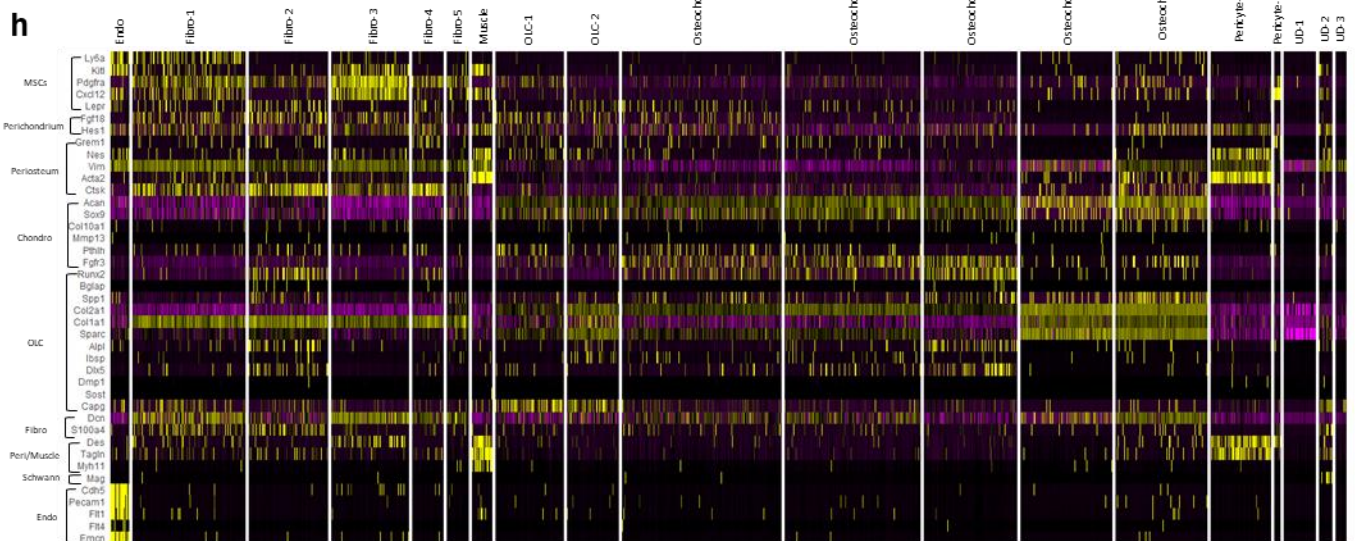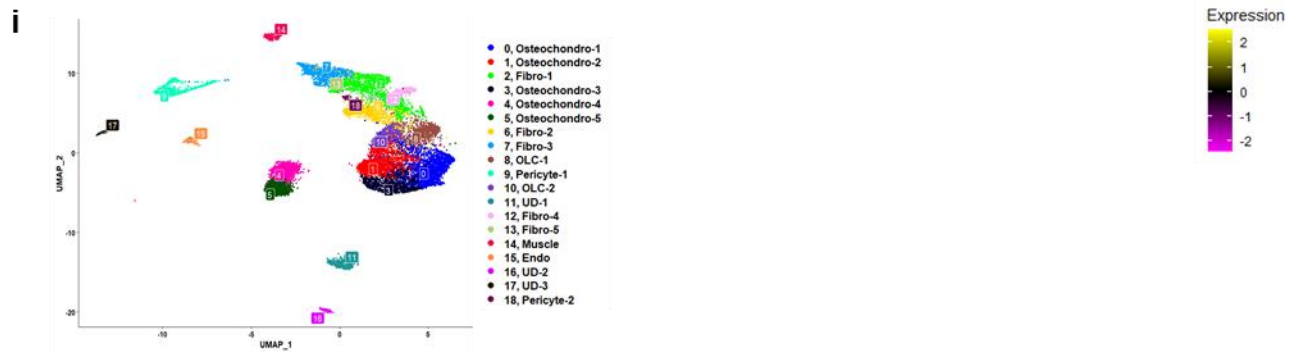

## Adult

j

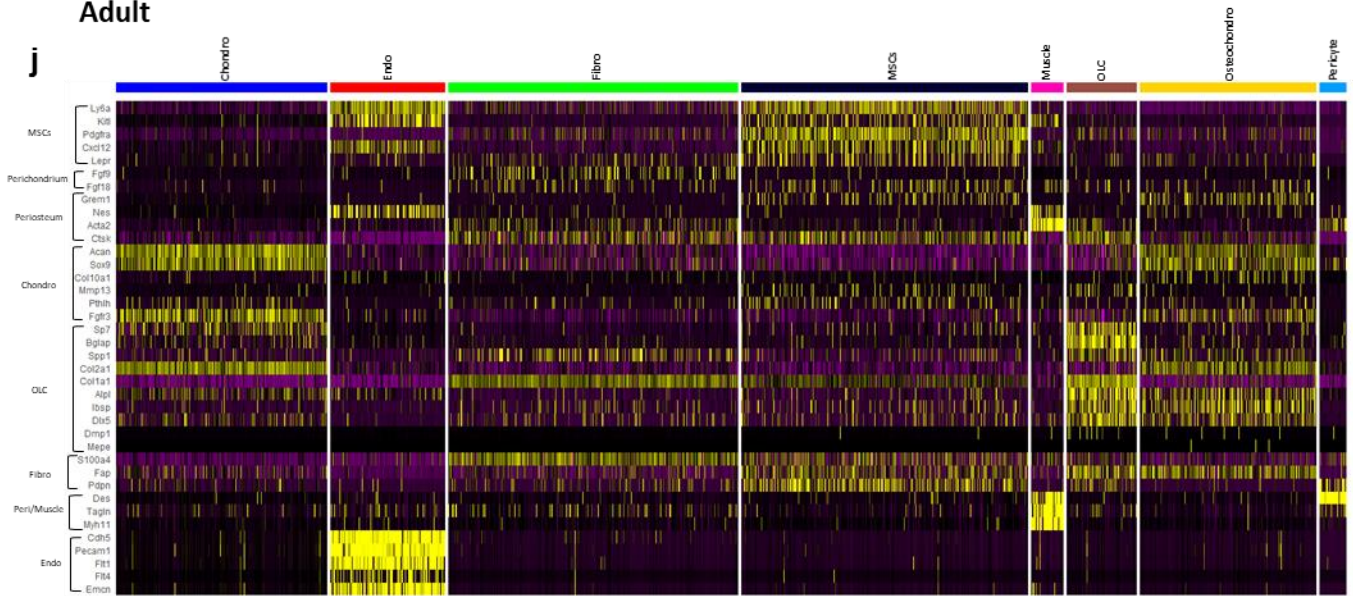

k

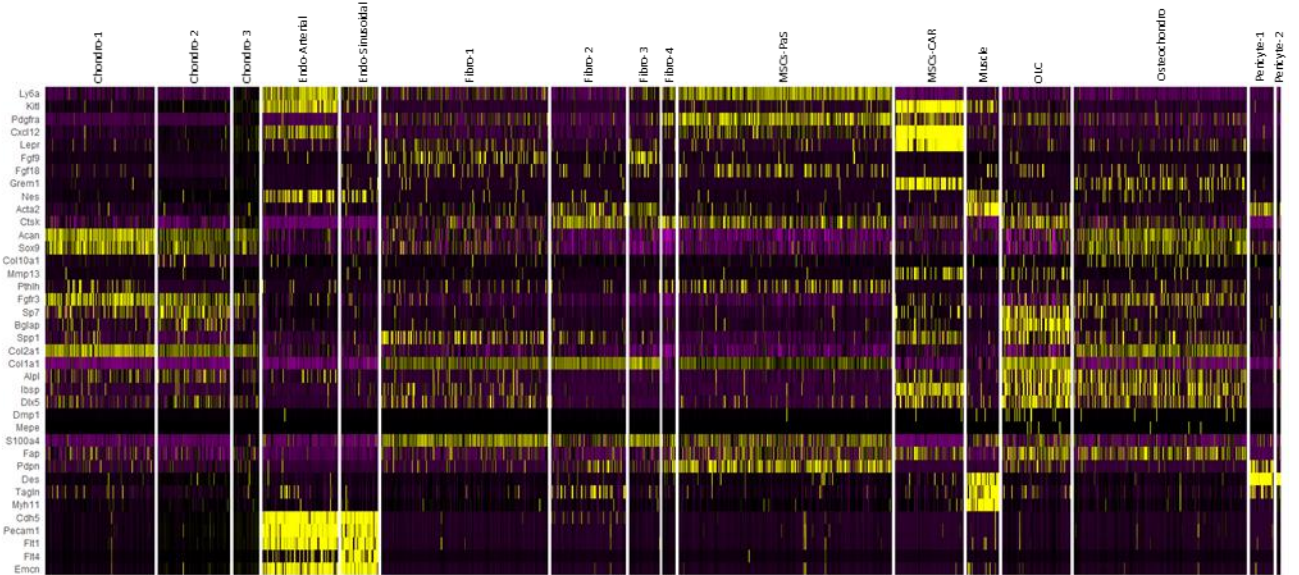

l

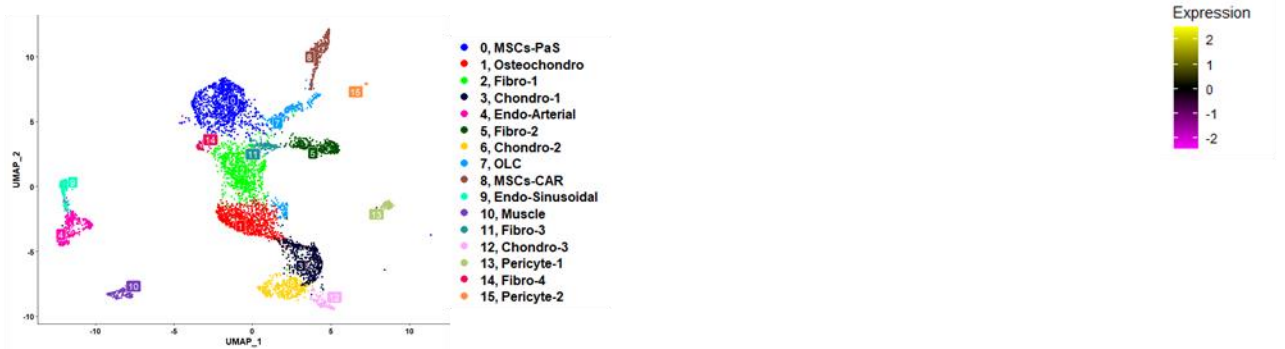

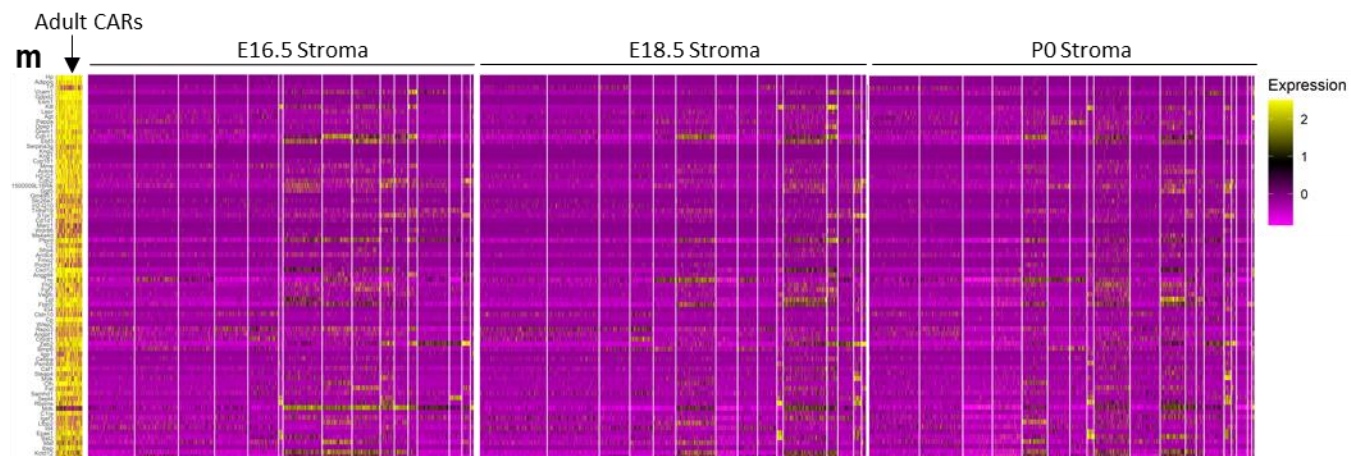

**Supplementary Figure 6 (Related to Fig. 7). Expression of lineage markers for BM stroma populations and the lack of a defined CAR cell population in the perinatal BM.** Heatmap of stroma marker genes for broad populations in E16.5 (a), E18.5 (d), P0 (g), and Adult (j) BM stroma. Heatmap of stroma marker genes in Seurat-defined subclusters in E16.5 (b), E18.5 (e), P0 (h), and Adult (k) FBM stroma. UMAP of Seurat-defined subclusters in E16.5 (c), E18.5 (f), P0 (i), and Adult (l) HPs. m. Expression of an adult CAR signature within different cell types across development. Endo, endothelial; Fibro, fibroblast; Osteochondro, osteochondroprogenitor; UD, undefined; CAR, CXCL12-abundant reticular cells; MSCs, mesenchymal stem cells; MSCs-P $\alpha$ S, MSCs-Pdgfra<sup>+</sup>Sca1<sup>+</sup> cells; Chondro, chondrocyte; OLC, osteolineage cells; Peri, pericytes; BM, bone marrow.

**a**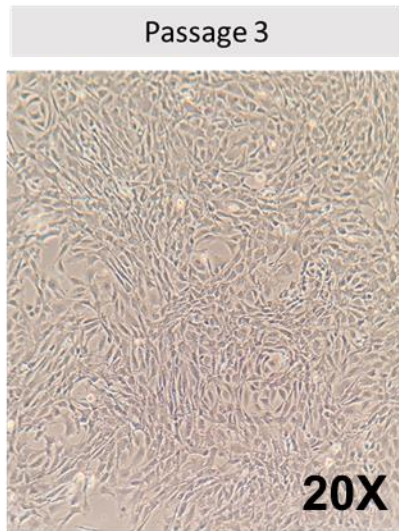**b**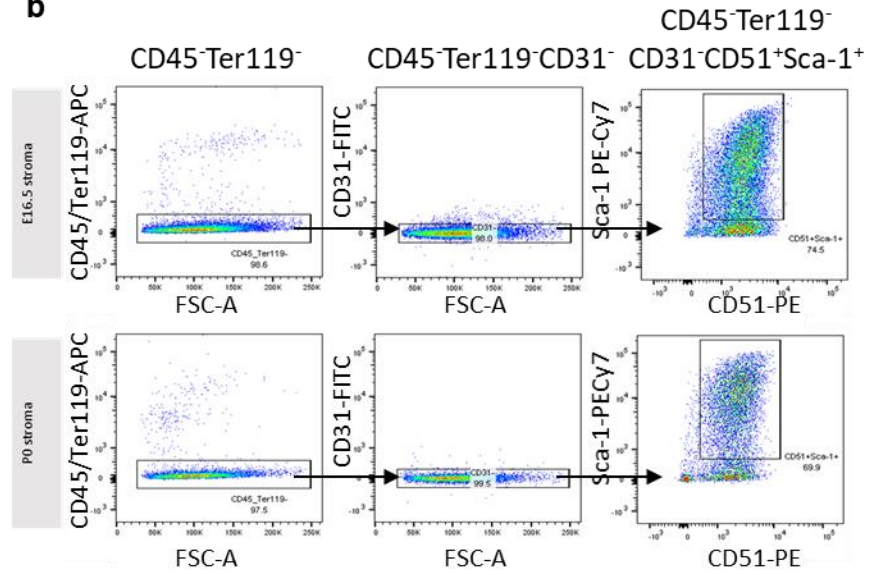**c**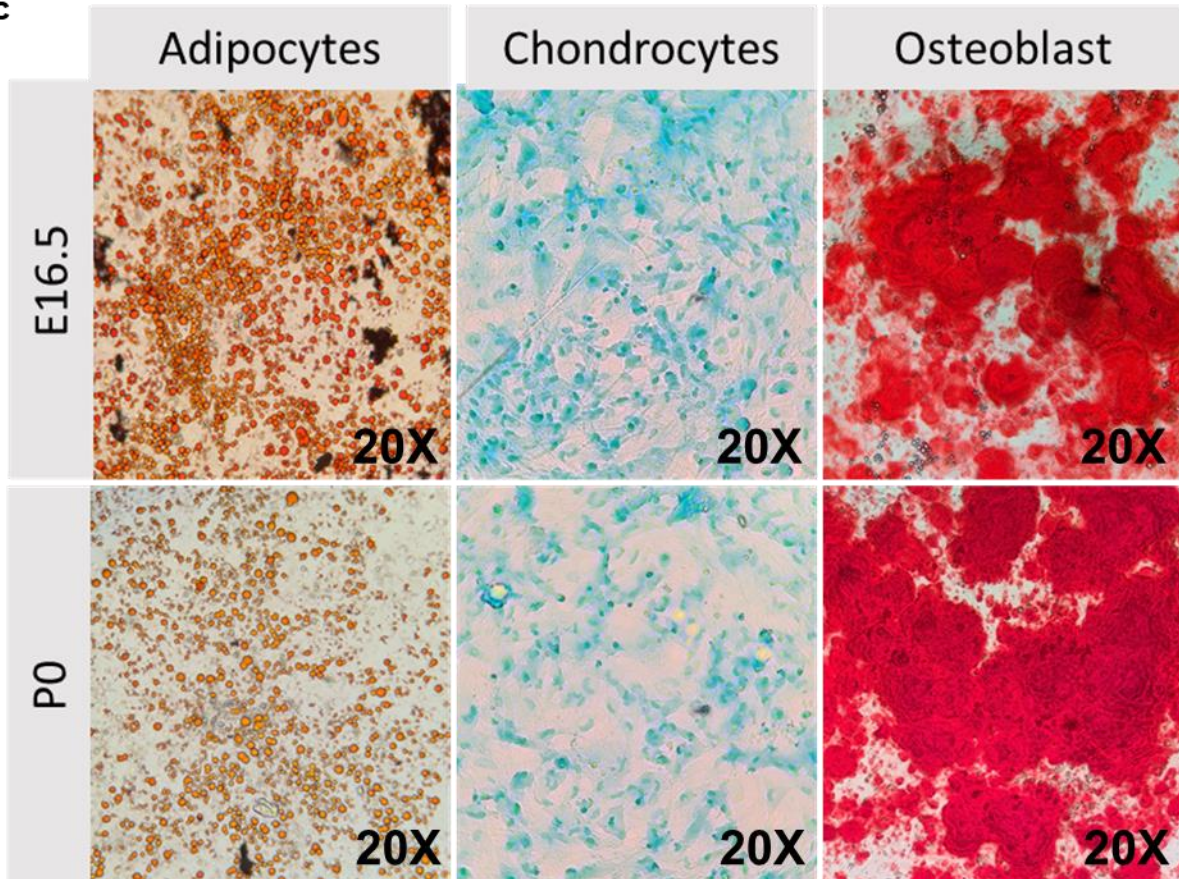

**Supplementary Figure 7 (Related to Fig. 7). E16.5 and P0 FBM stroma co-culture.** a. Representative images of expanded E16.5 and P0 CD45<sup>-</sup>Ter119<sup>-</sup> bone marrow cultures from 3 independent experiments. b. Representative flow plots showing an enrichment for MSCs in expanded E16.5 and P0 stroma cultures from 5 independent experiments. c. Representative images of the differentiation potential of expanded E16.5 and P0 CD45<sup>-</sup>Ter119<sup>-</sup> bone marrow expanded cultures (passage 2-3) from 3 independent experiments. All images are at 20X magnification. FBM, fetal bone marrow.

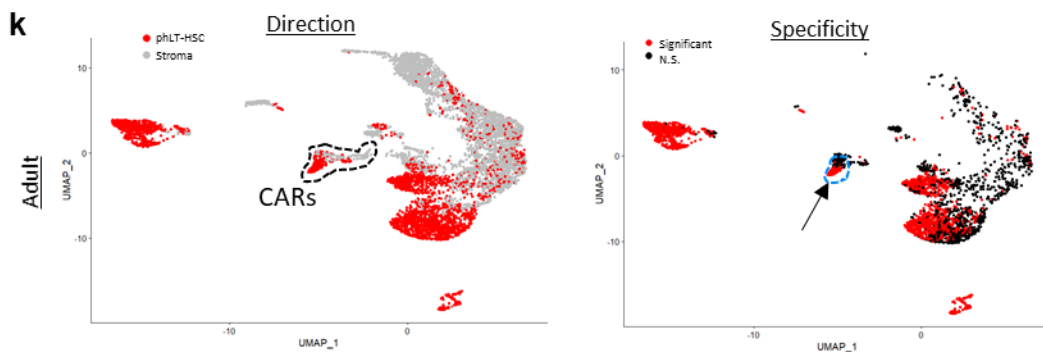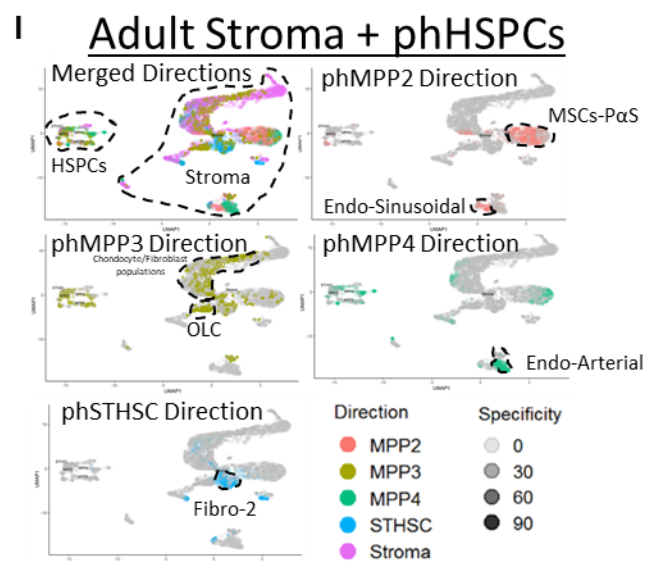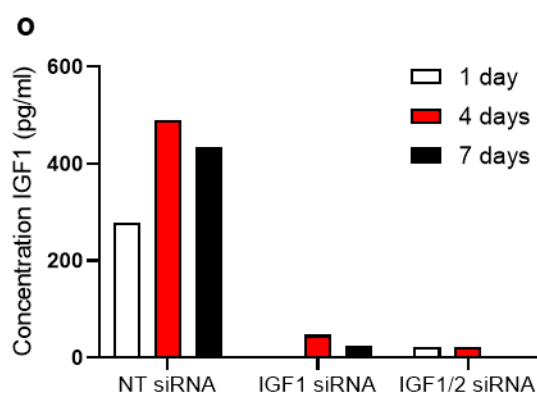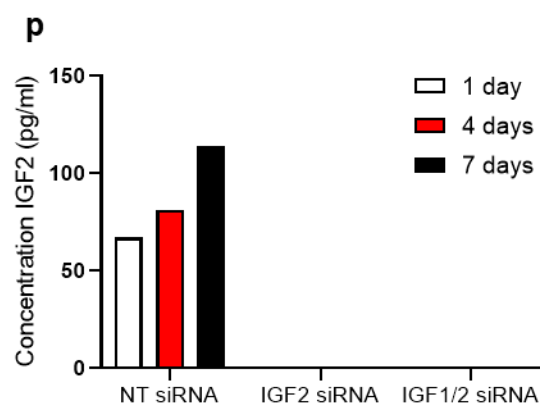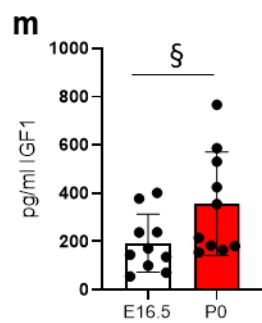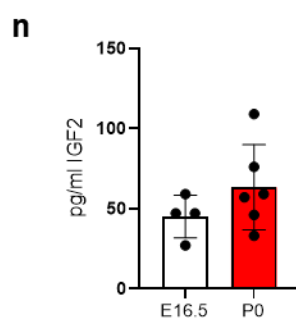

**Supplementary Figure 8 (Related to Fig. 8). Identification of the putative physical niches for E16.5, E18.5, and P0 perinatal BM.** RNA-Magnet analysis for stroma cells constituting the phLT-HSC physical niche, including: (a) Direction of cells toward phLT-HSCs (red) or stroma (gray), (b) cells with direction toward phLT-HSCs with significant (red) or not significant (N.S., black) specificity scores, (c) the percentage of each stroma cell type with significant specificity toward phLT-HSCs, (d) clustering of all stroma cells (with phLT-HSCs) that show significant specificity toward phLT-HSCs, and (e) the stroma composition of the predicted niche. RNA-Magnet analysis for stroma cells constituting the phMPP2 physical niche, including: (f) Direction of cells toward phMPP2s (red) or stroma (gray), (g) cells with direction toward phMPP2s with significant (red) or not significant (N.S., black) specificity scores, (h) the percentage of each stroma cell type with significant specificity toward phMPP2s, (i) clustering of all stroma cells (with phMPP2s) that show significant specificity toward phMPP2s, and (j) the stroma composition of the niche. k. Direction and specificity of adult cells toward phLT-HSCs, highlighted the CAR population (encircled in dotted line). l. Direction and specificity of adult cells toward phHSPCs (phST-HSCs, phMPP2s, phMPP3s, phMPP4s). IGF1 (m) (n = 10, P = 0.0524) and IGF2 (n) (n = 4-6) secreted proteins levels on E16.5 and P0 MSCs supernatants. Data are presented as means  $\pm$  SD. §, P < 0.1. IGF1 (o) and IGF2 (p) secreted proteins levels in BM-MSCs one, four and seven days post-treatment with IGF1, IGF2, or control siRNAs. P-Values determined by Mann-WhitneyTest, two-tailed. BM, bone marrow; HSPCs, hematopoietic stem and progenitor cells; LT-HSC, long-term hematopoietic stem cell; ST-HSC, short-term hematopoietic stem cell; MPP, multipotent progenitor; phLT-HSC, immunophenotypic LT-HSC, phST-HSC, immunophenotypic ST-HSC; phMPP2, immunophenotypic MPP2; phMPP3, immunophenotypic MPP3; phMPP4, immunophenotypic MPP4; EC, endothelial cells; Fibro, fibroblast; Osteochondro, osteochondroprogenitor; UD, undefined; OLC, osteolineage cell; Endo-Arterial, arterial endothelial cells; Endo-Sinusoidal, sinusoidal endothelial cells; MSCs, mesenchymal stem cells; CAR, CXCL12-abundant reticular cells; P $\alpha$ S, Pdgfra<sup>+</sup>Sca1<sup>+</sup> cells; NT, non-targeting control. Source data are provided in the Source Data File.

# Supplementary material for: Murine fetal bone marrow does not support functional hematopoietic stem and progenitor cells until birth
**Source:** Nat Commun. 2022 Sep 15;13:5403. doi: 10.1038/s41467-022-33092-4
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

### **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: Genes with myAUC >0.7 for all clusters in each HP and stroma library across development.

File Name: Supplementary Data 2

Description: GO Analyses.

File Name: Supplementary Data 3

Description: Mice, antibodies, Reagents and Kits, Oligonucleotides, Software, and Deposited Data information.

# Supplementary material for: Murine fetal bone marrow does not support functional hematopoietic stem and progenitor cells until birth
**Source:** Nat Commun. 2022 Sep 15;13:5403. doi: 10.1038/s41467-022-33092-4
**Supplement:** Supplementary file 7 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                       |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | BD FACSDiva Software Version 9.0 was used for all flow cytometry data collection                                                                                                                                                                                                                                                                      |
| Data analysis   | <div>R Version 3.6.0/3.6.3/4.0.3<br/>RStudio Version 1.3.1093<br/>FlowJo v10<br/>Seurat v3/4<br/>Cell Ranger<br/>GraphPad Prism Version 9<br/>RNAMagnet Version 0.1.0<br/>SingleCellNet Version 0.1.0<br/>Slingshot Version 1.6.1<br/>clusterProfiler 3.16.1<br/>MAGIC Version 2.0.3<br/><br/>More detail is available in Supplementary Table 3</div> |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The single-cell RNA sequencing datasets generated during this study have been deposited to GEO under accession number GSE178951. Other data analyzed in this manuscript: Li et al. 2020: GSE128761; Baccin et al. 2020: GSE122467. Accession numbers are listed in Supplementary Data 3.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender

Population characteristics

Recruitment

Ethics oversight

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

Data exclusions

Replication

Supplementary Figure 2e-f: n = 3, with each replicate consisting of a pool of HSPCs from multiple embryos  
 Supplementary Figure 5e: n = 22-24, with each replicate consisting of a pool of E16.5 fetal liver LT-HSCs from multiple embryos  
 Supplementary Figure 8m: n = 10  
 Supplementary Figure 8n: n = 4-6  
 Supplementary Figure 8o-p: Data represent 1 experiment, repeated with 3 independent MSC lines

All replicates are included in the data presented in this manuscript. Due to the scope of the scRNA-Seq experiments, they were not repeated. Instead, for each scRNA-Seq dataset (E16.5, E18.5, P0, adult hematopoietic and stroma cells), multiple mice were pooled together to get sufficient representation of the cell types present.

**Randomization** There was no randomization. Embryos and neonates were assigned to groups based on age determined by standard methods (e.g. timed pregnancies). Animals were analyzed based on their assigned group, and randomization was not needed as there were no treatment cohorts. Covariates were controlled by using age matched animals (when fetal/neonatal animals were used) or age and sex-matched animals (when adult animals were used).

**Blinding** Although no specific methods were used for blinding, blood samples were typically collected from mice by one individual, data collected by flow cytometry by a different individual, and then data analyzed by a different individual, at which time the assigned group (e.g. for transplants the recipient group) for each particular mouse analyzed was not known. All statistics were performed by an independent biostatistics expert who was unaware of the biological significance of distinct groups of mice (or samples) being examined.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

### Antibodies used

Antibody/Vendor/Clone/Catalog #/(Dilution)  
 B220-BV605 Biolegend RA3-6B2 103244 (1:400)  
 B220-PE-Cy7 Tonbo Biosciences RA3-6B2 60-0452-U100 (1:200)  
 B220-PerCP-Cy5.5 BioGems RA3-6B2 07131-70-100 (1:200)  
 CD117 Microbeads Miltenyi Biotec 130-091-224 (1:200)  
 CD117-APCe780 Invitrogen 2B8 47-1171-82 (1:200)  
 CD11b-PerCP-Cy5.5 Biolegend M1/70 101228 (1:200)  
 CD135-APC Thermo Fisher Scientific A2F10 135310 (1:50)  
 CD135-PE Biolegend A2F10 135306 (1:50)  
 CD135-TotalSeqA Biolegend A2F10 135316 (1:50)  
 CD150-PE-Cy7 Biolegend TC15-12F12.2 115914 (1:200)  
 CD150-TotalSeqA Biolegend TC15-12F12.2 115945 (1:200)  
 CD19-APC Biolegend 1D3 152409 (1:200)  
 CD31-FITC Biolegend 390 102405 (1:200)  
 CD32/16-A700 Invitrogen 93 56-0161-82 (1:200)  
 CD34-A647 BD Biosciences RAM34 560233 (1:50)  
 CD34-FITC BD Biosciences RAM34 553733 (1:50)  
 CD3-PE Biolegend 17A2 100206 (1:200)  
 CD41-BV605 Biolegend MWReg30 133921 (1:400)  
 CD41-PerCPe710 Invitrogen eBioMWReg30 (MWReg30) 46-0411-82 (1:200)  
 CD45.1-APC Invitrogen A20 17-0453-82 (1:200)  
 CD45.1-FITC Biolegend A20 110706 (1:200)  
 CD45.2-PE Biolegend 104 109807 (1:200)  
 CD45.2-v500 BD Biosciences 104 562129 (1:200)  
 CD45-APC Biolegend 30-F11 103112 (1:200)  
 CD45-FITC Biolegend S18009F 157214 (1:200)  
 CD45-PE Biolegend 30-F11 103106 (1:200)  
 CD48-A700 Biolegend HM48-1 103426 (1:200)  
 CD48-TotalSeqA Biolegend HM48-1 103447 (1:200)  
 CD4-BV605 Biolegend GK1.5 100451 (1:400)  
 CD4-PE-Cy7 Tonbo Biosciences GK1.5 60-0042-U100 (1:200)  
 CD51-PE Biolegend RMV-7 104105 (1:200)

CD8-BV605 Biolegend 53-6.7 100744 (1:400)  
 CD8-PE-Cy7 Tonbo Biosciences 53-6.7 60-0081-U100 (1:200)  
 cKIT-APCe780 Invitrogen 2B8 2261910 (1:200)  
 CXCR4-FITC BD Biosciences 2B11/CXCR4 551967 (1:200)  
 EPCR STEMCELL Technologies RMEPCR1560 (1560) 60038PE (1:200)  
 Gr-1-BV605 Biolegend RB6-8C5 108440 (1:400)  
 Gr-1-PerCP-Cy5.5 BD Biosciences RB6-8C5 552093 (1:200)  
 Sca-1 -PECy7 Biolegend D7 108113 (1:200)  
 Sca1-PerCP-Cy5.5 Biolegend D7 108123 (1:200)  
 Sca1-TotalSeqA Biolegend D7 108147 (1:200)  
 Ter119-APC Biolegend TER-119 116212 (1:200)  
 Ter119-BV605 Biolegend TER-119 116239 (1:400)  
 Ter119-PECy7 Biolegend TER-119 116222 (1:200)

Information on supplier name, catalog number, clone name, and dilution can also be found in Supplementary Data 3

## Validation

Antibody/Validation  
 B220-BV605 Validated by manufacturer against C57BL/6 splenocytes  
 B220-PE-Cy7 Validated by manufacturer  
 B220-PerCP-Cy5.5 Validated by manufacturer  
 CD117 Microbeads Validated by manufacturer against bone marrow cells  
 CD117-APCe780 Validated by manufacturer against C57BL/6 bone marrow cells  
 CD11b-PerCP-Cy5.5 Validated by manufacturer against C57BL/6 splenocytes  
 CD135-APC Validated by manufacturer against C57BL/6 bone marrow cells  
 CD135-PE Validated by manufacturer against C57BL/6 bone marrow cells  
 CD135-TotalSeqA Validated by manufacturer  
 CD150-PE-Cy7 Validated by manufacturer against C57BL/6 mouse bone marrow cells  
 CD150-TotalSeqA Validated by manufacturer  
 CD19-APC Validated by manufacturer against C57BL/6 splenocytes  
 CD31-FITC Validated by manufacturer against C57BL/6 splenocytes  
 CD32/16-A700 Validated by manufacturer against C57BL/6 splenocytes  
 CD34-A647 Validated by manufacturer against BALB/c bone marrow cells  
 CD34-FITC Validated by manufacturer against BALB/c bone marrow cells  
 CD3-PE Validated by manufacturer against C57BL/6 splenocytes  
 CD41-BV605 Validated by manufacturer against C57BL/6 platelets  
 CD41-PerCPe710 Validated by manufacturer against mouse platelets  
 CD45.1-APC Validated by manufacturer against SJL mouse splenocytes  
 CD45.1-FITC Validated by manufacturer against SJL mouse splenocytes  
 CD45.2-PE Validated by manufacturer against BALB/c and SJL splenocytes  
 CD45.2-v500 Validated by manufacturer against BALB/c splenocytes  
 CD45-APC Validated by manufacturer against C57BL/6 splenocytes  
 CD45-FITC Validated by manufacturer against C57BL/6 splenocytes  
 CD45-PE Validated by manufacturer against C57BL/6 splenocytes  
 CD48-A700 Validated by manufacturer against C57BL/6 splenocytes  
 CD48-TotalSeqA Validated by manufacturer  
 CD4-BV605 Validated by manufacturer against C57BL/6 splenocytes  
 CD4-PE-Cy7 Validated by manufacturer  
 CD51-PE Validated by manufacturer against C57BL/6 bone marrow cells  
 CD8-BV605 Validated by manufacturer against C57BL/6 splenocytes  
 CD8-PE-Cy7 Validated by manufacturer  
 cKIT-APCe780 Validated by manufacturer against mouse bone marrow cells  
 CXCR4-FITC Validated by manufacturer against BALB/c thymocytes  
 EPCR Validated by manufacturer  
 Gr-1-BV605 Validated by manufacturer against C57BL/6 bone marrow cells  
 Gr-1-PerCP-Cy5.5 Validated by manufacturer against BALB/c bone-marrow leukocytes  
 Sca-1 -PECy7 Validated by manufacturer against C57BL/6 splenocytes  
 Sca1-PerCP-Cy5.5 Validated by manufacturer against C57BL/6 mouse lineage-negative bone marrow  
 Sca1-TotalSeqA Validated by manufacturer  
 Ter119-APC Validated by manufacturer against C57BL/6 bone marrow cells  
 Ter119-BV605 Validated by manufacturer against C57BL/6 bone marrow cells  
 Ter119-PECy7 Validated by manufacturer against C57BL/6 bone marrow cells

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

### Laboratory animals

C57B6/J (Jackson Laboratories, Stock #000664)  
 B6.SJL-Ptprca Pepcb/BoyJ (Jackson Laboratories, Stock #002014)  
 C57BL/6-Tg(UBC-GFP)30Scha/J (Jackson Laboratories, Stock #004353)  
 Only mice were used in our study.  
 Housing Conditions:  
 The lights throughout the St. Jude facility are controlled by the automated system, LiteWorks. The lights in animal rooms and

corridors are on an automated 12 hour on, 12 hour off light cycle. Other light cycles can be set if necessary for research objectives. During the off light cycle, the red lights can be used to access animal room. Each animal room has a separate thermostat and humidistat to control temperature and humidity at the room level. Temperature and humidity are continuously monitored and alarms alert personnel to excursions from defined temperature or humidity ranges. Animal care technicians record high and low temperatures and humidity daily on a room log sheet using an electronic digital thermometer/humidistat.

All mice were acquired from Jackson Laboratories (Bar Harbor, Maine) and housed in a pathogen-free facility. Every effort was made to ensure adult control and experimental mice (including recipients) were age and sex matched (6-16 weeks for cell collection; 8-10 weeks for transplantation recipients). Fetal and neonatal mice were age matched based on timed pregnancy. More information of animal models can be found in Supplementary Table 3

#### Wild animals

This study did not involve wild animals.

#### Reporting on sex

The findings presented here do not apply to one sex. In experimental design, every effort was made to ensure adult control and experimental mice (including recipients) were sex matched.

#### Field-collected samples

This study did not involve samples collected from the field.

#### Ethics oversight

All animal experiments were carried out according to procedures approved by the St. Jude Children's Research Hospital Institutional Animal Care and Use Committee and comply with all relevant ethical regulations regarding animal research. Protocol number: 531.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

#### Sample preparation

To isolate hematopoietic cells in adult mice, tibias, femurs, pelvic bones, and spines were removed and bone marrow (BM) was released by crushing in ice cold PBS, followed by passage through 70µm filters. Cells were then resuspended in red blood cell lysis buffer for 5-10 minutes, washed with PBS/2% fetal calf serum (FCS), and resuspended in PBS/2% FCS. To isolate stromal cells in adult mice, crushed bone fragments were cut into small chips, combined with a portion of the released BM fraction, and placed in pre-warmed digestion media (PBS/2% FCS/0.4% Collagenase II/0.02% DNaseI) followed by gentle shaking (75RPM) at 37°C for 45min-1 hour. After digestion, cells were passed through a 70µm filter and lysed for 5-10 minutes, washed with PBS/2% FCS, and resuspended in PBS/2% FCS. Dissection of fetal tissues was performed under a dissection microscope in ice cold PBS. Briefly, fetal livers (FL) were removed and placed in ice cold PBS, followed by removal of all internal tissues and the skin. The fetal skeleton (except the bones of the head) was carefully removed and cleaned of any remaining tissues, washed in PBS, and placed in ice cold PBS for further processing. The isolation of hematopoietic and stromal cells from the fetal BM (FBM) followed the same protocol used for adult BM with the exclusion of the lysis step, as there was little trace of red blood cells. To isolate hematopoietic cells from FL, livers were gently crushed on a 70µm filter with the rubber end of a 1 mL syringe while passing ice cold PBS over the tissue. Following this isolation step, FL hematopoietic cells were lysed, washed with PBS/2% FCS, and resuspended in PBS/2% FCS.

Transplant recipients were periodically assessed for donor cell contribution to the PB. PB was collected from the retro-orbital plexus in heparinized capillary tubes, followed by lysis in red blood cell lysis buffer. Cells were then resuspended in PBS/2% FCS and analyzed by flow cytometry for donor and lineage contribution on a BD LSR Fortessa. For WBM primary and secondary transplants and separate bone transplants, PB was stained with CD45.1-FITC, CD45.2-v500, [B220, CD11b, Gr-1]-PerCP-Cy5.5, and [B220, CD4, CD8]-PE-Cy7. The myeloid lineage was considered CD11b+Gr-1+, the B cell lineage was considered B220+, and the T cell lineage was considered CD4+CD8+. For MPP2 limiting cell transplants, we also included a separate analysis of non-lysed PB stained with CD41-PerCPe710 (platelets) and Ter119-PECy7 (erythrocytes).

At a terminal (>20 weeks) timepoint after transplantation, recipients of WBM were euthanized and hematopoietic cells were isolated from the BM. Cells were assessed via flow cytometry on a BD LSR Fortessa for the presence of donor-derived CMPs (Lineage-c-Kit+Sca-1-CD34+CD32/16lo), GMPs (Lineage-c-Kit+Sca-1-CD34+CD32/16hi), MEPs (Lineage-c-Kit+Sca-1-CD34-CD32/16-), CLPs (Lineage-c-KitmidSca-1midCD127+), LT-HSCs, (Lineage-Sca-1+c-Kit+ (LSK)Flt3-CD48-CD150+), ST-HSCs (LSKFlt3-CD48-CD150-), MPP2s (LSKFlt3-CD48+CD150+), MPP3s (LSKFlt3-CD48+CD150-), and MPP4s (LSKFlt3+CD48+CD150-). In all cases, the Lineage- fraction showed low expression of CD4, CD8, B220, Gr-1, and Ter119.

Liver and entire skeleton BM hematopoietic cells were isolated from E15.5-postnatal day 0 (P0), P2, P4, P6, P8, P14, P21, and P28 CD45.2 mice and assessed via flow cytometry on a BD LSR Fortessa for the presence of LT-HSCs, ST-HSCs, MPP2s, MPP3s, and MPP4s.

Hematopoietic cells from E15.5-P0 livers were isolated and assessed via flow cytometry on a BD LSR Fortessa for the presence of LT-HSCs, ST-HSCs, MPP2s, MPP3s, and MPP4s, as well as cell-surface CXCR4.

For establishing mesenchymal stromal cell (MSC) cultures, hematopoietic cells were depleted using MojoSort anti-mouse CD45 beads, the remaining cells washed 3 times with PBS/2% FCS and cultured in  $\alpha$ MEM + 10% FCS for 24 hours. After 24 hours, non-adherent cells were removed and the stroma monolayer was washed with PBS and cultured again with mesenchymal stroma cells MSC media. Cells were passaged 3 times and used for experiments.

Instrument

All cells were analyzed on a BD LSR Fortessa. For cell sorting, a BD Aria cell sorter was used.

Software

Flow cytometry data was collected using BDFACSDiva Software and analyzed with FlowJo (TreeStar).

Cell population abundance

Where possible, sorted cells were assessed for purity by running a portion of the collected sample through the same instrument used to sort the cells. For single cell and limiting cell transplant sorts, purity was not assessed.

Gating strategy

Gating strategies for all relevant cell populations can be found in the Supplementary Figures. Lymphocytes were first gated by forward scatter and side scatter, followed by viable cells via DAPI and single cells via forward and side scatter. For peripheral blood populations, cells were then gated based on CD45.2+ and GFP expression, followed by B lineage (B220+), myeloid lineage (Gr-1+CD11b+) or T lineage (CD4+CD8+). Unlysed peripheral blood was used to identify erythrocytes (Ter119+) platelets (CD41+). For bone marrow hematopoietic stem and progenitor cell populations, live singlets were gated on lineage low (B220/CD4/CD8/Gr-1/Ter119 neg), followed by c-Kit+ (LK cells). LK cells were further subdivided into GMP (CD34+CD32/16hi), CMP (CD34+CD32/16mid), or MEP (CD34-CD32/16-) cells. LK Sca1+ cells (LSK) were further subdivided into LT-HSC (CD135-CD48-CD150+), ST-HSC (CD135-CD48-CD150-), MPP2 (CD135-CD48+CD150+), MPP3 (CD135-CD48+CD150-) or MPP4 (CD135+CD48+CD150-) cells. Finally, CLPs were defined as Lineage(low)c-Kit(mid)Sca1(mid)CD127+ cells.

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

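Single-cell libraries were made by the authors with the 10X Genomics platform and TotalSeq-A antibody tags (CITE-Seq) from lineage-negative Kit-positive BM cells (HPs) and from CD45-negative Ter119-negative BM cells (stroma) of mice at E16.5, E18.5, P0 and in the adult. There were 2 HP libraries from E16.5 and 1 library for every other stage and compartment, which makes 5 HP and 4 stromal libraries. Stage, compartment and replicate number were taken from the sample labels.

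The authors deposited a matrix of raw UMI counts per gene and cell, with 20275 genes and 56201 cells, and a matrix of raw antibody counts for 29 antibodies. According to the paper's methods, reads were counted with CellRanger 3.1.0 on the mm10 reference. The deposited cells have passed the authors' filters (at least 300 UMIs, under 7.5% mitochondrial UMIs, under the 98th percentile of genes and UMIs) and the genes were kept where at least 30 cells held them. A further deposited table gives, per cell, the library, stage, compartment and cluster code, and the numbers of UMIs and genes as counts. In the same table the authors' mitochondrial share is a fraction from 0 to 1 although its name says percent, and the hscScore of each HP cell is a score, left empty for stromal cells. Of its columns, 6 were not used for any value, among them the authors' cell cycle phase and cell cycle scores.

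Cluster codes were paired with the names in the paper's Supplementary Data 1 within each stage and compartment, one to one, by the mean z score of the first 50 listed markers, maximized over all pairs. Cells were used as deposited. A group of cells was summed before computing CPM, with exact Poisson 95% intervals, and shares of cells carry exact Clopper-Pearson 95% intervals. These intervals hold counting error only, and a difference between stages with 1 library each was not tested. Where a share or a level is 0, its limit is the upper end of that interval.

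Antibody counts were normalized by centered log-ratio (CLR) per antibody across the cells of a library, and cells above a CLR of 1 were called positive. phMPP2s and phLT-HSCs were gated with 4 antibodies (Sca-1, CD135, CD48, CD150). Transcripts of the 4 antigens were compared between positive and negative cells. For the share of UMIs from a list (29 HSC genes, or the CAR markers of the paper), every cell was thinned to 1000 UMIs, and cells with fewer were left out. The level for CAR-like cells was the 5th percentile of adult MSCs-CAR. The HSC list was Procr, Pdzk1ip1, Ltb, Mllt3, Ifitm1, Gimap1, Gimap6, Limd2, Trim47, Neil2, Vwf, Pde1b, Neo1, Sqor, Sult1a1, Cd82, Ramp2, Ubl3, Ly6a, Cdkn1c, Fgfr3, Cldn10, Ptpn14, Mettl7a1, Smtnl1, Ctsf, Gstm1, Sox18 and Fads3. Endothelial cells were compared by 6 arterial and 6 sinusoidal genes. The top 10 genes of a cluster by fold, among genes with at least 50 counts, were compared with 26 marker lists of cell types.

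Summed counts of phLT-HSCs, of phMPP2s and of cells in clusters named HSPC were compared between stages with edgeR 4.0.16 in R 4.3.3. Each library held at least 10 cells of a group. Settings were TMM, the default filter on low counts, the quasi-likelihood F test, 1 residual degree of freedom and an adjusted p threshold of 0.05. DESeq2 1.42.0 was an alternative for phLT-HSCs and phMPP2s. The test was tested on simulated data with 200 changed genes, 8-fold or 64-fold, at the common dispersion of the E16.5 pair. Between P0 and E16.5 it found 39% of the 8-fold and 98% of the 64-fold changes in phMPP2s, and 0% and 71% in phLT-HSCs. Other steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, anndata 0.12.19, scikit-learn 1.9.0, scanpy 1.11.5 and leidenalg 0.10.2, and figures matplotlib 3.10.9. As an alternative to the deposited clusters, cells of a stage were clustered again from the counts (2000 variable genes, 30 principal components, 20 neighbours, Leiden resolution 1) and named by at least 3 detected markers of a list.

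The rule for naming genes covers every gene set down for these comparisons and every gene the paper's text names for these libraries, and not each of them is reported here. Where a difference between 2 libraries goes beyond those, it adds the 5 genes with the largest CPM ratio each way among genes with at least 100 CPM in the higher library and at least 50 counts there, leaving out mitochondrial and ribosomal protein genes and Gm42418. No such difference is described, so the added part of the rule was not used. The results, the gate, the gene lists, the test and most alternatives were set before the data were examined, and the alternatives added later are named in the closing section. Alternatives changed the CLR level (0.75, 1.5) or its scope, the set of cells, the source of the cell types, doublets, the summary over cells, the UMIs in the denominator, the thinning (none, 2000 UMIs), the gene lists, the test's tool, normalization and filter, and left out either E16.5 library.

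Depth limits what the HP libraries can show, from 13974733 UMIs in the first E16.5 to 127489333 UMIs in the P0 library. The interval of a group of cells is set by a gene's UMIs, as for Irf7 in P0 phLT-HSCs, where 104 UMIs give 58.4 to 86.6 CPM. Sequencing reads were not used here, since the counts answer the comparisons. The hscScore model, predicted niche interactions, trajectories and gene ontology were not run here, and the transcripts behind them are given in their place. Flow cytometry, transplantation, colony and co-culture experiments were not analysed here.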

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

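No test in this part was chosen after its result was seen.

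A first signal lies in antibodies that the paper does not report on. The CD90.2 antibody gave 83.4 counts per cell in the T cell clusters of the second E16.5 HP library, and 0 counts in the other 4 HP libraries. In that library, mast cell clusters had 7.51, the cluster named HSPC 10.6 and Mono/Mast cells 104 counts per cell. Antibody bound freely or without specificity would not follow Thy1, the gene of CD90.2. Thy1 had 227 CPM in the T cell clusters and 8.41 CPM in the mast cell clusters, 26.9 times as much, which argues against such binding as the source of the contrast between them. In Mono/Mast cells Thy1 had 156 CPM, 0.687 of its T cell level, while their antibody counts were higher than those of T cell clusters. Their counts thus do not follow Thy1 closely, and doublets with T cells could bring the transcript. Unspecific binding in Mono/Mast cells therefore stays open. The panel itself differs between the libraries, with a count for 27 of 29 antibodies in the second E16.5 library and for 5 (first E16.5), 10 (E18.5), 10 (P0) and 9 (adult) in the others, so the absence of CD90.2 counts there says nothing about their cells. As 1 library alone holds the signal, no biological explanation by stage was tested.

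A second signal lies in the stromal libraries, where the paper does not report which cells bind the antibodies for CD140a (encoded by Pdgfra) and Sca-1. Cells positive for both made up 6.09% at E16.5, 5.34% at E18.5, 5.72% at P0 and 12.0% in the adult (501 of 8226 at E16.5, 355 of 6642 at E18.5, 806 of 14084 at P0 and 752 of 6267 in the adult). Free or unspecific antibody would leave the transcripts alike in cells positive and negative for both antibodies. The ratio of the positive to the negative cells was 4.80 at E16.5, 4.12 at E18.5, 4.24 at P0 and 3.35 in the adult for Pdgfra, and 134 at E16.5, 101 at E18.5, 68.3 at P0 and 7.97 in the adult for Ly6a, which encodes Sca-1. The lowest of these ratios before adulthood, 4.12, argues against unspecific binding as the whole cause. The high Ly6a ratios rest on low levels in negative cells, 0.512 CPM at E16.5, 2.37 at E18.5 and 5.68 at P0, against 252 in the adult. Positive cells had 68.8, 238 and 388 CPM of Ly6a at these stages, against 2010 CPM in the adult. The ratios therefore do not rank the Ly6a level of positive cells between stages. Of the positive cells, 81.2%, 83.7% and 80.5% lay in fibroblast clusters at E16.5, E18.5 and P0, most of all in Fibro-3 (42.5%), Fibro-1 (53.8%) and Fibro-1 (47.5%), and 57.2% of the adult ones in MSCs-PαS. A hypothesis is that cells with a PαS surface phenotype may be present among fetal and newborn fibroblasts. It stays open whether they are the cells that the paper names PαS in the adult, since positive cells are set by a CLR level within each library and no function was measured. The rise in the adult rests on 1 library per stage, and an effect of stage was not tested.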

How the results depend on the processing

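Chosen only after seeing the data were doublets left out at the expected rate, CLR over both E16.5 libraries together, and every alternative for mean hscScores. No paired analysis was possible because no label links a library of one stage to a library of another. A mean hscScore counts as moved when it changes by over 1 SD between the E16.5 libraries, a count of genes when it changes by over 1.5 times, a fitted log2 fold change when it changes by over 1, and any other level or share when it leaves its 95% interval, and the cause was not tested for any moved or reversed value below.

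At a CLR level of 0.75, phLT-HSCs made up 1.26% at E16.5, and phMPP2s 4.41% at E16.5, 6.41% at E18.5, 3.03% at P0 and 4.34% in the adult. At 1.5, phLT-HSCs made up 0.0565% at E16.5, 1.48% at P0 and 1.52% in the adult, and phMPP2s 0.0565%, 0.374%, 0.467% and 0.501% from E16.5 to the adult. With CLR over all HP libraries together, the shares were 0.226%, 1.06% and 1.14% (phLT-HSCs at E16.5, P0 and in the adult) and 0.377%, 2.90%, 2.63% and 2.39% (phMPP2s), and with CLR over both E16.5 libraries 0.489% and 2.96% at E16.5. At 0.75, the E16.5 phMPP2s lay to 12.4% in Mono/Mast and 76.9% in T cell clusters, 30% of adult phMPP2s in B cell clusters, 34.3% of E16.5 phLT-HSCs in T cell and 46.7% of E18.5 phLT-HSCs in HSPC clusters. At 1.5, 66.7% and 33.3% of the 3 E16.5 phMPP2s lay in Mono/Mast and T cell clusters, 53.8% (E18.5) and 31.0% (P0) of phMPP2s and 29.7% of adult phLT-HSCs in HSPC clusters, and 10% of adult phMPP2s in B cell clusters. CLR over both E16.5 libraries placed 38.2% of phMPP2s in Mono/Mast, 10.8% in T cell clusters and 38.5% of phLT-HSCs in T cell clusters. The Flt3 ratio by CD135 of the second E16.5 library reversed, to 1.27 at 0.75 and 1.04 at 1.5, as did the Slamf1 ratio by CD150 of the first, to 0 at 1.5, where few UMIs carry it.

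Mean hscScores of E16.5 phLT-HSCs were 0.0688 at a level of 0.75 and 0.108 with CLR over all HP libraries, those of P0 0.111 at 1.5 and 0.186 with CLR over all, and those of the adult 0.245 with CLR over all. phMPP2s had 0.0171 (E16.5), 0.0317 (P0) and 0.0902 (adult) at 0.75, -0.000516, 0.00593, 0.0104 and 0.0223 from E16.5 to the adult at 1.5, and 0.0578, 0.0486, 0.0380 and 0.101 with CLR over all HP libraries. Re-applying the filter gave phMPP2 means of 0.0111 at E16.5 and 0.0715 in the adult, and cells of HSPC clusters alone gave phLT-HSC means of 0.138 at E18.5 and 0.176 at P0. The thinned share of the HSC list in phLT-HSCs without Ifitm1, Ly6a and Mllt3 was 0.116%, 0.122%, 0.145% and 0.125% from E16.5 to the adult, and thinning to 2000 UMIs gave 0.263% at E18.5.

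Clusters computed again from the counts gave T cell shares of 24.3% at E16.5 (0.179% and 27.2% in the libraries), mast cell shares of 20.1% (24.8% and 19.6%) and HSPC shares of 3.05% at E16.5 (2.14% in the first library), 14.4% at E18.5 and 29.3% at P0. They placed 1.35% of E16.5 phMPP2s in Mono/Mast, 7.77% of adult phMPP2s and 0% of adult phLT-HSCs in B cell clusters, and 6.06% of E18.5 phLT-HSCs in HSPC clusters. In the stroma they gave osteochondro shares of 49.1%, 69.0%, 35.9% and 25.9% and OLC shares of 6.52%, 4.94%, 4.15% and 4.28% from E16.5 to the adult. Leaving out doublets moved the P0 osteochondro share to 49.9% and the P0 endothelial share to 1.26%, and the filter the E18.5 OLC share to 5.01%.

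Leaving out either E16.5 library gave ranges of 3.21 to 45.1% (T cells), 38.0 to 46.3% (mast cells) and 3.47 to 5.89% (HSPCs) of HP cells, 0.589 to 1.79% phLT-HSCs and 1.35 to 1.79% phMPP2s, 15.6 to 70% of phMPP2s in Mono/Mast and 10 to 65.6% in T cell clusters, 10 to 78.6% of phLT-HSCs in T cell clusters, and mean hscScores of 0.0402 to 0.0696 (phLT-HSCs) and 0.00839 to 0.0114 (phMPP2s). The log2 fold change of Ifitm1 between P0 and E16.5 phLT-HSCs ranged from -0.30 to 6.92, reversed without the first library. With 1 E16.5 library left, these are values with no test.

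DESeq2 called 15 and 50 genes between E16.5 and P0 and between E16.5 and adult phLT-HSCs, and 22 and 137 in phMPP2s. Without TMM or without the filter on low counts, the 4 counts stayed within 1.5 times, but between E16.5 and adult phLT-HSCs no TMM gave 52 higher and 96 lower genes in place of 66 and 63.

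Endothelial levels moved with the mean of CPM per cell, to 437, 791 and 658 CPM of the arterial genes (E16.5, E18.5, adult) and 519, 513 and 2493 CPM of the sinusoidal genes (E16.5, P0, adult). Without mitochondrial, hemoglobin and Gm42418 UMIs the arterial genes had 549.6 CPM at P0 and 559.8 in the adult and the sinusoidal genes 586 and 2805, and with the filter the arterial genes 557 and 569.6 and adult sinusoidal genes 2801 CPM. The share of cells above the CAR level was 0.0122% at E16.5 with the first 50 genes, and with the 10th percentile 0% at P0 and 0.153% among adult cells other than MSCs-CAR.

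Counted over all alternatives, these moved: 14 of 42 shares of HP cells (5 up, 9 down), 23 of 30 shares of phenotypic HSPCs (11 up, 12 down), 22 of 67 shares by cell type (8 up, 14 down), 22 of 43 mean hscScores (17 up, 5 down), 8 of 24 HSC list shares (1 up, 7 down), 11 of 36 stromal shares (4 up, 7 down) and 3 of 20 CAR-like shares (0 up, 3 down). Among single genes, these moved: 59 of 105 values of hscScore genes (27 up, 32 down), 224 of 442 of T cell, mast cell, cycle, interferon and stress genes (104 up, 120 down), 20 of 40 of antibody and transcript ratios (6 up, 14 down) besides the 3 reversed, 9 of 20 of fitted fold changes (5 up, 4 down) besides the 1 reversed, 42 of 60 of CAR factors (42 up, 0 down), 100 of 132 of ligand genes (92 up, 8 down), 24 of 252 of receptor genes (16 up, 8 down), 13 of 18 of Fibro-2 genes (11 up, 2 down) and 30 of 36 of Osteochondro-5 genes (13 up, 17 down). With the first 50 markers of each list, 1 of 7 clusters compared between stages had another closest cluster. The intervals of summed stromal counts are narrow, and small moves leave them. Alternatives that keep blood cells were not run, since no stromal cluster is of blood cells and Ptprc had 2 UMIs in the whole E16.5 stromal library. Leaving out the doublets that Scrublet marks at its own threshold was not run either, because that threshold marked 1, 7, 4, 3 and 2 cells in the HP libraries and 230 in the E16.5 and 0 in the other stromal libraries.

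Depth limits the first E16.5 library most, where 10 phLT-HSCs and 10 phMPP2s were gated, and Cd3e, with 0 UMIs in those phLT-HSCs, has there an upper interval end of 20.0 CPM.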

Differences from the paper's values

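The paper's highest number of phLT-HSCs at a stage is 46, against 134 here. Of the alternatives set before the data were examined, CLR over all HP libraries together (68) comes within 1.5 times of it, and CLR levels of 0.75 (142) and 1.5 (92) do not.

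The paper's share of adult phMPP2s in B-lymphoid clusters is 34%, against 19.4% here. Of the alternatives set before the data were examined, a CLR level of 0.75 (30%) comes within 1.5 times of it, and a CLR level of 1.5 (10%), the stated filter applied again (19.6%) and recomputed clusters (7.77%) do not.

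The paper's mean hscScore of E16.5 phMPP2s is about 0.04 in Fig. 4f, read by eye, against 0.00880 here. No alternative for this mean was set before the data were examined, and those given were chosen after seeing the values. CLR over all HP libraries together (0.0578) comes within 1.5 times, and CLR levels of 0.75 (0.0171) and 1.5 (-0.000516), the filter applied again (0.0111) and leaving out the first (0.00839) or second (0.0114) E16.5 library do not. For adult phMPP2s the paper's mean is about 0.12 in Fig. 4f, read by eye, against 0.0675, where a CLR level of 0.75 (0.0902) and CLR over all HP libraries (0.101), chosen after seeing the values, come within 1.5 times, and a CLR level of 1.5 (0.0223) and the filter (0.0715) do not.

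The paper's share of E16.5 phLT-HSCs in mast cell clusters is about 25% in Fig. 4e, read by eye, against 5.26% here. CLR over both E16.5 libraries together (23.1%), chosen after seeing the values, comes within 1.5 times. Of the alternatives set before the data were examined none does: CLR levels of 0.75 (38.8%) and 1.5 (0%), the filter (5.26%), recomputed clusters (5.26%), and leaving out the first (7.14%) or the second (0%) E16.5 library. The paper's share of adult phLT-HSCs in HSPC clusters is about 40% in Fig. 4e, read by eye, against 21.6% here. Of the alternatives set before the data were examined, a CLR level of 1.5 (29.7%) comes within 1.5 times, and a CLR level of 0.75 (16.9%), the filter (21.8%) and recomputed clusters (22.4%) do not.

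The paper places the largest part of E16.5 phMPP2s in the Mono/Mast cluster, where 23.0% lie here, against 58.1% in T cell clusters. Mono/Mast is larger than T cells at a CLR level of 1.5 (66.7% against 33.3% of 3 cells), without the second E16.5 library (70% against 10% of 10 cells) and with CLR over both E16.5 libraries together (38.2% against 10.8%), the last chosen after seeing the values. In Fig. 4e the paper shows more E16.5 phLT-HSCs among myeloid progenitors than among T cells, while 26.3% and 60.5% lie there here. Without the second E16.5 library, 90% lie among myeloid progenitors and 10% among T cells. The paper states that most phLT-HSCs of every stage after E16.5 lie with HSPCs. Here that holds for 2 of 3 stages, E18.5 and P0, and in the adult 21.6% lie there and 38.8% in B-lymphoid clusters. At P0 it holds under every alternative. At E18.5 the share falls to 6.06% with recomputed clusters and to 46.7% at a CLR level of 0.75, and in the adult the B-lymphoid share is 0% with recomputed clusters. The level that the paper gives for the mean hscScore of P0 phLT-HSCs is not reached by the mean here, 0.147, nor by that with CLR over all HP libraries together, 0.186, chosen after seeing the values. Where the paper describes hscScores of phMPP2s that increase across development, the mean here was lower at P0 than at E18.5 (0.0276 against 0.0386), while the lowest mean was that of E16.5 and the highest that of the adult. At a CLR level of 1.5, chosen after seeing the values and with 3 phMPP2s at E16.5, the mean rose at every stage, from -0.000516 to 0.00593, 0.0104 and 0.0223. With CLR over all HP libraries together, also chosen after seeing the values, it fell from 0.0578 at E16.5 to 0.0486 and 0.0380, with 0.101 in the adult. The paper names Ifitm1, Mllt3 and Ly6a as genes behind that increase. In phMPP2s here, from E16.5 to the adult, they had 563, 287, 523 and 244, 36.4, 28.0, 28.0 and 21.3, and 50.1, 39.2, 49.1 and 14.9 CPM, with the adult value the lowest of each. From E16.5 to the adult, Ifitm1 was higher at a CLR level of 1.5 (8.33 CPM in the E16.5 cells left against 346 CPM), in cells of HSPC clusters alone (463 against 558 CPM) and without the second E16.5 library (153 CPM at E16.5), and Mllt3 in cells of HSPC clusters alone (24.4 against 29.4 CPM), while without the second E16.5 library Mllt3 was near the adult value (21.5 CPM at E16.5). The paper gives higher Acan, Sox9, Col2a1 and Sparc in E18.5 Osteochondro-5 than in other osteochondro progenitors. Here Acan, Col2a1 and Sparc were lower and Sox9 did not differ beyond counting error, with 2520.3 against 2659 CPM of Acan, 723 against 779 of Sox9, 43282 against 45078 of Col2a1 and 12254 against 13817 of Sparc. For adult Fibro-2, named by the paper for its Ctsk, Acta2 and Tagln among fibroblasts, Acta2 and Tagln were highest here too, while Ctsk was higher in Fibro-4 (751 against 654 CPM). The paper tested hscScores over cells, and no such test was run here, since stages are compared by libraries.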

Other observations

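In this part, the tests of hscScore within clusters, of the number of T cells in the first E16.5 library, of Kit, of thymic genes, of free RNA in Mono/Mast cells, of OLC, Pericyte and Muscle names and of clusters with few UMIs were chosen only after the result was seen.

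The hscScore falls with the number of UMIs of a cell. Types that differ in depth would carry the relation between clusters and leave it near 0 within them, yet within clusters the median Spearman's rho was -0.537 in the adult library, the closest to 0 of the 5 libraries, with values up to 0.0570 in single adult clusters. This argues against cell type as the whole source and is consistent with an effect of depth on the score. Between E16.5 and adult phLT-HSCs, the difference of mean hscScore within strata of like UMIs was -0.0389 of the unstratified one, so differing depth may account for that rise. Strata compare only the adult cells as deep as E16.5 cells, and a stage difference that comes with fewer UMIs would be removed too. Between E16.5 and P0 the fraction was 0.433, and depth and stage cannot be told apart, since the fraction lies between the sizes that either would give and few cells share a stratum (36 E16.5 and 107 P0 cells in 3 strata). A change of phLT-HSCs with stage stays open and untested, with 1 library at P0 and 1 in the adult.

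The T cell clusters of E16.5 come from the second HP library. Too few cells in the first library would have hidden them, but 18 T cells were counted there where 252 were predicted (222 to 285), which argues against it. Doublets or free RNA in mast cell droplets would bring Cpa3, which had 0.0293 of its mast cell level in the T cell clusters (533 against 18171 CPM), which argues against them. Cells without Kit that passed the sort remain a candidate explanation, since Kit in the T cell clusters was 0.656 of its level in the neutrophil cluster (40.7 against 62.0 CPM, and 10.9 to 94.2 CPM in single T cell clusters). Cells of the thymus or another tissue in the second pool cannot be told apart from T cells of the BM. Of the 6 genes listed for thymic epithelium 5 are in the matrix, and they summed to 17.4 CPM in the second and 18.0 CPM in the first library, mostly Ccl25 (15.3 and 16.7 CPM), while the sort itself removes epithelium. Both libraries are of E16.5, so a difference of stage gives no biological explanation, and none was tested.

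Most phLT-HSCs of the second E16.5 library lie in T cell clusters. If its few antibody counts had set the gate, Ly6a would be alike in Sca-1-positive and Sca-1-negative T cells, and it was 2.94 times as high in the positive ones. This lies between the levels that would decide it, so too few antibody counts cannot be told apart from T cells that express Sca-1.

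The Mono/Mast cells of the second E16.5 library, with 1372 CPM of C1qa, 232 of Csf1r and 453 of Mrc1, hold T cell transcripts. Free RNA would reach all droplets alike, but Ptcra and Cd3e summed to 9.28 times their Mast-1 level (416 against 44.8 CPM), which argues against it. Doublets of a macrophage and a T cell cannot be told apart from single cells. At the expected doublet rate, 1 of 142 Mono/Mast cells was left out, 0.185 of the share in the whole library, but the interval (up to 3.86%) reaches the 3.81% of the library. Their median of 26323.5 UMIs is above the 21983 of T cell clusters. No biological explanation, such as uptake of T cells, was tested.

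Some cluster names and transcripts part ways. In the clusters named Muscle at E18.5, P0 and in the adult, skeletal muscle genes reached at most 0.00419 of the pericyte and smooth muscle genes, and the ratio was higher in clusters named Pericyte (2.16 at E18.5, 1.81 in P0 Pericyte-1 and 466 in adult Pericyte-2), which is consistent with names that changed places, in the paper's list or in the pairing used here. At E16.5 the cluster named Muscle had a ratio of 1.62, which argues against an exchange there. The E18.5 OLC cluster had osteolineage genes at 0.00444 of their level in the adult OLC cluster, which argues against osteolineage cells like those of the adult. Its prehypertrophic genes (2222 CPM) were 3.88 times those of the next E18.5 cluster, Osteochondro-5, which is consistent with prehypertrophic chondrocytes. They were not above those of the adult OLC cluster (2179 CPM), as a first form of this test had asked, so osteolineage cells that do not yet express the mature genes stay open. Cells that mature between stages stay open and untested.

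Several clusters hold few UMIs per cell, and free RNA in droplets without an intact cell could form them. The E18.5 HP clusters UD-1 and UD-2 correlated with the sum of the other cells at 0.837 and 0.835, above the closest deeper cluster (0.818), and E18.5 Osteochondro-5 did so at 0.946 against 0.920, both of which are consistent with free RNA. Draws of 50000 UMIs per HP cluster and 200000 per stromal cluster were used, raised from smaller draws whose noise set the correlations. For P0 Osteochondro-4 (0.942) and Osteochondro-5 (0.942) free RNA and a cell type cannot be told apart, because the deeper cluster Fibro-5 correlated as closely (0.942). Adult Mast-1 (0.761) and Mast-2 (0.756) lay below the closest deeper cluster, Monocyte-2 (0.824), by more than 3 times the summed SD over draws, which argues against free RNA of all other cells alike, and free RNA of a few cell types stays open and untested. Adult Myeloid Prog-1 (0.831) lay above Monocyte-2, but by less than 3 times the summed SD over draws (0.00231 and 0.00137) that UD-1, UD-2 and E18.5 Osteochondro-5 passed, so free RNA and a cell type cannot be told apart there. No biological explanation was tested. The other clusters of few UMIs that were compared lay below deeper ones in the same way, by at least 0.0248, with the same reading. P0 stromal UD-1 (0.614) and UD-3 (0.682) lay below Fibro-5, and P0 HP Mast-1 (0.811) below HSPC-3 (0.851). So did P0 HP Eos/Bas, Neutrophil and B Cell-2, adult B Cell-1 and Pre/Pro-B-2, and UD-1 and UD-2 of the second E16.5 HP library. E18.5 HP Mast/Bas (median 534 UMIs), adult HP Stroma (555) and adult stromal Pericyte-2 (2565) were not compared. Neither was UD-2 of the first E16.5 HP library (902). Few UMIs alone therefore do not bring a close correlation.

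Among phLT-HSCs, the 48 genes called between E16.5 and P0 that also passed the filter on low counts in cells of the clusters named HSPC had log2 ratios of 0.312 of their size when those cells were compared instead, and 0.442 over the 256 such genes with an unadjusted p under 0.05. A change in the makeup of the gated cells and a change within HSPCs cannot be told apart from these fractions, because genes picked for their size in one set of cells come out smaller in another. An effect of stage apart from the makeup was not tested.

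In phLT-HSCs, the stress genes had these levels: Fos 54.3 and 45.6 CPM at E16.5, 56.7 at E18.5, 183 at P0 and 33.5 in the adult, Jun 206 and 71.9 CPM at E16.5, 179.5 at E18.5, 413 at P0 and 206 in the adult, and Mt1 195 and 29.8 CPM at E16.5, 92.9 at E18.5, 229 at P0 and 145 in the adult.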
